# Piwil2 (Mili) sustains neurogenesis and prevents cellular senescence in the postnatal hippocampus

**DOI:** 10.15252/embr.202153801

**Published:** 2022-12-06

**Authors:** Caterina Gasperini, Kiril Tuntevski, Silvia Beatini, Roberta Pelizzoli, Amanda Lo Van, Damiano Mangoni, Rosa M Cossu, Giovanni Pascarella, Paolo Bianchini, Pascal Bielefeld, Margherita Scarpato, Meritxell Pons‐Espinal, Remo Sanges, Alberto Diaspro, Carlos P Fitzsimons, Piero Carninci, Stefano Gustincich, Davide De Pietri Tonelli

**Keywords:** hippocampal neurogenesis, Mili, Piwi‐interacting RNAs, Piwil2, senescence, Neuroscience, RNA Biology

## Abstract

Adult neural progenitor cells (aNPCs) ensure lifelong neurogenesis in the mammalian hippocampus. Proper regulation of aNPC fate has thus important implications for brain plasticity and healthy aging. Piwi proteins and the small noncoding RNAs interacting with them (piRNAs) have been proposed to control memory and anxiety, but the mechanism remains elusive. Here, we show that Piwil2 (Mili) is essential for proper neurogenesis in the postnatal mouse hippocampus. RNA sequencing of aNPCs and their differentiated progeny reveal that Mili and piRNAs are dynamically expressed in neurogenesis. Depletion of Mili and piRNAs in the adult hippocampus impairs aNPC differentiation toward a neural fate, induces senescence, and generates reactive glia. Transcripts modulated upon Mili depletion bear sequences complementary or homologous to piRNAs and include repetitive elements and mRNAs encoding essential proteins for proper neurogenesis. Our results provide evidence of a critical role for Mili in maintaining fitness and proper fate of aNPCs, underpinning a possible involvement of the piRNA pathway in brain plasticity and successful aging.

## Introduction

A regulated balance of aNPC quiescence, proliferation, and differentiation guarantees lifelong neurogenesis in the adult hippocampus (Altman, 1962; Doetsch *et al*, 1999), prevents the generation of reactive glia (Encinas *et al*, 2011; Sierra *et al*, 2015; Clarke *et al*, 2018), and curbs neurodegeneration (Toda *et al*, 2019). Understanding the molecular control of aNPCs fate is pivotal to develop novel therapies aimed at preventing or delay age‐dependent loss of neurogenesis and related pathological conditions.

The *Piwi* genes encode for an evolutionary conserved subfamily of Argonaute proteins that bind to Piwi‐interacting RNAs (piRNAs), a class of single‐stranded noncoding RNAs of 21–35 nucleotides. Piwi proteins and piRNAs (henceforth referred to as the piRNA pathway) are highly abundant in gonads, where they mainly target transposable elements (TEs) for degradation to maintain germline stem cell pools and male fertility (Czech *et al*, 2018; Ozata *et al*, 2019). Since its initial discovery, the piRNA pathway has been also implicated in regulating gene expression outside gonads, particularly in somatic stem cells (Rojas‐Rıós & Simonelig, 2018). In fact, Piwi proteins are present in human hematopoietic stem cells, but their functions are dispensable for normal hematopoiesis in the mouse (Nolde *et al*, 2013), suggesting a possible role of the piRNA pathway in the control of self‐renewal, rather than differentiation of these cells (Sharma *et al*, 2001).

Besides gonads, the highest piRNA expression in the adult mouse has been observed in the hippocampus (Perera *et al*, 2019), and proposed to control synaptic plasticity, memory, and anxiety (Lee *et al*, 2011; Zhao *et al*, 2015; Nandi *et al*, 2016; Leighton *et al*, 2019). piRNA abundance in neurons, however, is low compared to that of germline cells (Lee *et al*, 2011; Ghosheh *et al*, 2016; Nandi *et al*, 2016). Moreover, TE expression increases following the differentiation of NPC (Muotri *et al*, 2005), in parallel with the number of somatic TE insertions found in hippocampal neurons (Upton *et al*, 2015), arguing against functions of the piRNA pathway in postmitotic nerve cells. Given that the hippocampus is one of the niches in which neurogenesis persists beyond embryonic age, we hypothesize that the piRNA pathway may be present in aNPCs, possibly contributing to maintain the neurogenesis capacity lifelong (Penning *et al*, 2022).

Here, we studied the piRNA pathway in aNPCs of the postnatal mouse hippocampus *in vivo* and *in vitro*. By knockdown (KD) of Mili (i.e., one of the essential endoribonucleases for piRNA biogenesis and function) and Mili‐dependent piRNAs, we investigated the consequences of their depletion for proliferation, survival, differentiation, and fate of aNPCs. With this approach, we aim to address functions of the piRNA pathway in adult neurogenesis, hence providing a system‐level biological understanding of scientific and therapeutic value for brain plasticity and successful aging.

## Results

### Mili is preferentially expressed in aNPCs and depleted in neurogenesis

As an entry point to investigate the piRNA pathway in aNPCs we quantified the expression of *Piwil1* (Miwi) *Piwil2* (Mili) and *Piwil4* (Miwi2) transcripts, encoding the three main Piwi proteins present in the adult mouse (Czech *et al*, 2018; Ozata *et al*, 2019). 

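RNA sequencing covered 36 samples of aNPCs, with 3 samples in each of 12 groups: 3 genotypes at each of 4 stages, proliferating cells (DIF0) and cells 4, 7 and 14 days after growth-factor removal (DIF4, DIF7, DIF14). Short hairpin RNA against Mili or a control hairpin, with eGFP, was delivered by lentivirus and the cells were sorted. Each sample was sequenced on a 100 bp and a 150 bp flow cell, so 72 runs were read, of 8.06 to 26.4 M reads each, and a sample held 19.1 to 50.5 M (median 27.5). The genotype of every sample is given in conflicting ways. Libraries labelled set 1 are titled wild type and named control, libraries labelled set 2 are titled scrambled and named Mili knockdown (KD), and libraries labelled set 3 are titled Mili KD and named wild type. Each comparison was therefore made by both readings of the genotype, with the days as labelled: set 3 against set 2 (Mili KD against scrambled by the titles) and set 2 against set 1 (Mili KD against control by the library names). In Fig 2E, Mili transcript and protein are lower with Mili shRNA than with scrambled shRNA, which does not settle the labels. The days are in doubt as well, since wild-type TPM of Dataset EV1, averaged over transcripts, matched labelled groups of other days. Those at DIF0 lay nearest to set 1 at DIF7 (10 of 14 genes within 1%). Those at DIF7 lay nearest to set 3 at DIF0 (7 of 13). Those at DIF4 and DIF14 lay nearest to set 2 at DIF4 and to set 3 at DIF14 (12 of 14 each). The median absolute log2 difference from these groups was 1.12e-06 to 2.98e-06, so most values were the same. Set 2 is wild type by neither reading, so the match at DIF4 goes against both genotype readings. Labels were kept as deposited, and if the days were exchanged, neither comparison need hold Mili KD and control cells of 1 day.

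Salmon's estimated counts of the pair of runs were summed per sample and per gene with the annotation of Ensembl release 65 (the paper names release 67), and tested in edgeR with calls at an adjusted p under 0.05. Expression is given as TPM, mean ± SD. Gene lists were tested as groups with camera, and no list called at DIF4 or DIF7 kept an adjusted p under 0.05 when the correlation between genes was estimated from the data. Lists, tests and the rule for naming genes were chosen before the data were examined. Some genes beyond the rule, such as Mki67, were added after the values were seen. Samples 1 and 3 of set 2 at DIF4 differed by only 1.43 times counting noise, but their runs may be crossed. Those of 1 flow cell matched each other (1.42 and 1.37 times counting noise), and the pair of sample 1 did not (5.20), nor did that of sample 3. The runs of sample 2 of this group, also on both flow cells, matched each other (1.34). This argues against a difference between the flow cells that is common to the group. A difference particular to samples 1 and 3 would look the same as crossed runs and stays open. The samples were averaged to 1 for TPM (n = 2), a step chosen after the data were seen, but kept apart in edgeR. Runs also lay nearer to another sample than to their own pair in set 1 at DIF14 (6 of 6 runs), set 2 at DIF0 (6 of 6) and set 3 at DIF4, DIF7 and DIF14 (6, 5 and 5 of 6), and crossed runs would make the spread between summed samples too small. Fits of the 150 bp flow cell alone hold a run of set 3 at DIF4 that lay nearest to set 2 at DIF7. Groups of 3 fall apart without overlap in 10% of random draws, and the p-values measure only the spread between these samples, which the paper calls independent samples and biological replicates without naming separate cultures.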

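All Piwi transcripts were rare in aNPCs. Piwil2 (Mili), which encodes the Piwi protein followed in the paper (chromosome 14 from 70772287 to 70828901 in mm9), ranged from 0.0272 to 0.924 TPM over the 36 libraries, on 3 to 48 reads per sample (median 17.5). Piwil1 (Miwi; chromosome 5 from 129242121 to 129261349 in mm9) ranged from 0 to 0.375 TPM and Piwil4 (Miwi2; chromosome 9 from 14500674 to 14545177 in mm9) from 0.0629 to 0.72. Piwil2 had the highest mean of the genes in 5 of the 12 groups and Piwil4 in 7. With TPM averaged over the transcripts of a gene, a scale chosen after the values were seen, Piwil2 was highest in 11 of 12, since Piwil4 has 4 annotated transcripts and Piwil2 has 1.

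Piwil2 did not pass in edgeR in the libraries labelled set 3 against those labelled set 2 (Mili KD against scrambled by the titles), although its mean was lower on every day. Its log2 fold change was -0.89 (standard error 0.38, adjusted p = 0.295) at DIF0, -0.94 (0.40, adjusted p = 0.082) at DIF4, -1.41 (0.47, adjusted p = 0.0828) at DIF7 and -0.70 (0.42, adjusted p = 0.266) at DIF14. Without sample 3 of set 2, the fall of Piwil2 passed at DIF7 (-1.75, adjusted p = 0.014) and at DIF14 (-1.04, adjusted p = 0.047). Over the alternatives that adjust over genes, the adjusted p of Piwil2 ran from 0.09 to 0.71 at DIF0, 0.01 to 0.21 at DIF4, 0.014 to 0.38 at DIF7 and 0.047 to 0.68 at DIF14. Set 2 held more Piwil2 than set 1 (Mili KD against control by the library names) at DIF0 (1.90, standard error 0.39, adjusted p = 0.00475), DIF4 (2.71, 0.47, adjusted p = 3.12e-04) and DIF7 (1.87, 0.47, adjusted p = 0.0058), with -1.01 (0.39, adjusted p = 0.117) at DIF14. Exact tests on the Piwil2 TPM gave p = 0.1 at DIF0 and DIF7 and p = 0.2 at DIF4 in both comparisons, the smallest that these group sizes allow, and p = 0.4 (set 3 against set 2) and p = 0.1 (set 2 against set 1) at DIF14.

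**Figure D1:**
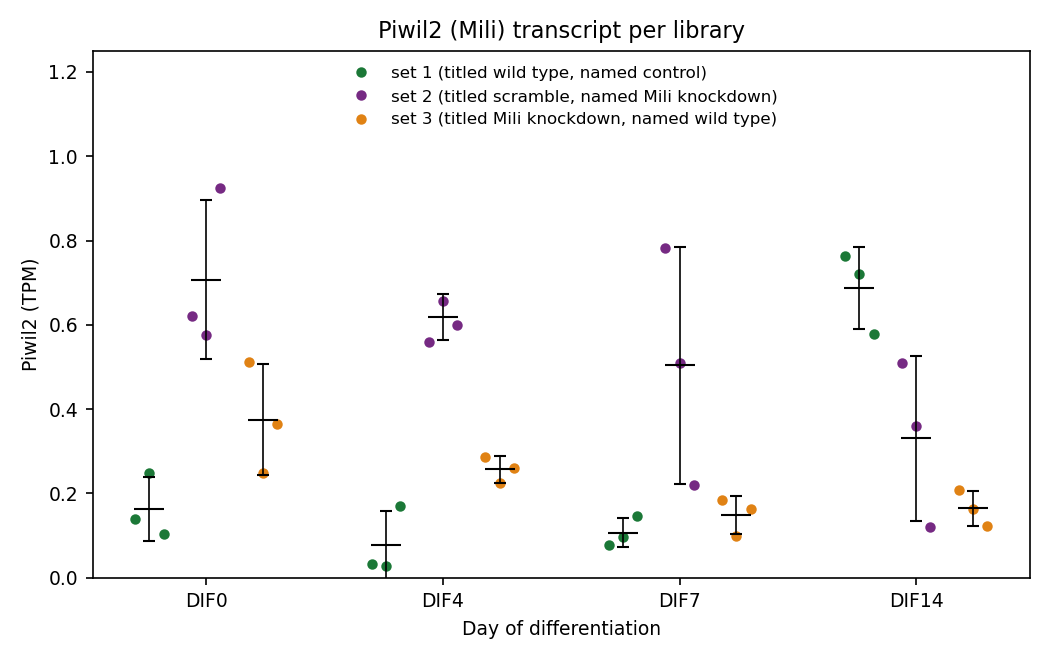
Piwil2 TPM (vertical axis) by day of differentiation, with 1 point per library, a bar at the group mean and whiskers of 1 SD. Set 2 lay above set 3 on average at every day, and the highest library, of set 2 at DIF0, held 0.924 TPM.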

Analysis of deep RNA sequencing (RNA seq) of total RNA from cultured aNPCs derived from neural stem cells (NSC) of the adult mouse Dentate Gyrus (DG) (Walker & Kempermann, 2014; Pons‐Espinal *et al*, 2017) indicated that *Mili* is the most abundantly expressed of the three *Piwi* genes in neurogenesis (Fig 1A). In addition, other genes encoding for piRNA biogenesis cofactors were expressed in neurogenesis, including the transcription factors Zic2, Mybl1, and Meis1, the Tudor and KH domain‐containing protein Tdrkh, and the helicase Mov10 (Dataset EV1). 

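The genes named as cofactors were all expressed, at levels far above the Piwi transcripts. The transcription factor Zic2 (chromosome 14 from 122874604 to 122879074 in mm9) lay at 28.4 ± 1.99, 24.1 ± 0.155, 29.8 ± 4.87 and 41.5 ± 3.53 TPM at DIF0, DIF4, DIF7 and DIF14 in the libraries labelled set 1 (wild type by title), and at 37.1 ± 3.22, 40.8 ± 4.55, 39.3 ± 3.05 and 38.0 ± 2.45 TPM in the libraries labelled set 3 (wild type by library name; n = 3 samples per group). Mybl1, a MYB family transcription factor (chromosome 1 from 9657496 to 9690290 in mm9), was at 88.2 ± 35.2, 122 ± 8.26, 78.4 ± 9.62 and 55.0 ± 7.57 TPM in set 1 and at 38.0 ± 9.83, 30.7 ± 1.85, 35.4 ± 1.29 and 31.8 ± 1.50 TPM in set 3. The homeobox gene Meis1 (chromosome 11 from 18780433 to 18918961 in mm9) had 41.1 ± 24.5, 28.9 ± 2.13, 20.7 ± 10.8 and 59.8 ± 8.06 TPM in set 1, and 68.5 ± 9.65, 55.0 ± 9.32, 51.7 ± 5.18 and 50.6 ± 2.67 TPM in set 3. Tdrkh, with Tudor and KH domains (chromosome 3 from 94217218 to 94236555 in mm9), was at 32.4 ± 1.19 and 24.8 ± 1.44 TPM in set 1 at DIF0 and DIF14, and the helicase Mov10 (chromosome 3 from 104597754 to 104621481 in mm9) at 18.7 ± 5.56 and 16.5 ± 3.27 TPM.

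Of the genes in Dataset EV1, 2 were higher and 3 lower of 13 (2 and 2 adjusted over the list alone) in edgeR in set 3 against set 2 (Mili KD against scrambled by the titles) at DIF4, and as a group they did not shift (camera, adjusted p = 0.53, direction lower, with a median of -0.12 and a mean of 0.53 on the log2 scale). Meis1 and Zic2 were lower, with log2 fold changes of -0.44 (standard error 0.08, adjusted p = 0.00151) and -0.32 (standard error 0.07, adjusted p = 0.00329). Zic2 no longer passed with the 150 bp flow cell alone (-0.24), nor did Meis1 with all 36 samples in the fit (-0.42). By the library names (set 2 against set 1), 5 were higher and 3 lower of 13 (5 and 3 adjusted over the list alone; camera, adjusted p = 0.72). Of all 16382 genes, 11809 changed in this comparison. There, Zic2 rose by 0.79 (standard error 0.07, adjusted p = 1.20e-06) and Meis1 by 0.91 (standard error 0.08, adjusted p = 1.50e-06), whereas Mybl1 changed by -2.31 (standard error 0.06, adjusted p = 1.30e-10) and Tdrkh by -0.66 (standard error 0.05, adjusted p = 3.50e-07). Mki67, high in dividing cells (chromosome 7 from 142881471 to 142908062 in mm9), was at 197 ± 12.7 TPM in set 1 at DIF4 against 0.391 ± 0.0444 in set 2.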

Interestingly, *Mili* expression showed a dynamic trend in neurogenesis. Indeed, its expression increased transiently from proliferating aNPCs (here referred to as days of differentiation (DIF0)) showing a peak at DIF4 upon onset of their spontaneous differentiation, whereas it decreased in differentiated progeny (DIF7‐14) (Fig 1A). Similarly, the Mili protein abundance was higher in undifferentiated aNPCs (DIF0), or early upon onset of vector‐induced neurogenesis (DIF4), compared with neuroblasts and neurons (DIF7 and 14, respectively) (Fig 1B). 

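Piwil2 (Mili) followed a different course over the days in each set, and by the labels a peak at DIF4 was not seen in the wild-type samples of either reading. In the libraries labelled set 1 (wild type by title), it had 0.163 ± 0.0755 TPM at DIF0, 0.0768 ± 0.0820 at DIF4, 0.107 ± 0.0348 at DIF7 and 0.687 ± 0.0970 at DIF14 (n = 3). In the libraries labelled set 3 (wild type by library name), Piwil2 was highest at DIF0, with 0.375 ± 0.132, 0.257 ± 0.0317, 0.150 ± 0.0448 and 0.165 ± 0.0421 TPM (n = 3). The libraries labelled set 2 (scrambled by title, Mili KD by name) had 0.707 ± 0.189, 0.618 ± 0.0544, 0.504 ± 0.281 and 0.331 ± 0.196 TPM (n = 3, at DIF4 n = 2). The groups nearest to the day tables of Dataset EV1, a match made after the values were seen, had their highest Piwil2 at DIF4 (set 2).

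In edgeR, Piwil2 rose in set 1 from DIF4 to DIF14 by 2.95 on the log2 scale (standard error 0.57, adjusted p = 0.00125) and from DIF7 to DIF14 by 2.47 (0.53, adjusted p = 0.00211). From DIF0 to DIF4 the Piwil2 change did not pass in any set: -1.01 (standard error 0.59, adjusted p = 0.738) in set 1, -0.16 (0.42, adjusted p = 0.807) in set 2 and -0.18 (0.32, adjusted p = 0.682) in set 3. From DIF4 to DIF7, Piwil2 had log2 fold changes of 0.48 (adjusted p = 0.849) in set 1, -0.39 (adjusted p = 0.616) in set 2 and -0.87 (standard error 0.34, adjusted p = 0.987) in set 3, none of which passed, and from DIF4 to DIF14 of -0.84 (adjusted p = 0.263) in set 2 and -0.64 (adjusted p = 0.798) in set 3, likewise. With the paper's own procedure, which counts the runs of a sample separately and adjusts p over the groups of a gene but not over genes, Piwil2 fell in set 3 from DIF0 to DIF4 (-0.54, p = 0.0029), from DIF4 to DIF7 (-0.81, p = 0.0024) and from DIF4 to DIF14 (-0.67, p = 0.0076). Piwil4, the other Piwi gene of similar level, was highest at DIF0 in set 1 (0.391 ± 0.131 TPM) and in set 3 (0.469 ± 0.224) and at DIF14 in set 2 (0.590 ± 0.0802). Fig 1B shows more Mili protein at DIF0 and DIF4 than at DIF7 and DIF14.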

Next, we quantified the abundance of Miwi and Mili proteins in the mouse testis, whole hippocampus, and undifferentiated aNPCs (Fig 1C and D). As expected, the Miwi protein was very abundant in the testis but almost undetectable in the whole hippocampus or aNPCs (Fig 1C), whereas the Mili protein abundance in aNPCs was about 40% of the one in the testes (Fig 1D), and about four‐fold higher than in primary hippocampal neurons (Fig 1E).

**Figure 1:**
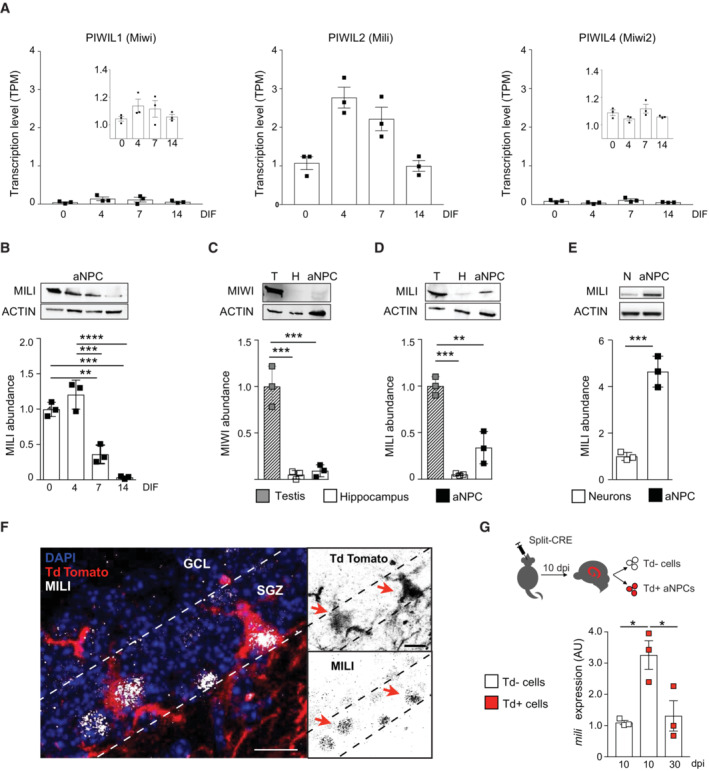
Mili is preferentially expressed in aNPCs and depleted in neurogenesis ALevels of *Piwil1 (Miwi)*, *Piwil2 (Mili)*, and *Piwil4 (Miwi2)* transcripts in RNA seq. data from undifferentiated aNPCs (Days of differentiation—DIF—0) and differentiating neuroblasts (DIF4‐14); insets in left and right panels show the same data with smaller scales in the ordinate axes.BWestern blot (inset) and quantification (bar graph) of Mili protein abundance in DIF0 aNPCs and differentiating neuroblasts upon viral‐induced neurogenesis (DIF4‐14).C, DWestern blot (insets) and quantification (bar graphs) of Miwi and Mili protein abundance in lysates from postnatal mouse testis, hippocampus, and undifferentiated aNPCs cultures.EWestern blot (inset) and quantification (bar graph) of Mili protein abundance in lysates from cultured mouse hippocampal neurons and undifferentiated aNPCs.FRepresentative immunofluorescence micrograph of Mili (white) and Td^+^ NSCs (red) in hippocampal subgranular zone (SGZ); arrows indicate Td^+^ Mili^+^ double‐positive cells.GScheme of the experiment (top) and *Mili* mRNA expression in sorted Td^+^ and Td^−^ cells after *in vivo* transduction with split‐Cre viruses in the hippocampus (bottom). Data information: data are expressed as mean ± SEM, *n* = 3 biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 as assessed by one‐way ANOVA with the Bonferroni test (in B–D, G) and the two‐tailed Student's *t*‐test (in E). In (F): GCL, granular cell layer; H, Hilus. The scale bars represent 10 μm. Source data are available online for this figure.

To validate this finding *in vivo*, we used the split‐Cre viral approach to selectively label NSCs and their progeny in the postnatal hippocampus of Td‐Tomato Cre‐reporter mice (Pons‐Espinal *et al*, 2017). Five days postviral injection (dpi), we found Mili protein in Td‐Tomato positive (Td^+^) NSCs of the subgranular zone (SGZ) of the DG (Fig 1F). To corroborate the immunofluorescence result, and to follow *Mili* expression during neurogenesis *in vivo*, we sorted Td^+^ NSCs and their differentiated progeny at 10 and 30 dpi in the postnatal mouse hippocampus, respectively, and quantified *Mili* by real‐time quantitative PCR (qPCR). The *Mili* transcript was significantly more abundant in Td^+^ NSCs (10 dpi) than in adult‐born Td^+^ neurons (30 dpi) or Td^−^ cells (Fig 1G). These results indicate that Mili expression is dynamic in neurogenesis, being enriched in neural stem/progenitor cells and depleted in their differentiated progeny.

### Identification and validation of piRNAs in aNPCs

Next, we used RNA seq. to investigate the presence of endogenous piRNAs in undifferentiated aNPCs (DIF0), or upon onset of vector‐induced neurogenesis (DIF4‐7). To eliminate the possibility of ribosomal RNA (rRNA) or full‐length transfer RNA (tRNA) contaminations, we performed small RNA size selection during library preparation. Following a previously published analysis pipeline (Ghosheh *et al*, 2016), we identified a total of 725,472 putative piRNAs, and using stringent criteria, we focused the subsequent analyses on the 571,439 small noncoding RNAs that perfectly aligned (i.e., no mismatch) with mouse piRNA previously annotated in the piRNA database (piRBase, Zhang *et al*, 2014). Putative piRNAs in aNPCs had a peak length of 30 nt (Fig 2A) and bore a 5′ uridine (U) bias (Fig 2B), in agreement with previous reports in the brain of adult mice (Ghosheh *et al*, 2016). Moreover, the nucleotide‐pair distance probability between the 5′ termini of putative primary and secondary piRNAs was distributed similarly to that of other animals (Gainetdinov *et al*, 2018), with asymptotic convergence around the “0” mark on the abscissa (Fig 2C). Mature piRNAs typically bear 2′‐*O*‐methylation at their 3′ termini, which confers them stability and enables stronger binding to Piwi proteins (Czech *et al*, 2018; Ozata *et al*, 2019). Thereby, we asked whether the endogenous piRNAs isolated from aNPCs were also methylated by evaluating their resistance to periodate oxidation and alkaline ß‐elimination, as previously reported (Kirino & Mourelatos, 2007). As controls, we used a synthetic piRNA bearing or lacking, a 2′‐O‐methylation in its 3′ end. As expected, the unmethylated synthetic piRNA was degraded after sodium periodate treatment, whereas the methylated one was preserved, as indicated by (qPCR)‐based small RNA assay (TaqMan) (Fig 2D). Small RNAs isolated from aNPCs were subject to periodate treatment in the same experiment. As expected, endogenous unmethylated small noncoding RNAs, such as snoRNA‐202 and ‐135, were degraded; whereas four of the most abundant endogenous piRNA‐cluster consensus sequences (piCS, i.e., extended by qPCR primers bearing specificity for shared sequences among different clusters) identified in aNPCs exhibited resistance to periodate treatment, thus indicating their methylation (Fig 2D). We then addressed the Mili‐dependence of the endogenous piRNAs. To this aim, we used three independent strategies to achieve *Mili* KD in aNPCs (Figs 2E and EV1A and B). Specifically, we transduced short‐hairpin RNAs targeting *Mili* transcripts through a lentiviral vector, and transfected two different synthetic antisense oligonucleotides (GapmeRs) targeting distinct *Mili* regions (Fig 4A). Indeed, KD of *Mili* in aNPCs was sufficient to deplete four of the most abundant endogenous piCS (Figs 2F and EV1C), in agreement with the observation that Mili is the main Piwi protein in these cells (Fig 1). Of note, this manipulation did not affect *Miwi* expression, excluding possible compensatory effects on piRNA biogenesis in aNPCs (Fig EV1D). PiRNAs interact with Piwi proteins to form functional complexes. To examine whether endogenous Mili and piRNAs associate in aNPCs, we immunoprecipitated (IP) the Mili protein from differentiating aNPCs (DIF4, i.e., at the peak of Mili expression; the specificity of the anti‐Mili antibody used for the IP was validated by western blotting of lysates from the testis of Mili null and control adult mice, Fig EV1E). IP with IgG was also included as a control for nonspecific binding (Fig 2G). To determine the size distribution of RNAs co‐precipitated with Mili, we used capillary electrophoresis on microfluidic chips. This analysis indicated that the peak size distribution of Mili‐bound RNAs in aNPCs was 25 nt (Fig 2H), in agreement with the known size of Mili‐bound piRNAs in the mouse testis (Ding *et al*, 2017). Real‐time qPCR confirmed that five of the most abundant endogenous piCS identified in aNPCs were enriched in the Mili‐IP compared with the control IP (Fig 2I). Together these results indicate that Mili and piRNAs are co‐expressed and interact in aNPCs.

**Figure 2:**
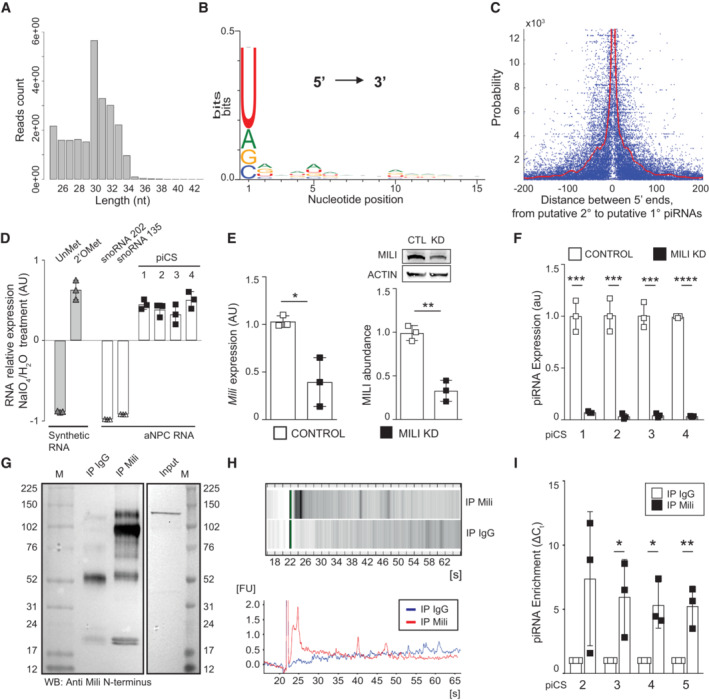
Identification and validation of piRNAs in aNPCs A–C(A) Size distribution of the piRNA reads showing (B) uridine bias at piRNA 5′ ends and (C) probability of distances from the 5′ ends of putative secondary piRNAs to the 5′ ends of putative primary piRNAs. Note in panel C that 5′ termini of putative primary and secondary piRNAs derived from the same cluster tend to concatenate around the “0” mark, as reported in other animals. Distance probability was assayed for unique piRNAs (length between 15–35 nucleotides), without taking into account abundance, by locally weighted smoothing linear regression (LOWESS).DRelative expression of transcripts bearing piRNA‐cluster consensus sequences (piCS) of the top abundant piRNAs, and two control snoRNAs (202 and 135) in aNPC, upon treatment with sodium periodate (NaIO_4_) or water and alkaline ß‐elimination. Synthetic RNA oligos were used as negative (Unmethylated, UnMet) and positive (2′‐O‐methylated, 2′OMet) controls, respectively. Note that the presence of 3′‐end 2′‐O‐methylation in positive control and piRNAs confers them resistance to periodate oxidation and alkaline ß‐elimination, in contrast to the depletion in UnMet negative control and snoRNAs.E
*Mili* mRNA expression (left bar graph); western blot (inset) and quantification (right bar graph) of Mili protein abundance in aNPCs upon viral transduction of scrambled shRNA (Control) or shRNA targeting *Mili* (Mili KD).FExpression of four of the most abundant piCS in control and Mili KD aNPCs.G–I Western blot (G), analysis by capillary electrophoresis (H), or quantification by qPCR (I) of the endogenous piCS after co‐immunoprecipitation (IP) with endogenous Mili (IP Mili), or control IgG (IP IgG) in lysates of DIF4 aNPCs. In the qPCR abundance of the indicated piCS in the IP Mili was normalized to its respective level in the control co‐immunoprecipitation (IgG); error bars in (I) represent standard deviation. Data information: data are expressed as mean ± SEM unless differently indicated, *n* = 2 biological replicates (A–C) and *n* = 3 biological replicates (D–F, I). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as assessed by the two‐tailed Student's *t*‐test. Source data are available online for this figure.

**Figure EV1:**
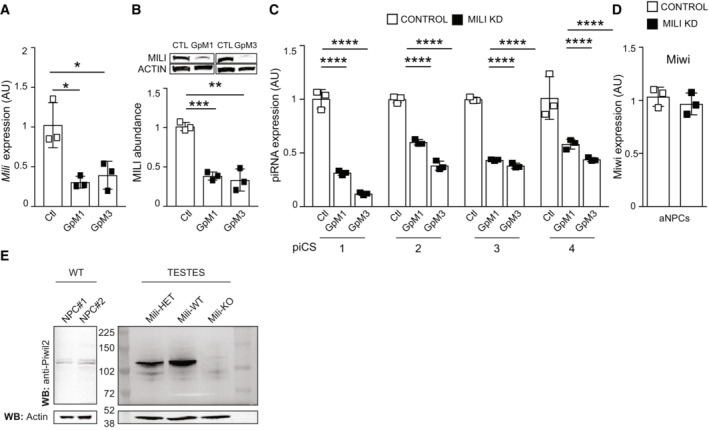
Mili KD depletes piRNAs and does not affect Miwi. Relative to Fig 2 A, B
*Mili* mRNA expression (A); western blot (B, inset) and quantification of Mili protein abundance (B, bar graph) in lysates from aNPCs upon transfection with control GapmeR (Ctl) or two different GapmeRs (GpM1, GpM3) targeting *Mili*.CExpression of transcripts of piRNA‐cluster consensus sequences (piCS) in control and Mili KD (two independent GapmeRs) aNPCs.DRelative expression of *Miwi* transcript in undifferentiated aNPCs transduced with viruses transcribing a Scrambled short hairpin (Control) and short hairpin against *Mili* (Mili KD).EWestern blot of Mili protein in lysates from aNPCs (*n* = 2 biological replicates) and from testes of mice wildtype (WT), heterozygous (HET) or knockout (KO) for the *Mili* gene. Data information: data are expressed as mean ± SEM, *n* = 3 biological replicates (A–C). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as assessed by the two‐tailed Student's *t*‐test (A, B) or One‐way ANOVA, *post‐hoc* Bonferroni (C). Source data are available online for this figure.

### Expression of piRNAs parallels Mili abundance in neurogenesis

Analysis of small RNAs seq in undifferentiated aNPCs (DIF0), or upon onset of vector‐induced neurogenesis (DIF4‐7) showed that piRNAs were dynamically expressed, peaking at the onset of differentiation (DIF4) (Figs 3A and EV2A), in agreement with the Mili expression pattern (Fig 1). To validate this observation, we sorted Td^+^ NSCs from the adult hippocampus and quantified levels of four of the most abundant piCS, confirming their expression *in vivo* (Fig 3B). Genomic mapping of the piRNA reads from aNPCs and their progeny identified 298 clusters perfectly aligning to the mouse genome (Fig 3C and Dataset EV2). These clusters had an average length of 168 bases, with some exceeding 2,000 bases, as previously seen in mouse testis (Aravin *et al*, 2006; Girard *et al*, 2006). The piRNA raw reads/cluster averaged around 4,700 reads, with two clusters, one located in chromosome 13 and one in the 17, giving rise to more than 80,000 piRNA reads (Fig 3C). Analysis of small RNA seq data for directionality suggested a strand bias, where the majority of the piRNAs arise unidirectionally, although some piRNAs were found to be homologous to both strands and at different loci. Of note, one of the clusters in our dataset (hereafter referred to piR‐cluster 1, Dataset EV2) is homologous to the human piR‐61648 that was recently shown to be selectively expressed in somatic tissues but depleted in gonads (Torres *et al*, 2019; Fig EV2B). In agreement, analysis of small RNA datasets from the RIKEN FANTOM5 project (De Rie *et al*, 2017) showed an enriched expression of the piRNAs bearing sequence homology to piR‐cluster 1, as well as of many additional piRNA clusters in human NSCs compared with differentiated brain cells (Fig EV2C and Dataset EV3). Together, these results indicate that Mili‐dependent piRNAs are more abundant in neural stem/progenitor cells than in their differentiated progeny, thus matching the expression of Mili.

**Figure 3:**
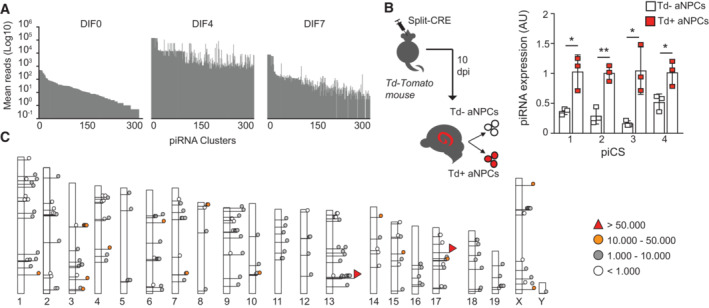
Expression of piRNAs parallels Mili abundance in neurogenesis Mean reads of the piRNA clusters in undifferentiated aNPCs (DIF0) and neuroblasts (DIF4‐7) upon viral‐induced neurogenesis, where the total number of filtered reads in each library ranges between 1.4–4.4 × 10^6^.(left) Schematic representation of the experiment; (right) expression of four of the most abundant piCS in sorted Td^+^ and Td^−^ cells 10 dpi of split‐Cre viruses in hippocampus.Genomic location of the 298 piRNA clusters found in the *Mus musculus* genome (assembly MGSCv37; mm9). Data information: data are expressed as mean ± SEM, *n* = 2 biological replicates (A, C) and *n* = 3 biological replicates (B). *P < 0.05, **P < 0.01, as assessed by the two‐tailed Student's *t*‐test carried out for each piCS between Td^+^ and Td^−^ cells.

**Figure EV2:**
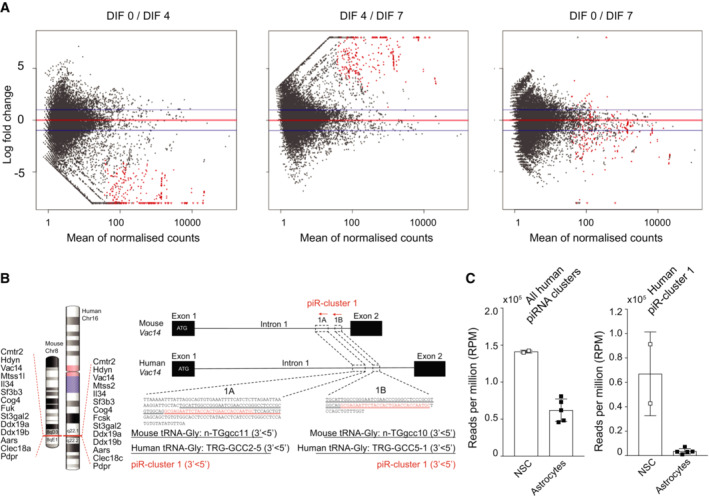
Expression of piRNAs in mouse and human NSC and progeny. Relative to Fig 3 Pairwise comparison of 298 piRNA clusters differentially expressed in undifferentiated aNPCs (DIF0) or neuroblasts upon viral‐induced neurogenesis (DIF4‐7). *n* = 2 biological replicates.Chromosomal location of piR‐cluster 1 in mouse and human; (Right) genomic location and sequences (underlined red text) of piR‐cluster 1 corresponding to tRNAGly genes (underlined black text).Expression of piRNA clusters (left) and piR‐cluster 1 (right) in human NSC and astrocytes. *n* = 2 biological replicates of human NSCs; *n* = 5 biological replicates of human astrocytes. Data information: data in C are expressed as mean ± SEM.

### Depletion of Mili and piRNAs impairs neurogenesis and increases astrogliosis

To infer functions of the piRNA pathway in neurogenesis, we KD *Mili* in aNPCs and investigated the consequences of Mili and piRNA depletion for their proliferation, survival, differentiation, and fate. Mili KD did not alter aNPC stemness or proliferation (Fig EV3A), but it led to a dramatic increase in the expression of the astrocyte marker glial fibrillary acidic protein (GFAP) *in vitro* (Fig EV3B). Next, we KD *Mili in vivo* by injecting two different GapmeRs antisense to the *Mili* transcript (GapmeR1 shown in Fig 4; GapmeR3 shown in Fig EV3C), or a scrambled GapmeR (Control) in the DG of postnatal mouse hippocampus (Figs 4A–G and EV3D and E). Inspection of brain sections 30 days after bilateral injections indicated a marked increase in GFAP^+^ cells that showed enlarged somas in the ipsilateral hippocampus injected with GapmeR antisense to *Mili*, compared with the contralateral side injected with control GapmeR (Figs 4D and EV3D). Quantification of GFAP protein (fluorescence intensity) and transcript in Mili KD hippocampus (Figs 4E and EV3D) confirmed this observation. To ascertain whether GFAP^+^ cells were actively generated upon Mili KD, we labeled dividing cells by administration of bromodeoxyuridine (BrdU) in a third cohort of mice, immediately after GapmeRs injection (Figs 4F and EV3E). Thirty days after, we found that Mili KD led to a significant increase in adult‐born GFAP^+^BrdU^+^ glial cells at the expense of NeuN^+^BrdU^+^ neurons (Figs 4F and EV3E). This result was corroborated by RNA seq dataset analysis from differentiating aNPCs *in vitro*, showing an enrichment in the expression of astrocyte‐related genes and a concomitant deregulation of neuronal fate genes upon Mili KD (Fig EV3F). These results indicate that Mili sustains neurogenesis in the postnatal hippocampus, at the expense of gliogenesis. 

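At DIF7, astrocyte genes shifted upward as a group in the libraries labelled set 3 against those labelled set 2 (Mili KD against scrambled by the titles), while few of them passed alone. Of the astrocyte genes, 2 of 22 were higher (1 adjusted over the list alone) in edgeR, and the group lay above other genes (camera, adjusted p = 0.017, adjusted p = 0.55 with an estimated correlation). In the same comparison mitochondria-encoded genes rose, and immediate-early, cytosolic ribosomal protein and spliceosome genes fell, as groups and at lower adjusted p in camera than the astrocyte genes. Cldn10, a claudin, rose by 5.74 (standard error 0.51, adjusted p = 8.84e-05) on the log2 scale (1.56 ± 0.316 against 0.0933 ± 0.131 TPM, n = 3). Runs of set 3 at DIF7 held reads of 19095 to 19577 genes, against 17293 to 17482 in set 2, a difference whose cause was not tested. Gfap, the intermediate filament of astrocytes (chromosome 11 from 102748650 to 102762226 in mm9), was at 248 ± 34.8 against 199.8 ± 109 TPM, a log2 fold change of 0.53 (standard error 0.33, adjusted p = 0.356), and S100b had 0.92 (standard error 0.42, adjusted p = 0.201), so neither passed. Of the reactive astrocyte genes, 2 were higher and 1 lower of 33 (1 and 1 adjusted over the list alone; camera, adjusted p = 0.27), the higher ones S1pr3 with 2.64 (standard error 0.56, adjusted p = 0.0114) and Serping1, the lower one H2-D1. The call of Serping1 was lost in many alternatives (1.63 with DESeq2) and without any 1 of the samples, and that of H2-D1 with length-scaled TPM counts (-0.33). Of the neuroblast and neuron genes, none of 23 passed in edgeR (4 at unadjusted p under 0.05, DESeq2 1 higher and 1 lower), with a median of -0.06, a mean of 0.13 and a group direction of lower (camera, adjusted p = 0.63). Of the neural stem and progenitor genes, none of 18 passed in edgeR (2 at unadjusted p under 0.05, DESeq2 0 higher and 1 lower; camera, adjusted p = 0.76). Among the fate genes of Fig EV3F, none of 23 passed in edgeR (4 at unadjusted p under 0.05, DESeq2 0 higher and 1 lower). Sample 3 of set 2 held more Gfap (325 TPM) than samples 1 and 2 (141 and 133): without it, Gfap (1.13) and S100b (1.62) passed, as they did with the paper's procedure (0.87 and 1.52) and S100b with all 36 samples in 1 fit (0.94), the adjusted p in camera was 4.6e-04 for astrocyte and 0.01 for reactive astrocyte genes, and 4615 genes changed in place of 2258, while without sample 1 or 2 of set 2 the astrocyte genes no longer passed (0.056 and 0.067). Over the alternatives with the preset correlation, the adjusted p in camera ran from 4.6e-04 to 0.067 for astrocyte and from 0.01 to 0.84 for reactive astrocyte genes.

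By the library names (set 2 against set 1), astrocyte genes rose at DIF7, 18 were higher and 1 lower of 22 (18 and 1 adjusted over the list alone; camera, adjusted p = 1.2e-04, adjusted p = 0.47 with an estimated correlation). Of all 16526 genes, 5430 were higher and 5630 lower in this comparison. Gfap rose by 5.80 (standard error 0.42, adjusted p = 2.74e-06) on the log2 scale and the water channel Aqp4 (chromosome 18 from 15547903 to 15562193 in mm9) by 4.83 (standard error 0.37, adjusted p = 4.11e-06), whereas Acsbg1 changed by -1.09 (adjusted p = 4.11e-04). Among the reactive astrocyte genes, 14 were higher and 4 lower of 33 (14 and 4 adjusted over the list alone; camera, adjusted p = 0.24). Neuroblast and neuron genes went both ways, 11 was higher and 7 lower of 23 (12 and 7 adjusted over the list alone; camera, adjusted p = 0.25): the synaptic gene Nrxn1 rose by 1.59 (adjusted p = 9.81e-06), Rbfox3 (NeuN) was at 10.7 ± 1.45 against 0.0221 ± 0.0193 TPM (adjusted p = 4.42e-07), the neuroblast factor Sox11 fell (-1.74, adjusted p = 1.61e-06) and Calb2 was at 0 ± 0 against 10.2 ± 1.74 TPM (adjusted p = 1.73e-06). For stem and progenitor genes, 11 was higher and 4 lower of 18 (11 and 4 adjusted over the list alone; camera, adjusted p = 0.11, 0.024 without sample 1 of set 1, range 0.024 to 0.18 with the preset correlation), with Msi1 at 1.90 (adjusted p = 1.49e-07) and Nes, encoding nestin, at -1.44 (adjusted p = 1.88e-05). Among the fate genes of Fig EV3F, 8 were higher and 9 lower of 23 (8 and 9 adjusted over the list alone), the lower ones including Itgb1 (-2.15, adjusted p = 1.68e-07) and Eif4e (-1.55, adjusted p = 2.07e-07) and the higher ones Rb1 (0.59, adjusted p = 4.58e-05) and Id2 (1.61, adjusted p = 8.28e-05). The study shows these fate genes from these same samples, so their direction is not independent evidence. In the same comparison of set 2 with set 1, 34 of 35 were lower (34 adjusted over the list alone) among the proliferation genes (camera, adjusted p = 1.3e-17, adjusted p = 0.43 with an estimated correlation). From labelling in vivo, GFAP protein and transcript levels and astrocyte-related expression, the paper infers that Mili sustains neurogenesis at the expense of gliogenesis.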

Increased GFAP expression is generally regarded as a hallmark of astrocytic reactivity (Escartin *et al*, 2021). In agreement, we observed a significant increase in the levels of known reactive glial markers (Liddelow *et al*, 2017; Clarke *et al*, 2018) upon Mili KD in the postnatal hippocampus (Fig 4G). To corroborate this result, we took advantage of Kainic Acid (KA) injection in the postnatal hippocampus of mice expressing GFP under the control of the NSCs/NPCs specific promoter *Nestin* (Fig 4H), a treatment previously shown to induce aNSC conversion into reactive glia (Sierra *et al*, 2015; Bielefeld *et al*, 2017). Indeed, this treatment reduced the levels of *Mili* and one of the most abundant piCS‐bearing sequence homology to piR‐cluster 1 in sorted *Nestin*‐GFP^+^ NSCs (Fig 4H). Altogether, these results demonstrate that Mili functions are essential for proper neurogenesis and prevent reactive gliogenesis in the postnatal mouse hippocampus.

**Figure 4:**
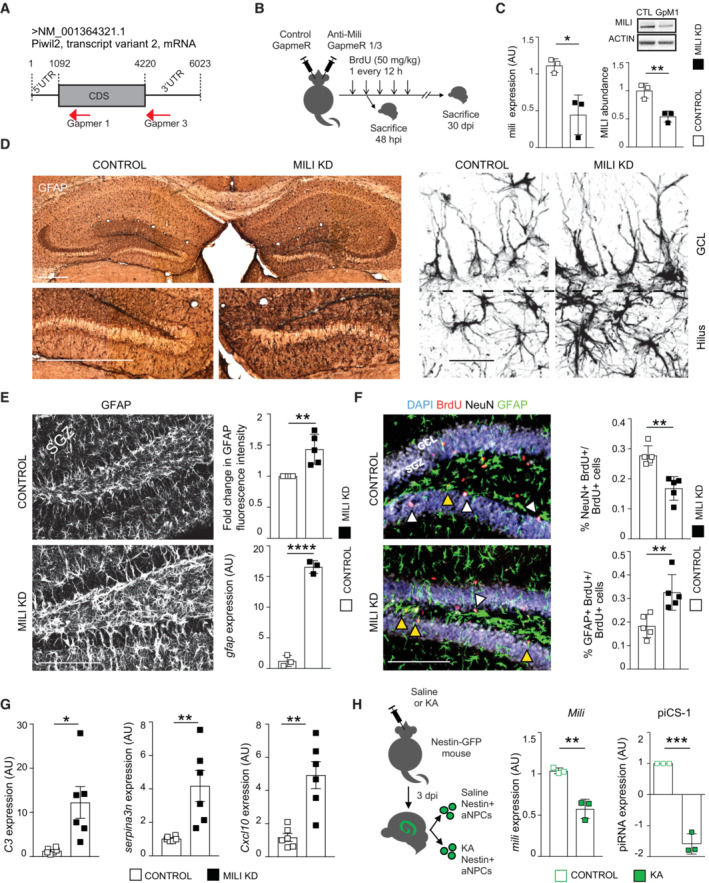
Depletion of Mili and piRNAs impairs neurogenesis and increases astrogliosis Representation of the targeting regions of GapmeR1 and 3 on the *Mili* transcript.Scheme of the *in vivo* experiment.
*Mili* mRNA expression (left bar graph); western blot (inset) and quantification (right bar graph) of Mili protein abundance in lysates from the DG of mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR1 against *Mili* (Mili KD).Representative light microscopy (left) and confocal (right) micrographs of postnatal hippocampal sections, immunostained for GFAP at 30 dpi of scrambled (Control, left hemisphere) and GapmeR1 against *Mili* (Mili KD, right hemisphere).Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP at 30 dpi of scrambled (Control) and GapmeR1 against *Mili* (Mili KD); Right panels: Fold change in GFAP fluorescence intensity level (upper graph) in a hippocampal region of interest (ROI) of 500 μm^2^ in brain slices upon Mili KD compared with Control; *Gfap* mRNA levels (lower graph) in the DG from mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR1 (Mili KD).(left) Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP (green), BrdU (red), NeuN (white), and nuclear DNA (blue) at 30 dpi of scrambled (Control) or GapmeR1 against *Mili* (Mili KD); (right graphs) percentages of NeuN^+^BrdU^+^ (white arrowheads in the images), or GFAP^+^BrdU^+^ (yellow arrowheads in the images) double‐positive cells over total BrdU^+^ cells.Relative mRNAs expression of reactive astrocyte markers in the hippocampus 48 h upon injection of scrambled (control, *n* = 6 mice) or GapmeRs against *Mili* (Mili KD, *n* = 3 mice GapmeR1 and *n* = 3 GapmeR3).(left) Schematic representation of the experiment; *Mili* mRNA (left graph) and piCS1 (right graph) expression in sorted GFP^+^ NSCs from *Nestin*‐GFP mice treated with Saline (Control) or Kainic Acid (KA). Data information: data are expressed as mean ± SEM, *n* = 3 (C, D, E mRNA, H) and 5 (E, F) biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as assessed by the two‐tailed Student's *t*‐test. UTR, untranslated region; CDS, coding sequence; GCL, granular cell layer; SGZ, subgranular zone. The scale bars represent 1 mm (D, left), 10 μm (D, right), and 100 μm (E, F). Source data are available online for this figure.

**Figure EV3:**
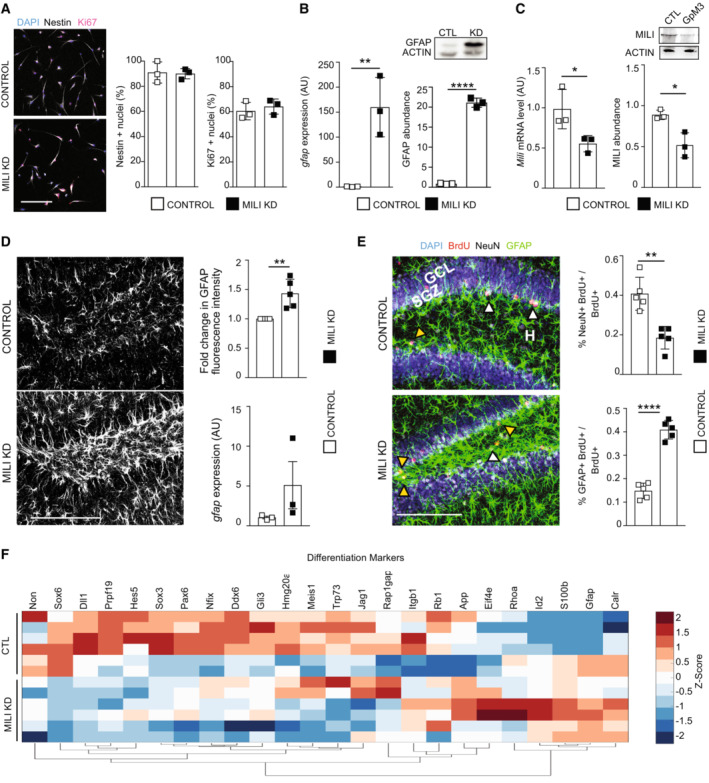
Depletion of Mili and piRNAs does not alter stemness and proliferation and induces the expression of genes involved in astrogliogenesis. Related to Fig 4 (left) Confocal microscopy images of undifferentiated aNPCs transduced *in vitro* with viruses transcribing a Scrambled (Control) and shMILI (Mili KD), immunostained with anti‐Nestin (white), or anti‐Ki67 (purple) antibodies and stained for nuclear DNA with DAPI (blue); (right) Percentage of Nestin or Ki67^+^ cells. over total cells.
*Gfap* mRNA expression (left graph), western blot (inset), and quantification of Gfap protein abundance (right graph) in lysates from control and Mili KD neuroblasts at DIF7.
*Mili* mRNA expression (left graph), western blot (inset), and quantification of Mili protein abundance (right graph) in lysates from mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR3 against *Mili* (Mili KD).Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP; (top right) quantification of GFAP fluorescence intensity level (top) in hippocampal section 30 dpi of GapmeR3 (Mili KD) compared with scrambled (Control). Expression of *Gfap* mRNA (bottom right) in the DG from mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR3 (Mili KD).(left) Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP (green), BrdU (red), NeuN (white), and nuclear DNA (blue) at 30 dpi of scrambled (Control) or GapmeR3 against Mili (Mili KD); (right) percentages of NeuN^+^BrdU^+^ (white arrowheads), or GFAP^+^BrdU^+^ (yellow arrowheads) double‐positive cells over total BrdU^+^ cells.RNA seq. expression data of genes encoding for proteins involved in astrogliogenesis and regulation of neuronal fate in Mili KD neuroblasts at DIF7, compared with Scrambled control. Expression heatmap correlation plots were computed by the k‐means clustering method. Scale bar indicates *Z*‐scores. Data information: data are expressed as mean ± SEM, *n* = 3 (A–C, F) and *n* = 5 (D, E) biological replicates (in F each biological replicate was sequenced with two separate flow cells). *P < 0.05, **P < 0.01, ****P < 0.0001, as assessed by the two‐tailed Student's *t*‐test. GCL, granular cell layer, SGZ, subgranular zone. The scale bars represent 50 μm (A) and 100 μm (D, E). Source data are available online for this figure.

### Depletion of Mili and piRNAs in aNPCs results in senescence‐associated phenotypes

Conversion of hippocampal NSC into reactive glia at the expense of neurogenesis has been related to increased neuroinflammation and cellular senescence (Martín‐Suárez *et al*, 2019; Babcock *et al*, 2021), and it has been observed in normal aging (Clarke *et al*, 2018). The involvement of the piRNA pathway in these mechanisms is unknown. We investigated whether the depletion of Mili and piRNA induces senescence‐associated secretory phenotype (SASP), β‐galactosidase activity (β‐gal) and cell cycle exit, known hallmarks of an aged hippocampal niche (Ahlenius *et al*, 2009; Encinas *et al*, 2011; Jin *et al*, 2021). 

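At DIF4, immune-modulatory and secretory genes went both ways in each reading of the labels. Of the genes shown in Fig 5A, 4 were higher and 9 lower of 26 (4 and 9 adjusted over the list alone) in edgeR in the libraries labelled set 3 against those labelled set 2 (Mili KD against scrambled by the titles), and 9 were higher and 11 lower of 26 (9 and 11 adjusted over the list alone) in set 2 against set 1 (Mili KD against control by the library names). Of all 16382 genes, 6693 changed in set 3 against set 2 and 11809 in set 2 against set 1. The study shows the genes of Fig 5A from these same samples, so their direction is not independent evidence. Higher in set 3 were the chemokine gene Cxcl16, Trim13, Trim24 and Il12rb2, a subunit of the interleukin-12 receptor (chromosome 6 from 67241312 to 67326182 in mm9), which was at 3.59 ± 0.604 against 0.333 ± 0.0324 TPM (n = 3 and 2) with a log2 fold change of 3.69 (standard error 0.24, adjusted p = 3.36e-06). Il1rap, the co-receptor of interleukin-1, fell (-0.76, standard error 0.07, adjusted p = 3.37e-05), as did the laminin chain Lama2 (-0.80, standard error 0.14, adjusted p = 0.00107), which no longer passed with the 150 bp flow cell alone (-0.66). Cxcl16 lost its call in many alternatives (1.15 with DESeq2), and Trim13 (0.70) and Trim24 (0.21) lost theirs with that flow cell alone. Runs of set 3 at DIF4 held reads of 19112 to 19738 genes, except 17004 in the 150 bp run of sample 3. Those of set 2 held reads of 17201 to 17878 genes, a difference whose cause was not tested. In set 2 against set 1, the atypical chemokine receptor Cxcr7 rose (2.95, standard error 0.08, adjusted p = 1.08e-10), as did Lama2 (1.00, standard error 0.14, adjusted p = 6.33e-05), while Lamb1 (-3.94, standard error 0.13, adjusted p = 4.43e-10), Igfbp3 (-2.53, standard error 0.25, adjusted p = 3.68e-06) and Trp53 (-1.26, standard error 0.06, adjusted p = 5.66e-09) fell. In this comparison genes of dividing cells fell as well, such as Plk1 (-6.96, adjusted p = 6.97e-13).

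Among the senescence and secretory phenotype genes of a separate list, 5 were higher and 7 lower of 36 (5 and 4 adjusted over the list alone) in set 3 against set 2, with a median of -0.15, a mean of 0.02 and a group direction of lower (camera, adjusted p = 0.47). Cxcl10, an interferon-induced chemokine, rose by 3.46 (standard error 0.47, adjusted p = 2.61e-04) and Igfbp5 by 1.34 (standard error 0.15, adjusted p = 8.77e-05). Rises in set 3 stand beside its larger number of genes detected, whose cause was not tested. Cdkn1a, encoding the cell cycle inhibitor p21 (chromosome 17 from 29227924 to 29237667 in mm9), was at 183 ± 5.39 against 348 ± 22.6 TPM, a log2 fold change of -0.85 (standard error 0.06, adjusted p = 5.31e-06), and the protease gene Plau fell (-2.02, standard error 0.48, adjusted p = 0.00636). Set 2 against set 1 gave 13 higher and 20 lower of 36 (13 and 20 adjusted over the list alone; camera, adjusted p = 0.37), among them Timp2 (2.09, adjusted p = 2.35e-10) and Fas (2.59, adjusted p = 8.23e-10) upward and Lmnb1, lamin B1 (-4.20, adjusted p = 4.49e-10), and Igfbp2 (-7.35, adjusted p = 1.95e-10) downward. Interferon-stimulated genes in set 3 against set 2 went both ways, 5 were higher and 4 lower of 28 (5 and 4 adjusted over the list alone; camera, adjusted p = 0.5). By the library names they were mostly higher, 19 were higher and 5 lower of 28 (19 and 5 adjusted over the list alone; camera, adjusted p = 0.0034, adjusted p = 0.24 with an estimated correlation), with Parp14 at 2.25 (adjusted p = 2.74e-09) and Gbp3 at -2.17 (adjusted p = 2.76e-09). Few microglia and macrophage genes were measured: 2 were higher and 1 lower of 8 (2 and 1 adjusted over the list alone) in set 3 against set 2 (camera, adjusted p = 0.55) and 2 were higher and 1 lower of 8 (2 and 1 adjusted over the list alone) in set 2 against set 1, with a median of 0.29, a mean of -0.17 and a group direction of higher (camera, adjusted p = 0.67), the microglial receptor P2ry12 at 3.38 (adjusted p = 1.08e-04) and -1.97 (adjusted p = 0.00186), the latter lost with the paper's procedure (-1.62).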

In agreement with the *in vivo* phenotypes, Mili KD in aNPCs cultures induced a significant increase in the expression of several genes encoding immune‐modulatory and SASP proteins in neuroblasts (DIF4), compared with control cells (Fig 5A). Moreover, Mili KD resulted in a higher proportion of cells positive for β‐gal as early as 48 h upon induction of their spontaneous differentiation (Fig 5B). At the same time point, we immunostained aNPCs with anti‐KI67 (a protein that is expressed in all phases of the cell cycle except G0 and early G1; Yu, 1992) and anti‐BrdU antibodies. Quantification of the BrdU^+^ and KI67^−^ cells over total BrdU^+^ indicated a premature cycle exit upon Mili KD (Fig 5C). Similarly, by propidium iodide incorporation and flow cytometry analysis we found a significant increase in the proportion of cells in G0/G1 phase and a concomitant decrease in S phase cells upon Mili KD (Fig 5D; Mili KD G0/G1 = 89.8%, S = 6.03%, G2/M = 4.03%; Control G0/G1 = 84.7%, S = 8.97% G2/M = 6.27%). 

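At DIF4, more p53 target, apoptosis and core clock genes were lower than higher in the libraries labelled set 3 against those labelled set 2 (Mili KD against scrambled by the titles), and genes of dividing cells went both ways. Of all 16382 genes, 3608 were higher and 3085 lower in this comparison. Of the p53 targets, 2 were higher and 15 lower of 26 (2 and 15 adjusted over the list alone) in edgeR (camera, adjusted p = 1.5e-04, adjusted p = 0.19 with an estimated correlation), Sesn1 among the lower ones and Btg2, an antiproliferative gene, with 1.06 (standard error 0.10, adjusted p = 3.22e-05) among the higher. Apoptosis genes followed, 3 were higher and 12 lower of 29 (3 and 12 adjusted over the list alone; camera, adjusted p = 0.01, adjusted p = 0.43 with an estimated correlation), with the BH3-only gene Pmaip1 at -0.72 (standard error 0.08, adjusted p = 6.50e-05). Core clock genes were lower, 2 were higher and 14 lower of 22 (3 and 15 adjusted over the list alone; camera, adjusted p = 4.4e-04, adjusted p = 0.2 with an estimated correlation), Nr1d2 by -0.46 (standard error 0.06, adjusted p = 2.10e-04). In Dataset EV4, 9 were higher and 21 lower of 74 (10 and 22 adjusted over the list alone) of the circadian genes (camera, adjusted p = 0.046, adjusted p = 0.5 with an estimated correlation), with the coactivator Ppargc1a at -0.79 (standard error 0.06, adjusted p = 8.31e-06), and 56 were higher and 107 lower of 372 (57 and 108 adjusted over the list alone) of the genes of reactive oxygen species (ROS; camera, adjusted p = 0.0075, adjusted p = 0.46 with an estimated correlation), with the phosphatase Ptp4a3 at -1.74 (standard error 0.07, adjusted p = 1.77e-07) and Spata13 at 1.51 (adjusted p = 9.47e-06). The Dataset EV4 genes were chosen by the study, so their shift is not independent evidence, and with the 150 bp flow cell alone the adjusted p in camera rose to 0.079 for apoptosis, 0.42 for circadian and 0.27 for ROS genes (ranges over the alternatives with the preset correlation 0.0019 to 0.079, 0.0021 to 0.42 and 8.7e-05 to 0.27). That flow cell holds the run of set 3 sample 3 that lay nearest to a run of set 2 at DIF7. Antioxidant and Nrf2 genes did not shift, 9 were higher and 9 lower of 38 (9 and 9 adjusted over the list alone) with a median of 0.05, a mean of -0.01 and a group direction of higher (camera, adjusted p = 0.95), although Gpx3 changed by -2.99 (standard error 0.20, adjusted p = 3.39e-06) and Slc7a11, the cystine transporter, rose by 1.13 (standard error 0.11, adjusted p = 3.14e-05). Of the proliferation genes, 7 were higher and 10 lower of 35 (7 and 10 adjusted over the list alone), with a median of 0.03, a mean of 0.06 and a group direction of lower (camera, adjusted p = 0.85), and Ccne2, cyclin E2, was at 4.25 (adjusted p = 5.35e-06). Among the genes of Fig 5F, 1 was higher and 3 lower of 6 (1 and 3 adjusted over the list alone): Btg2 rose, and Btg3, Ccnd3 and Cdk1 fell, Cdk1 from 5.50 to 1.29 ± 0.679 TPM (-2.26, standard error 0.25, adjusted p = 7.26e-05), a call lost with the paper's own procedure (-1.77). The calls of Sesn1 (-0.60) and Ccnd3 (-0.22) were lost with all 36 samples in 1 fit, that of Ccnd3 also with the 150 bp flow cell alone (-0.12), and that of Btg3 with either flow cell alone (-0.40 and -1.35).

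By the library names (set 2 against set 1), dividing cells separated the groups: of the proliferation genes, all 35 were lower (camera, adjusted p = 4.0e-16, adjusted p = 0.052 with an estimated correlation), Top2a by -6.97 (adjusted p = 4.38e-13). Mki67, the marker of cycling cells, lay at 97.5 to 222 TPM in the 9 libraries of set 1 at DIF0 to DIF7 and at 0.0806 to 0.56 in the other 27, and Cdk1 at 124 to 428 against 0.44 to 7.14. Of all 16382 genes at DIF4, 5521 were higher and 6288 lower in set 2 against set 1. The p53 targets went both ways, 7 were higher and 16 lower of 26 (8 and 16 adjusted over the list alone; camera, adjusted p = 0.25), with Sesn1 at 2.34 (adjusted p = 1.62e-11) and Psrc1 at -2.12 (adjusted p = 4.51e-09), as did the apoptosis genes, 11 was higher and 15 lower of 29 (12 and 15 adjusted over the list alone; camera, adjusted p = 0.74), with Bmf among the higher and Casp7 at -1.83 (adjusted p = 1.76e-09). Core clock genes rose in set 2, 17 were higher and 1 lower of 22 (17 and 1 adjusted over the list alone; camera, adjusted p = 7.8e-06, adjusted p = 0.19 with an estimated correlation), Dbp by 2.42 (adjusted p = 3.12e-11) and Bhlhe41 by 2.19 (adjusted p = 8.27e-11). In Dataset EV4, 31 was higher and 33 lower of 74 (31 and 33 adjusted over the list alone) of the circadian genes, with a median of -0.08, a mean of 0.12 and a group direction of higher (camera, adjusted p = 0.76), and 176 were higher and 147 lower of 372 (177 and 150 adjusted over the list alone) of the ROS genes (camera, adjusted p = 0.28). Antioxidant and Nrf2 genes gave 17 higher and 16 lower of 38 (18 and 16 adjusted over the list alone), with a median of -0.07, a mean of 0.27 and a group direction of higher (camera, adjusted p = 0.72), Gstm1 at 2.28 (adjusted p = 6.29e-09) and Txn1, thioredoxin, at -2.71 (adjusted p = 1.21e-09). Of the genes of Fig 5F, 4 of 6 were lower (4 adjusted over the list alone), with Cdk1 at -6.44 (adjusted p = 8.44e-12) and Ppp1ca at -1.18 (adjusted p = 1.57e-07), again not independent evidence. The values of Fig 5F itself, read by eye, lay nearest to other groups (TPM averaged over transcripts), a match made after the results were seen. All 6 control values lay within 10% of set 1 at DIF14, and all 6 Mili KD values of set 2 at DIF0. Neither comparison at DIF4 is between these groups.

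**Figure D2:**
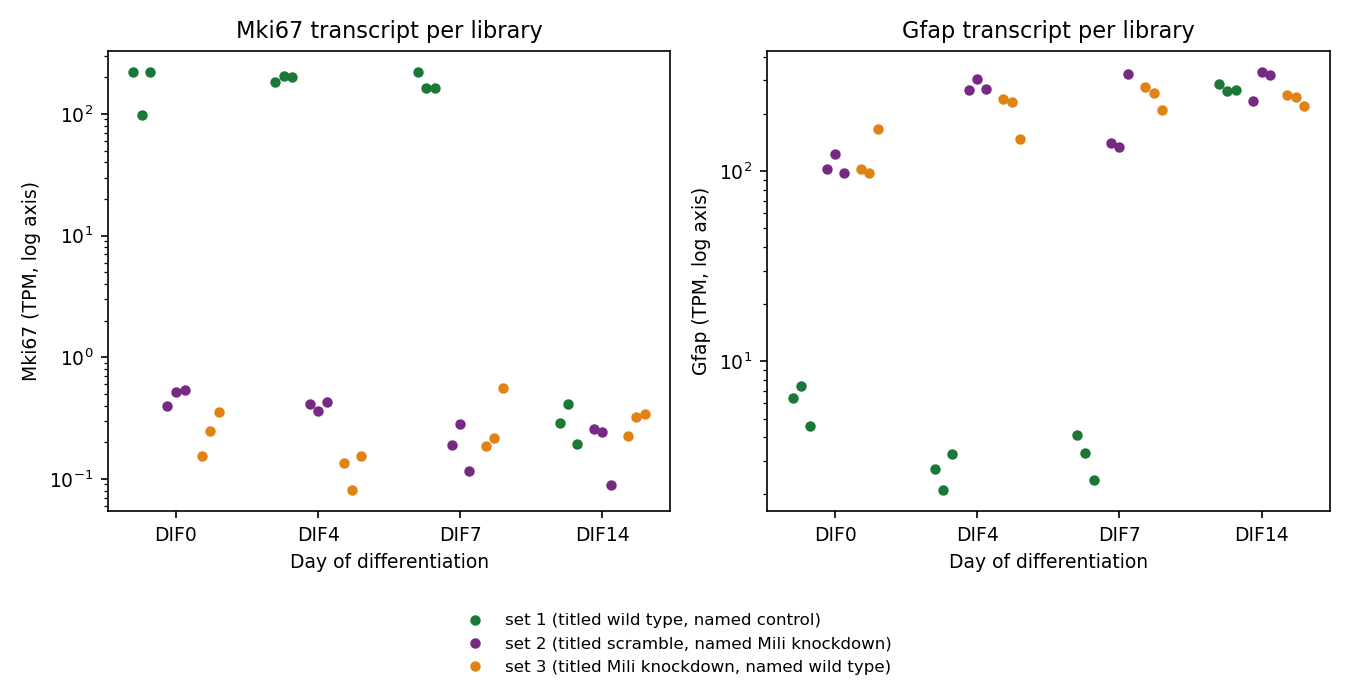
TPM on a log axis of Mki67 (left) and Gfap (right) by day of differentiation, with 1 point per library coloured by set. The 9 libraries of set 1 at DIF0 to DIF7 held the highest Mki67 and the lowest Gfap (2.1 to 7.46 TPM, against 97.4 to 334 in the other 27).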

Mili KD did not lead to apoptosis (Fig EV4A and B), whereas it led to altered expression of genes encoding proteins associated with oxidative stress, circadian mechanism (Fig EV4C and D, and Dataset EV4), and senescence‐induced cell cycle exit (Fig 5E and F) in agreement with previous reports (Schouten *et al*, 2020; Adusumilli *et al*, 2021; Babcock *et al*, 2021). Strengthening this evidence, we found increased β‐gal activity in the ipsilateral hippocampus injected with different GapmeRs antisense to *Mili*, compared with the contralateral side injected with control GapmeR (Figs 5G and EV4E and F). Next, we sorted *Nestin*‐GFP^+^ NSCs from the DG of young (6 weeks) and ~12 months old mice (i.e., when the majority of hippocampal NSCs turn into an aged phenotype; Martín‐Suárez *et al*, 2019) and found that *Mili* transcript was significantly reduced in aged NSCs compared with the young (Fig 5H). These results indicate that Mili functions likely prevent the senescence of aNPCs and their progeny.

**Figure 5:**
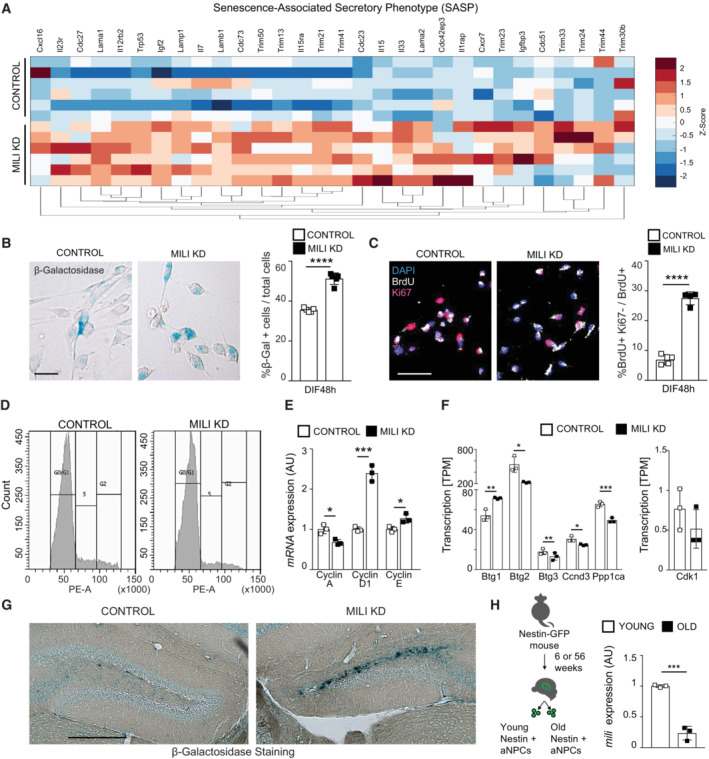
Depletion of Mili and piRNAs in aNPCs results in senescence‐associated phenotypes Heatmap illustrating the expression of genes encoding proteins involved in immune‐modulatory and senescence‐associated phenotype in differentiating neuroblasts (DIF4) upon Mili KD, compared with control cells. Expression heatmap correlation plots were computed by the k‐means clustering method. Scale bar indicates *Z*‐scores.Representative bright‐field microscopy images (left) and quantification (right) of ß‐galactosidase^+^ aNPCs as percent of total cells upon Mili KD, or control 48 h after induction of spontaneous differentiation.Representative fluorescence microscopy images (left) and quantification (right) of control or Mili KD neuroblasts 48 h after spontaneous differentiation, immunostained with anti‐BrdU (white) and Ki67 (purple) antibodies. (Right) Percentage of BrdU^+^ and Ki67^−^ cells over BrdU^+^ cells.Representative cell cycle analysis of propidium iodide staining by flow cytometry in neuroblasts 48 h after spontaneous differentiation; Percentage of cells in G0/G1 and S is reported in the text.Relative mRNA expression of genes encoding proteins involved in the regulation of cell cycle in control and Mili KD neuroblasts 48 h after spontaneous differentiation.Transcript abundance expressed in transcripts per million (TPM) of genes encoding proteins involved in the regulation of cell cycle and differentiation (left) or cell cycle (right) in DIF4 neuroblasts upon Mili KD, compared with control cells.Representative light‐microscopy images of the ß‐galactosidase staining of postnatal hippocampal sections, 30 dpi of scrambled (Control, left hemisphere) and GapmeR1 against *Mili* (Mili KD, right hemisphere). See Fig EV4E for a larger image of this section.(left) Scheme of the *in vivo* experiment; (right) *Mili* mRNA expression in *Nestin*‐GFP^+^ sorted cells from young (6 weeks) and old (56 weeks) mice. Data information: data are expressed as mean ± SEM, *n* = 3 (A, D–F, H) and 5 (B, C) biological replicates (in A each biological replicate was sequenced with two separate flow cells). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as assessed by the two‐tailed Student's *t*‐test. The scale bars represent 50 μm (B, C) and 500 μm (G).

**Figure EV4:**
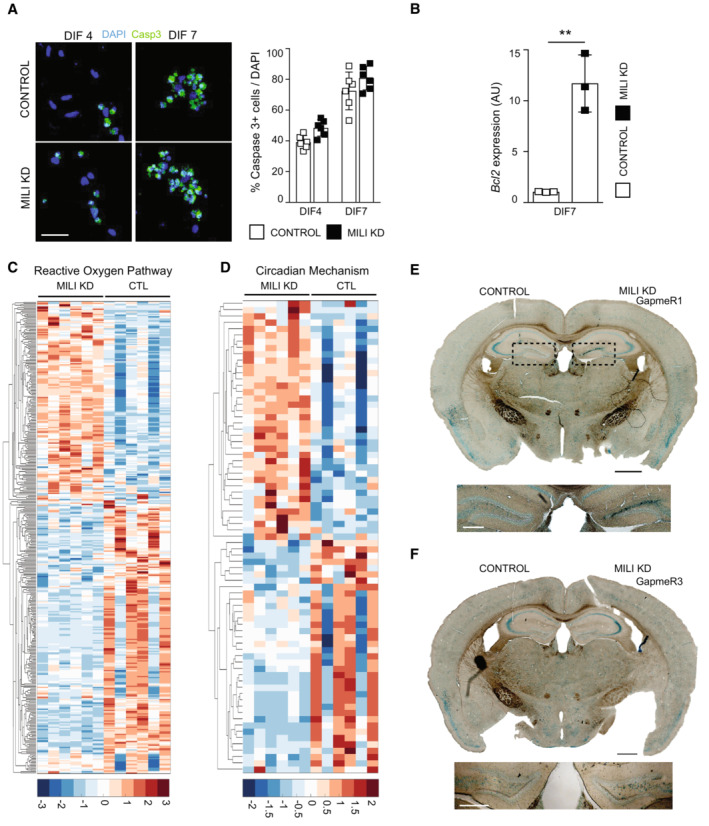
Depletion of Mili and piRNAs does not lead to apoptosis and alters the expression of genes involved in inflammatory responses. Related to Fig 5 ARepresentative fluorescence micrographs of control or Mili KD neuroblasts 4 or 7 days after spontaneous differentiation (DIF4, 7), immunostained with anti‐cleaved caspase‐3 (green) and for nuclear DNA with DAPI (blue). (Right) Percentage of cleaved Caspase‐3^+^ cells over total cells.B
*Bcl2* mRNA expression level in control or Mili KD neuroblasts at DIF7.C, DHeatmap of differentially expressed transcripts in RNA seq from Mili KD neuroblasts, encoding proteins involved in ROS production (C) or circadian regulation (D). Target genes are listed in Dataset EV4. Expression heatmap correlation plots were computed by the k‐means clustering method. Scale bar indicates *Z*‐scores.E, FRepresentative light‐microscopy images of the ß‐galactosidase staining in postnatal hippocampal sections, 30 dpi of scrambled (Control, left hemisphere) and GapmeR1 (E) or GapmeR3 (F) against *Mili* (Mili KD, right hemispheres). Dashed box in E indicates the areas shown in Fig 5. Bottom panels in (E, F) are higher magnification of the hippocampi shown in top panels. Data information: data are expressed as mean ± SEM, *n* = 6 (A) and *n* = 3 (B–D) biological replicates (in C and D each biological replicate was sequenced with two separate flow cells). **P < 0.01, as assessed by the two‐tailed Student's *t*‐test. The scale bars represent 50 μm (A), 1 mm (E, F top) and 500 μm (E, F bottom).

### Identification of piRNA targets in neurogenesis

Next, we sought to identify targets of piRNAs in aNPCs lineages. In contrast to germline piRNAs, which primarily target TEs, somatic piRNAs have also homology with, or pair by sequence complementarity, to a variety of noncoding RNAs including tRNAs and others from repetitive elements (Keam *et al*, 2014; Rojas‐Rıós & Simonelig, 2018). Thereby, we first performed *in silico* prediction of noncoding RNAs targeted by the piRNAs identified in our model. Accordingly, TEs were just a minor percentage of the predicted noncoding RNA targets in both undifferentiated aNPCs and progeny (Fig 6A and B), despite their proportion being increased upon induction of neurogenesis (Fig 6B). The latter finding is in agreement with the activation of TEs (e.g., LINE1) observed during neuronal differentiation (Muotri *et al*, 2005; Coufal *et al*, 2009; Upton *et al*, 2015). Interestingly, transcripts from repeats such as 5S rRNA and tRNAs were the main predicted targets in both undifferentiated (47% and 40%, respectively) and progeny (35% and 16%, respectively, Fig 6A and B). To ascertain whether these noncoding RNAs are modulated upon Mili and piRNA depletion, we quantified their levels in Mili KD aNPCs and progeny (Fig 6C). Indeed, Mili depletion significantly elevated levels of 5S rRNA and SINEB1 family of TEs in both undifferentiated aNPCs and progeny, compared with scrambled control (Fig 6C), whereas LINE1, here quantified with a qPCR assay detecting the full‐length transcript, was initially refractory to Mili depletion and its level only increased late in differentiation (Fig 6C).

**Figure 6:**
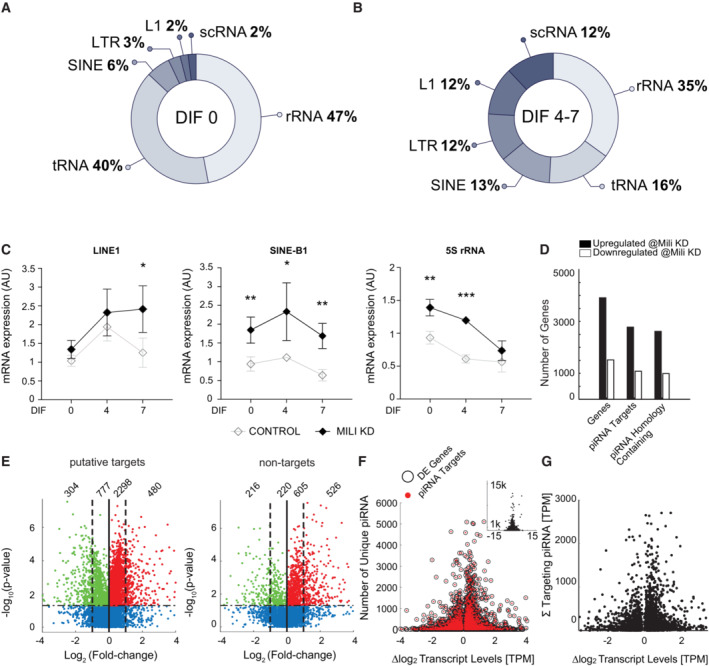
piRNAs target repetitive elements and mRNAs in neurogenesis A, BPie plots showing proportions of noncoding RNAs predicted targets of piRNAs in undifferentiated aNPCs (DIF0) and differentiating neuroblasts (DIF4‐7).CTranscript levels of *LINE1* 5′UTR, *SINEB1*, and *5S rRNA* in the Mili KD or control aNPCs (DIF0) and differentiating neuroblasts (DIF4‐7).DTotal counts of upregulated (black bars) and downregulated protein‐coding genes (white bars) in Mili KD versus scrambled control neuroblasts at DIF4.EVolcano plots showing the log2 fold change of significantly altered mRNA transcripts (numbers of each category indicated) that are target or nontarget of the piRNAs.FThe log2 fold change of significantly altered mRNA transcripts (abscissa) plotted with the raw number of unique piRNA sequences qualified as targeting molecules (ordinate) for all modulated genes (black circles), and piRNA‐targeted genes (red dots), identified by RNA seq. The modulated genes without piRNA target sequences concatenate at the bottom at the “*y* = 0” value; total range, inset.GThe log2 fold change of significantly altered piRNA‐targeted mRNA transcripts (abscissa) plotted with the summed levels of all mRNA‐targeted (complementary) piRNA molecules (ordinate), identified by RNA seq. Data information: data are expressed as mean ± SEM, *n* = 3 (C) biological replicates. Data are expressed in transcripts per million (TPM) as the mean levels of six sequencing runs (three biological replicates sequenced with two separate flow cells) profiles at DIF4 (D–G). Outliers (mean calculation) were detected by more than three mean absolute deviations, for a final “*n*” value between 4 and 6 samples. *P < 0.05, **P < 0.01, ***P < 0.001, as assessed by the two‐tailed Student's *t*‐test. (G) The two‐sample Kolmogorov–Smirnov test on the change in expression between piRNA target and nontarget genes, *P*‐value = 3.21e‐260.

To identify which protein‐coding transcripts are modulated upon Mili depletion in aNPCs lineages, we analyzed RNA seq data from Mili KD or scrambled control cells during their spontaneous differentiation, at the peak of Mili and piRNA expression (i.e., DIF4). 

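At DIF4, neuronal and cholesterol synthesis genes rose in the libraries labelled set 3 against those labelled set 2 (Mili KD against scrambled by the titles). Of the neuroblast and neuron genes, 13 of 22 were higher (14 adjusted over the list alone) in edgeR (camera, adjusted p = 1.4e-04, adjusted p = 0.19 with an estimated correlation): Dcx, doublecortin (chromosome X from 140290385 to 140367854 in mm9), was at 4.07 ± 0.784 against 0.467 ± 0.135 TPM (n = 3 and 2), a log2 fold change of 3.28 (standard error 0.16, adjusted p = 7.98e-07), and Tubb3 rose by 1.22 (standard error 0.09, adjusted p = 8.89e-06). Of the cholesterol synthesis genes, 17 of 23 were higher (17 adjusted over the list alone; camera, adjusted p = 3.1e-05, adjusted p = 0.53 with an estimated correlation), the receptor gene Ldlr (chromosome 9 from 21528038 to 21554360 in mm9) by 2.11 (standard error 0.22, adjusted p = 5.22e-05). Among stem and progenitor genes, 8 were higher and 2 lower of 18 (9 and 2 adjusted over the list alone; camera, adjusted p = 0.084, 0.0073 with the 150 bp flow cell alone, range 0.0073 to 0.19 over the alternatives with the preset correlation), with Nes at 1.21 (standard error 0.09, adjusted p = 7.92e-06) and the Notch target Hes1 at 1.67 (standard error 0.19, adjusted p = 7.00e-05). Astrocyte genes went both ways, 7 were higher and 6 lower of 22 (7 and 6 adjusted over the list alone), with a median of 0.05, a mean of 0.15 and a group direction of lower (camera, adjusted p = 0.91), as did reactive astrocyte genes, 8 were higher and 6 lower of 34 (8 and 6 adjusted over the list alone), with a median of -0.09, a mean of 0.37 and the direction lower (camera, adjusted p = 0.94), although Lcn2, lipocalin 2 (chromosome 2 from 32240153 to 32243317 in mm9), rose by 5.52 (standard error 0.33, adjusted p = 8.69e-06). Among protein-coding genes at a CPM of at least 5 and with groups apart, the largest rises were those of Col10a1 (3.76 ± 0.836 against 0 ± 0 TPM, adjusted p = 7.92e-06), Gpr171, Uchl4, Evi2a and Dnase1. The largest falls among them were those of Gpx3, Adamts13, Ankrd34c (-2.03, adjusted p = 2.95e-06), Slc25a34 and Galntl2. Adamts13 lost its call with the 150 bp flow cell alone (-1.37) and with robust dispersion (-2.35), and Slc25a34 with all 36 samples in 1 fit (-1.95). Runs of set 3 at DIF4 held reads of 19112 to 19738 genes, except 17004 in the 150 bp run of sample 3. Runs of set 2 at DIF4 held reads of 17201 to 17878 genes. Rises from near 0 TPM stand beside this difference in genes detected, whose cause was not tested. Sample 3 of set 3 stood apart at DIF4, at 10.3 and 9.59 times counting noise from samples 1 and 2 (2.13 between these), and its 150 bp run lay 6.10 from its 100 bp run and nearest to a run of set 2 at DIF7; without it the adjusted p in camera was 0.0016 for neuroblast and neuron and 2.0e-06 for cholesterol genes. In all, 6693 of 16382 genes changed in edgeR, 3608 higher and 3085 lower (53.9% higher). With the 150 bp flow cell alone 1487 changed (807 higher, 680 lower), and with all 36 samples in 1 fit 4012 (2955 higher, 1057 lower). Upper-quartile scaling gave 3916 higher and 2575 lower, and limma on TPM, which moved the median log2 fold change by -0.118, gave 2987 higher and 3298 lower.

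By the library names (set 2 against set 1), cholesterol genes moved the other way at DIF4 and astrocyte genes rose. Of the cholesterol genes, all 23 were lower (camera, adjusted p = 9.8e-09, adjusted p = 0.47 with an estimated correlation), with Hmgcr (chromosome 13 from 97418922 to 97440891 in mm9) at -3.01 (standard error 0.07, adjusted p = 4.42e-11) and Sqle at -1.89 (adjusted p = 3.88e-11). Of the astrocyte genes, 20 of 22 were higher (20 adjusted over the list alone; camera, adjusted p = 1.3e-08, adjusted p = 0.43 with an estimated correlation), Apoe by 5.36 (standard error 0.10, adjusted p = 8.45e-12) and the glutamate transporter Slc1a2 by 3.44 (adjusted p = 4.15e-12), and of the reactive astrocyte genes 25 higher and 4 lower of 34 (25 and 4 adjusted over the list alone; camera, adjusted p = 0.0016, adjusted p = 0.5 with an estimated correlation). Neuroblast and neuron genes went both ways, 8 were higher and 10 lower of 22 (8 and 10 adjusted over the list alone; camera, adjusted p = 0.85), as did stem and progenitor genes, 11 was higher and 5 lower of 18 (11 and 5 adjusted over the list alone; camera, adjusted p = 0.22), with Hes1 at -4.09 (adjusted p = 3.60e-09). Among protein-coding genes at a CPM of at least 5 and with groups apart, the largest rises were those of Ucma (89.1 ± 15.6 against 0.0926 ± 0.160 TPM, adjusted p = 1.32e-10), Tuba4a, C3 (lost with the paper's procedure, 7.84), Fxyd1 and Atoh8. The largest falls among them were those of Iqgap3, Pif1, Hist1h2af, Fam64a and Aurkb (0.148 ± 0.141 against 127 ± 7.57 TPM, adjusted p = 6.11e-12). Of the fixed list of proliferation genes, all 35 were lower. Here 11809 genes changed, 5521 higher and 6288 lower (46.8% higher). The direction depended on the scaling, since the share higher was 58.9% with upper-quartile scaling and 66.2% with limma on TPM, which moved the median by 0.231 and 0.346.

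**Figure D3:**
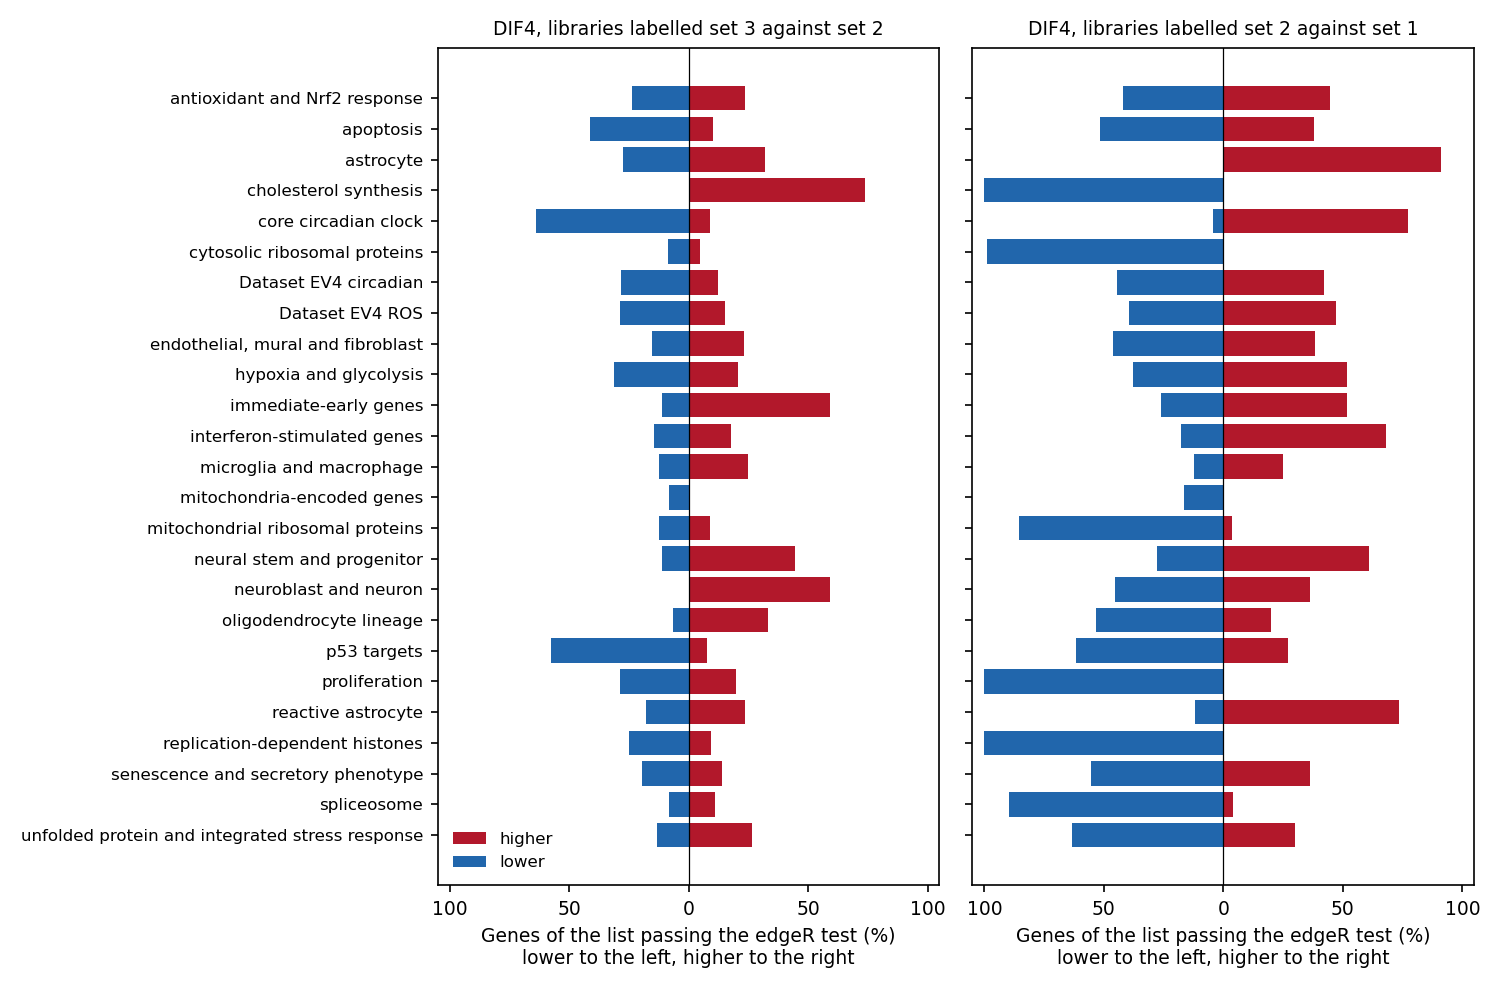
Share of the genes of each list (horizontal axis, %) that passed in edgeR at DIF4, higher to the right in red and lower to the left in blue, for set 3 against set 2 (left) and set 2 against set 1 (right). Cholesterol synthesis genes rose on the left (17 of 23) and fell on the right.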

Most of the transcripts modulated upon Mili depletion were upregulated (Fig 6D), and most of them bore sequences antisense to piRNAs and/or harbored homologous sequences to piRNAs (Fig 6D and E). More specifically, we observed that transcripts from individual genes are targeted by multiple unique piRNAs, with a maximum of 11,904 piRNAs targeting a single modulated gene (Fig 6F), and a maximum of 9,870 piRNA transcripts per million (TPM) targeting a single mRNA (Fig 6G).

To address possible functions of the piRNA targets in aNPCs we searched the Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. GO analysis of the upregulated protein‐coding targets upon Mili depletion indicated a prevalence of genes involved in the regulation of chromatin, transcription, mRNA processing, translation, and DNA repair (Fig 7A), which are well‐known functions regulated by the piRNA pathway in both germline and somatic tissues (Czech *et al*, 2018; Rojas‐Rıós & Simonelig, 2018; Ozata *et al*, 2019). Among the downregulated protein‐coding targets, we found genes involved in the regulation of apoptosis, cell proliferation, oxidative pathway, and differentiation (Fig 7B), in agreement with the main phenotypes that we observed upon Mili depletion in neurogenesis. “Ribosome” and “Spliceosome” were the top terms among upregulated genes in the KEGG pathway analysis; whereas, cancer‐related terms were common among the downregulated pathways (Fig 7C), in agreement with the known oncogenic role of Piwil2 in various human tumors (Lee *et al*, 2006). 

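Ribosomal protein and spliceosome genes did not rise as groups at DIF4 in either reading of the labels when the runs of both flow cells were summed. The KEGG terms of the paper come from an enrichment among genes called at its own threshold, which was not repeated. Here camera tested the shift of all list members measured. The values of Fig 5F at DIF4 lay nearest to set 1 at DIF14 (control) and set 2 at DIF0 (Mili KD). Neither comparison here is between these groups, so neither need hold the cells behind the KEGG terms. In the libraries labelled set 3 against those labelled set 2 (Mili KD against scrambled by the titles), 4 were higher and 7 lower of 81 (1 and 3 adjusted over the list alone) among the cytosolic ribosomal protein genes in edgeR, with a median of -0.03, a mean of 0.01 and a group direction of lower (camera, adjusted p = 0.41). Rpl5 (chromosome 5 from 108329521 to 108338024 in mm9), whose product carries 5S rRNA, changed by -0.87 (standard error 0.08, adjusted p = 2.69e-05). Of the mitochondrial ribosomal protein genes, 5 were higher and 7 lower of 56 (2 and 1 adjusted over the list alone), with a median and a mean of 0.01 and a group direction of lower (camera, adjusted p = 0.82). Of the spliceosome genes, 11 was higher and 8 lower of 99 (7 and 4 adjusted over the list alone; camera, adjusted p = 0.89), among the higher ones the mRNA export gene Thoc1 (0.57, standard error 0.07, adjusted p = 9.43e-05) and Rbmx (0.42, standard error 0.06, adjusted p = 2.21e-04). With the 150 bp flow cell alone, ribosomal protein genes (adjusted p = 0.039) and spliceosome genes (0.0021) were higher as groups in set 3 and Rpl5 did not pass (-0.59), whereas without sample 2 of set 2 the ribosomal protein genes were lower (0.016). Among the 150 bp runs, that of set 3 sample 3 lay nearest to a run of set 2 at DIF7. Over the alternatives with the preset correlation, the adjusted p in camera ran from 0.016 to 0.78 for ribosomal protein and from 0.0021 to 0.92 for spliceosome genes.

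In set 2 against set 1 (Mili KD against control by the library names), these genes fell. Of the cytosolic ribosomal protein genes, 80 of 81 were lower (80 adjusted over the list alone; camera, adjusted p = 1.7e-16, adjusted p = 0.5 with an estimated correlation), Rplp0 by -1.52 (standard error 0.05, adjusted p = 9.09e-10) and Rpl39 by -1.74 (adjusted p = 6.56e-10). Of the mitochondrial ones, 2 were higher and 48 lower of 56 (3 and 48 adjusted over the list alone; camera, adjusted p = 3.9e-06, adjusted p = 0.5 with an estimated correlation), with Mrpl18 at -1.69 (adjusted p = 4.45e-09). Of the spliceosome genes, 4 were higher and 89 lower of 99 (4 and 89 adjusted over the list alone; camera, adjusted p = 4.3e-12, adjusted p = 0.47 with an estimated correlation), Sf3b3 at -1.48 (standard error 0.05, adjusted p = 2.55e-10) and Lsm2 at -2.23 (adjusted p = 8.23e-10) among the lower and Slu7 at 0.49 (adjusted p = 2.74e-04) and Srsf5 at 0.45 (adjusted p = 6.67e-04) among the higher. Top2a, high in dividing cells, lay at 6.04 ± 0.660 against 417 ± 12.5 TPM in set 2 against set 1.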

As 5S rRNA and SINEB1, both involved in the control of ribosome biogenesis and translation, are among the piRNA targets in aNPCs and because the dysregulation of ribosome biogenesis has been associated with cellular senescence (Liu & Sabatini, 2020), we investigated ribosome density and translation in Mili KD aNPCs and progeny. Accordingly, Mili depletion increased the density of polyribosomes in both undifferentiated and differentiating aNPCs compared with control cells (Fig EV5A and B), as revealed by immunostaining for the ribosomal protein RPL26 imaged with stimulated emission depletion (STED) nanoscopy (Viero *et al*, 2015). Furthermore, the protein synthesis rate, measured by OPP (O‐propargyl‐puromycin) labeling of nascent proteins, was significantly increased upon Mili depletion in differentiating neuroblasts (DIF7), but not in undifferentiated aNPCs (DIF0) (Fig EV5C), in agreement with the notion that the density of ribosomes over a transcript does not necessarily correlate with its translation (Mills & Green, 2017).

**Figure 7:**
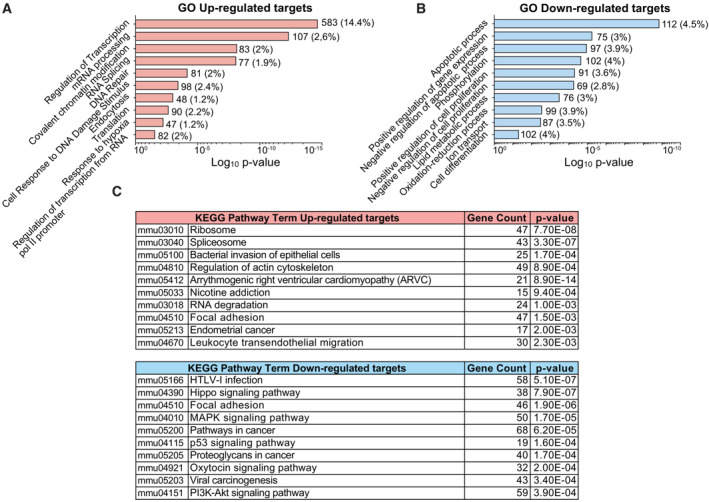
Analysis of genes and pathways modulated upon Mili and piRNA depletion A, BBar graph showing the top biological pathways of significantly upregulated (A) and downregulated (B) protein‐coding genes in Mili KD neuroblasts at DIF4; Numbers in each category indicate gene counts and percentages are normalized on the total number of genes for each category.CMost significant terms generated from KEGG pathway analysis of the modulated targets.

**Figure EV5:**
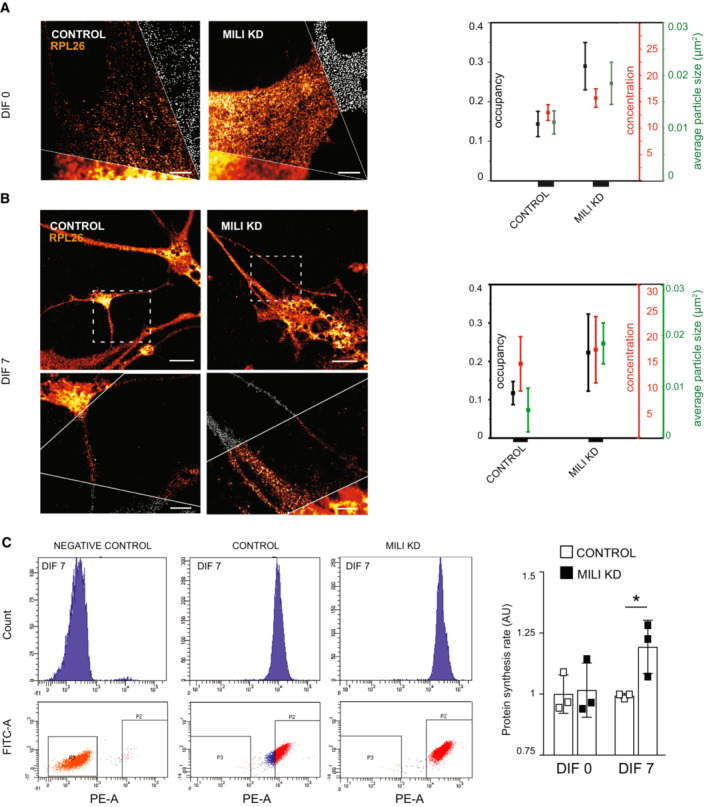
Depletion of Mili and piRNAs enhances polysome assembly and results in higher protein synthesis upon differentiation A, BRepresentative micrographs (Middle cut: g‐STED nanoscopy; Bottom: Confocal; Top: analysis) of control and Mili KD undifferentiated aNPCs (DIF0) and neuroblasts (DIF7) immunostained for the ribosomal protein RPL26. (Right) Normalized distributions of the occupancy, concentration and average particle size of each polyribosome particle in the indicated cells.CProtein synthesis rate (right) as determined by OPP incorporation assay with flow cytometry (left) in control and Mili KD undifferentiated aNPCs (DIF0) and neuroblasts (DIF7). Data information: data are expressed as mean ± SEM, *n* = 3 biological replicates. *P < 0.05, as assessed by the two‐tailed Student's *t*‐test. The scale bars represent 2 μm (A) and 10 μm (B).

In sum, these results indicate that the piRNA pathway is present and preferentially expressed in adult hippocampal NSC/NPCs compared with their progeny, where it exerts a wide range of gene‐modulatory functions essential for their fitness and neurogenesis.

## Discussion

This study provides the first evidence of the role of the piRNA pathway in neurogenesis. By investigating the presence of Mili and Mili‐dependent piRNAs in aNPCs and by inferring functions of this pathway in the regulation of adult hippocampal neurogenesis, we provide evidence of an essential role for Mili in maintaining NSC fitness and proper fate. This finding adds a new layer of complexity to the understanding of adult brain plasticity and entails implications for aging and neuronal disorders, where dysregulated expression of the piRNA pathway has been reported, such as neurodegeneration (Jain *et al*, 2019; Wakisaka, 2019) and various psychiatric conditions (Page *et al*, 2021).

At the functional level, the Piwi proteins in gonads and bone marrow maintain stem cell pools by preserving their fitness (De Luca *et al*, 2016; Rojas‐Rıós & Simonelig, 2018). Similarly, our data indicate that Mili is required to maintain the fitness of NSC/NPCs in the adult hippocampus. We find that piRNAs are enriched in aNPCs and their expression is dynamic along neurogenesis, mirroring Mili. Moreover, Mili depletion in aNPCs leads to premature cell cycle exit, increases generation of reactive glia, and alters the expression of several inflammatory, reactive oxygen, and circadian‐related genes, which are known hallmarks of an aged hippocampal niche (Bonaguidi *et al*, 2011; Encinas *et al*, 2011; Clarke *et al*, 2018; Martín‐Suárez *et al*, 2019; Schouten *et al*, 2020); accordingly, we find a reduced expression of Mili in hippocampal NSCs of aged mice. In contrast to the dispensable role of Piwi proteins for hematopoiesis (Nolde *et al*, 2013), however, Mili is required for the proper neurogenesis fate. Thereby, our data support the idea that Mili regulates the fate choice in the hippocampal niche, implicating functions of the piRNA pathway in the maintenance of lifelong neurogenesis, possibly to prevent or delay its drift toward reactive gliogenesis. While some of these conclusions require further longitudinal investigations in *Mili* knockout mice (ideally, bearing Lox‐P sites to selectively restrict the deletion of *Mili* to distinct NSC subpopulations), this study underpins a possible involvement of the piRNA pathway in brain plasticity and aging.

At the mechanistic level, several unresolved questions arise from this study. Perhaps the most crucial one is whether Mili functions in neurogenesis are mediated through piRNAs. Indeed, Piwi proteins regulate targets at both the transcriptional and post‐transcriptional levels. However, these mechanisms are very complex and differ according to the cell type, the Piwi proteins involved, effectors, and their subcellular localization and do not necessarily require cleavage‐competent Piwi or piRNAs (Czech *et al*, 2018; Ozata *et al*, 2019). Our data indicate the presence of key players of the piRNA pathway, such as Mili, several cofactors, as well as piRNAs (fulfilling most of the criteria characterizing them, such as length, U‐Bias, 2′‐O‐Methylation at their 3′ ends, inter‐distance, Mili‐dependence and ‐interaction) in aNPCs. We also uncover that this pathway targets, either directly or indirectly, more than 6,000 genes in neurogenesis including repetitive elements, and several genes are known to be regulated by piRNAs in other tissues and cell types; however, given this level of complexity, the mechanisms mediating gene‐regulatory functions of the Mili‐piRNA complexes in our model certainly warrant further investigation. Future exploitation of the “simplified” aNPC model (where Mili is the main Piwi protein, while other cofactors such as the testis‐specific methyl transferase Hen1 are missing), would disentangle the mechanism of piRNA biogenesis and function in neurogenesis, providing the biological understanding of scientific and therapeutic value for brain plasticity and successful aging.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/resource	Reference or source	Identifier or catalog number
Experimental models		
C57BL/6J (*M. musculus*)	Jackson Lab	B6.129P2Gpr37tm1Dgen/J
Td‐Tomato^flox/wt^ (*M. musculus*)	Jackson Lab	Madisen *et al* (2010)
Mili null mice (*M. musculus*)	European mouse mutant archive (EMMA)	Di Giacomo *et al* (2013)
Nestin‐GFP (*M. musculus*)	C. Fitzsimons' Lab	Mignone *et al* (2004)
Antibodies		
Mouse‐anti‐MILI	Santa Cruz 1:100 WB	Cat # sc‐377347
Mouse‐anti‐MILI	Santa Cruz 1:100 WB, 1:25 IP	Cat # sc‐377258
Rabbit‐anti‐MILI	G. Hannon's Lab 1:150 WB, 1:100 IF/IHC	
Rabbit‐anti‐MIWI	G. Hannon's Lab 1:200 WB	
Rabbit‐anti‐ACTIN	Abcam 1:1,000 WB	Cat # ab13970
Rabbit‐anti‐GADPH	Santa Cruz 1:1,000 WB	Cat # sc‐25778
Rabbit‐anti‐GFAP	Dako 1:1,000 WB, IF/IHC	Cat # Z‐0334
Rat‐anti‐BrdU	Abcam 1:200 IF/IHC	Cat # ab6326
Rabbit‐anti‐KI67	Abcam 1:250 IF/IHC	Cat # ab15580
Mouse‐anti‐NeuN	Millipore 1:250 IF/IHC	Cat # MAB377
Rabbit‐anti‐RPL26	Abcam 1:500 IF/IHC	Cat # ab59567
Mouse‐anti‐Nestin	Millipore 1:250 IF/IHC	Cat # MAB353
Rabbit‐anti‐cleaved caspase‐3	Cell Signaling Technology 1:400 IF/IHC	Cat # 9664
IgG	Millipore‐Sigma 1:100 IP	

### Methods and Protocols

#### Experimental mice

C57BL/6 and Td‐Tomato^flox/wt^ knock‐in reporter mice (Jackson Laboratory stock number 007908) (Madisen *et al*, 2010) and *Mili* null mice (Di Giacomo *et al*, 2013) were housed at *Istituto Italiano di Tecnologia* (IIT); Nestin‐GFP mice (Mignone *et al*, 2004) were housed at the Swammerdam Institute for Life Sciences, University of Amsterdam, The Netherlands. All animal procedures were approved by the IIT animal use committee and the Italian Ministry of health, or by the Commission for Animal Welfare at the University of Amsterdam (DEC protocol 4925, AVD1110020184925), respectively, and conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the European Community Council Directives. All mice were group‐housed under a 12‐h light–dark cycle in a temperature and humidity‐controlled environment with *ad libitum* access to food and water.

#### Virus and GapmeR injection

Split‐cre viruses or GapmeRs injection was done as previously published (Pons‐Espinal *et al*, 2019); briefly, 8 weeks‐old mice Td‐Tomato^flox/wt^ or WT C57BL6/J were anesthetized with isoflurane and 1.5 μl of virus mix (Split‐Cre N‐Cre:C‐Cre), or 1.5 μl of 50 μM antisense GapmeR targeting *Mili* or negative control (custom design probes, MILI 339512, Control 339516, Qiagen), were stereotaxically injected in the dentate gyrus. Bilateral injection of Control GapmeR in the left hemisphere and Mili KD GapmeR in the right hemisphere allowed the analysis of the phenotypes within the same brain. To assess the GapmeRs uptake and the efficacy of *Mili* KD, the first group of mice (*n* = 3 for each GapmeR) was sacrificed 48 h after the injection and the DG and tissue processed for RNA or protein extraction. Another set of animals received 2 BrdU intraperitoneal injections per day for 5 days (50 mg/kg) (one every 12 h) starting 24 h after GapmeRs injection. Animals were sacrificed 30 days after GapmeRs injection (*n* = 5 for each oligo) and tissue processed for histological analysis (Pons‐Espinal *et al*, 2019). GapmeR sequences are listed in the Table EV1.

#### Kainic acid (KA) administration and aNPC collection by fluorescence‐activated cell sorting (FACS)

Kainic acid to elicit tonic, nonconvulsive epileptic seizures, was administered as described before (Bielefeld *et al*, 2019). Briefly, 50 nl of 2.22 mM Kainic Acid dissolved in PBS (pH 7.4) was injected bilaterally into the hippocampus at the following coordinates (AP −2.0, ML +/− 1.5, DV −2.0 mm) (between 9 AM and 1 PM). Control animals were administered saline (pH 7.4). Bilateral dentate gyri from three animals per condition were pooled to allow sufficient recovery of NSC/NPCs. A single‐cell suspension was created using a Neural Tissue Dissociation kit (Miltenyi Biotec), according to the manufacturer's protocol. In order to enrich aNPCs from the DG, we used the endogenous GFP expression driven by the Nestin promotor in combination with FACS. Propidium Iodide (5 μg/ml) was added to the single‐cell suspension to assess cell viability. Cells were sorted using a FACSAriatm III system (BD) with a 488 nm excitation laser. Cell duplets were removed based on forward and side scatters, and viable cells were selected based on PI negativity. GFP‐positive (corrected for autofluorescence) cells were sorted (≅ 50,000 cells/pool) and collected in PBS containing 1% FBS. Trizol LS (Thermo Scientific) was added and after resuspension samples were snap‐frozen and stored at −20°C.

For RNA extraction and cDNA preparation, Td‐Tomato^flox/wt^ or Nestin‐GFP mice were used. Six to ten Td‐Tomato^flox/wt^ mice were euthanized 10 or 30 days after the split‐Cre virus injection. DG cells were dissociated with the Neural Tissue Dissociation Kit P (Miltenyi Biotec) and FACS‐sorted as previously published (Pons‐Espinal *et al*, 2019). FACS‐sorted cells were immediately processed for RNA extraction. Cell cycle length was measured by propidium iodide (PI), which binds to DNA by intercalating between the bases, as previously described (Krishan, 1975). Briefly, cells were trypsinized, resuspended in PBS, and fixed with 70% of ethanol for 40 min on ice. Cells were then centrifuged, resuspended in PBS for 15 min, and then incubated for 1 h at 37°C with 60 μg/ml of PI (Sigma). Cells were collected by centrifuge and resuspended in ice‐cold PBS for FACS analysis.

#### Primary aNPC isolation and culture

Hippocampal NPCs were prepared and expanded as described previously and induction of spontaneous differentiation by growth factor removal was done as previously described (Pons‐Espinal *et al*, 2017, 2019); viral‐induced neuronal differentiation of aNPCs was done by transduction of a viral construct expressing Ascl1‐ERT2 as previously described (Braun *et al*, 2013).

#### Histology, immunofluorescence, and imaging

Immunofluorescence staining on brain slices was performed on sections covering the entire dorsal hippocampus as previously described (Pons‐Espinal *et al*, 2019). Forty micrometer‐tick brain sections were generated using a sliding microtome and were stored in a −20°C freezer as floating sections in 48 well plates filled with cryoprotectant solution (glycerol, ethylene glycol, and 0.2 M phosphate buffer, pH 7.4, 1:1:2 by volume).

To detect Ki67 staining, citrate buffer 10 mM pH = 6 treatment for 10 min at 95°C was used. Secondary fluorescent antibodies were diluted 1:1,000 (Goat Alexa 488, 568, and 647 nm, Invitrogen). Confocal stack images of brain slices (40 μm) were obtained with the Confocal A1 Nikon Inverted SFC with 20× objective (Nikon Instruments, Yokohama, Japan). Cell quantification and analysis were performed using NIS‐Elements software (Nikon Instruments) and the Cell‐counter plugin in Fiji. GFAP intensity fluorescence analysis was done on fluorescence microscopy images acquired by the Confocal A1 Nikon Inverted SFC with 20× objective (Nikon Instruments), with the same parameters for all the sections. Quantification of fluorescence intensity was performed using ImageJ measuring the integrated density of a region of interest (ROI) of 500 μm^2^ for each hippocampal slice. Fold change in fluorescence intensity of Mili KD hippocampi compared with control ones has been plotted in the graph. For all the quantification analysis, six sections were analyzed from each animal, and the mean of the measures from consecutive sections was used for that individual. DAB staining was performed as previously reported (Bielefeld *et al*, 2019). Briefly, sections were incubated with peroxidase block (Vectashield) and permeabilized with 0.3% PBS‐Triton X (PBS‐T) and 0.1% PBS‐T. Sections were blocked with 0.1% PBS‐T and 5% Normal Goat Serum (NGS), incubated with primary antibodies, and subsequently with the corresponding biotinylated secondary antibodies (1:1,000 Goat anti‐rabbit, Invitrogen). Signal amplification was performed using the ABC complex (Vectashield), according to the manufacturer's instructions. Sections were incubated with the solution for DAB reaction (Sigma) and counterstained with Hoechst (1:300), mounted, and coverslipped with Vectashield reagent (VECTOR Labs). ß‐galactosidase detection was obtained with the Senescence Cells Histochemical Staining Kit (Sigma‐Aldrich), according to the manufacturer's instructions. Briefly, cells were plated on coverslip in proliferating medium. Forty‐eight hours after the induction of spontaneous differentiation, cells were washed twice with PBS 1× and incubated with Fixation Buffer 1× for 7 min at RT. Next, cells were rinsed with PBS 1× and incubated with fresh senescence‐associated ß‐Gal (SA‐ß‐Gal) stain solution at 37°C (no CO_2_) for 4 h. Reaction was blocked with PBS 1×, and coverslips were mounted on slides using Vectashield reagent (Vector Labs). Images were obtained using the microscope Nikon Eclipse 80i (Nikon Instruments, Yokohama, Japan) and the percentage of cells expressing ß‐galactosidase was quantified over the number of total cells using a Cell‐counter plugin in Fiji software. To detect ß‐galactosidase *in vivo*, brain slices of 40 μm were collected from perfused animals, and the reaction was carried out in free‐floating sections as previously described for cells. Images (DAB and ß‐galactosidase) were obtained using the microscope Olympus BX51 equipped with Neurolucida software (MBF Bioscience), and a full brain slice was reconstructed from acquired fields. Immunofluorescence staining on cell cultures was performed as reported (Pons‐Espinal *et al*, 2019). To detect BrdU incorporation, cells were pretreated with 2 N HCl for 30 min at 37°C. Cells were mounted in a mounting medium and counterstained with fluorescent nuclear dye DAPI (Invitrogen). Images were obtained using the microscope Nikon Eclipse 80i at 20× or 40× magnification and quantification was performed using a Cell‐counter plugin in Fiji. For the quantification analysis, six fields were analyzed from each coverslip, and the mean of the measures was used for that experimental replica.

#### Mili knockdown (KD) *in vitro*

Adult neural progenitor cells were infected at MOI = 5 with a lentivirus encoding for a *Mili*‐targeted short hairpin (shMILI, plKO.1, Sigma) or for a short hairpin scramble lentivirus (Control, SHC202, Sigma) both decorated with an eGFP reporter. GFP‐positive cells were first selected by FACS after three passages and then plated in proliferating or differentiating media, as previously described. We also performed the knockdown using two different synthetic antisense LNA GapmeRs for Mili KD or negative control (as for the *in vivo*: Mili 339512, Control 339516, Qiagen). Cells were transfected with 150 pmol of GapmeRs 50 μM using Lipofectamin stem transfection reagent (STEM00015, Thermo Fisher) according to the manufacturer's protocol and collected 72 h after treatment. GapmeRs uptake and Mili knockdown were assessed by real‐time qPCR and Western Blot.

#### Protein extraction and Western blot

For total protein extraction, adult testes or hippocampus or cell pellets were homogenized in RIPA buffer and the protein concentration was determined using a Bradford Assay kit (Bio‐Rad). For blot analysis, equal amounts of protein (30 μg) were run on homemade 10% polyacrylamide gels and transferred on nitrocellulose membranes (GE Healthcare). Membranes were probed with the primary antibodies, followed by HRP‐conjugated secondary antibody anti‐rabbit or mouse (Invitrogen, A16104, A16072; 1:2,000). LAS 4000 Mini Imaging System (GE Healthcare) was used to digitally acquire chemiluminescence signals, and the band intensities were quantified using Fiji software (Macbiophotonics) (Schindelin *et al*, 2012).

#### Co‐immunoprecipitation of Mili and piRNA

Adult NPCs were suspended in ice‐cold lysis buffer supplemented with protease inhibitor (Roche) and RNAse inhibitor (Promega) and lysed with a 30G syringe needle. Equal concentrations of cell lysate were incubated overnight at 4°C in rotation with either IgG (Millipore‐Sigma), or the anti‐Mili primary antibody (Santa Cruz, sc‐377258) and UV cross‐linked. Dnase I (Sigma) was added, and the suspensions were incubated with Dynabeads Protein G (Thermo Fisher) to immunoprecipitate the antigen–antibody complex for 2 h at room temperature in rotation. The magnetic beads were captured on a magnetic rack and washed five times each with buffers at increasing salt concentrations. Ten percent of the final wash solution was removed for RNA extraction and subject to real‐time qPCR or analysis with the Bioanalyzer RNA chips (Agilent). The remainder of the beads was captured on a magnetic rack, and the protein content was eluted in RIPA buffer supplemented with 150 mM TCEP, incubated on ice for 10 min, and resolved on a 4–12% polyacrylamide gel. Proteins were transferred and processed for Western blotting as above.

#### RNA extraction and real‐time qPCR

Total RNA was extracted from aNPCs (proliferating and differentiating conditions), or DG dissected from adult C57BL/6, Nestin‐GFP, or Td‐Tomato^flox/wt^ mice with QIAzol protocol (Qiagen) according to the manufacturer's instructions. One microgram of total RNA was treated with DNase I (Sigma) and cDNA was synthesized using iScript cDNA Synthesis kit (Bio‐Rad) or with ImProm‐II reverse transcriptase (Promega). Real‐time qPCR was performed in a duplex with Actin as a reference gene, with QuantiFast SYBR Green PCR Kit (Qiagen) or TaqMan Assay (Thermo Fisher) on ABI‐7500 Real‐Time PCR System (Applied Biosystems). Expression levels were determined relative to Actin, using the delta‐delta Ct method. Primers were designed using NCBI/UCSC Genome Browser and Primer3 software tools and then checked in PrimerBLAST for their specificity to amplify the desired genes. For piRNA real‐time qPCR, total RNA enriched in the fraction of small RNAs was extracted using miRNeasy Mini kit (Qiagen) following the manufacturer's instructions from aNPCs, microdissected DG from hippocampi of C57BL6/J or Td‐Tomato^flox/wt^ mice. cDNA was obtained using the TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher) according to the manufacturer's instructions and quantified using the Custom TaqMan Small RNA Assay (Thermo Fisher) on a ABI‐7500 Real‐Time PCR System (Applied Biosystems). Each sample was normalized to U6 snRNA level (Thermo Fisher). Oligonucleotide sequences are listed in the Table EV1.

#### RNA library preparation

For small RNA libraries, the quantity and quality of the total RNA isolated from aNPCs/neuroblasts cultures were measured by Nanodrop spectrophotometer (Thermo Fisher) and Experion RNA chips (Bio‐Rad). RNA with RNA integrity number (RIN) values ≥ 9.5 were selected for the study. One microgram of high‐quality RNA for each sample was used for library preparation according to the Illumina TruSeq small RNA library protocol (Illumina Inc., CA). Briefly, 3′ adapters were ligated to 3′ end of small RNAs using a truncated RNA ligase enzyme followed by 5′ adaptor ligation using an RNA ligase enzyme. Reverse transcription followed by PCR was used to prepare cDNA using primers specific for the 3′ and 5′ adapters. The amplification of those fragments having adapter molecules on both ends was carried out with 13 PCR cycles. The amplified libraries were pooled together and run on a 6% polyacrylamide gel. The 145–160 bp bands (which correspond to inserts of 24–32 nt cDNAs) were extracted and purified using the Wizard® SV Gel and PCR Clean‐Up System (Promega). The quality of the library was assessed by the Experion DNA 1 K chips (Bio‐Rad). Small RNA sequencing using HiSeq2000 (Illumina Inc., CA) was performed by the IIT genomics facility at the Center for Genomic Science (IIT@SEMM, Milan, Italy). For Long RNA Libraries, quantity and quality of the total RNA extracted from WT/Mili KD aNPCs were measured by Qubit 4 Fluorometer (Thermo Fisher) and Bioanalyzer RNA chips (Agilent). RNA with RIN values ≥ 8 were selected for the study. Thirty nanogram of high‐quality RNA for each sample was used for library preparation according to the Illumina Stranded Total RNA Prep, Ligation with Ribo‐Zero Plus Kit (20040529, Illumina Inc., CA) using the IDT for Illumina Indexes Set A (20040553). Briefly, after ribosomal RNA depletion, RNA was fragmented, denatured and cDNA synthesized. The 3′ ends were adenylated and anchors ligated. After amplification and clean‐up, the quality of the libraries was assessed by the Bioanalyzer DNA chips (Agilent). Paired‐End stranded total RNA sequencing on NovaSeq 6000 Sequencing System instrument (Illumina Inc., CA), was performed by the IIT Genomic facility at the Center for Human Technologies, Genoa, Italy. Sequencing was performed bidirectionally, and in duplicate by two flow cell pairs of 100 and 150 base pairs, for a total of six measurements produced from three independent samples for each differentiation time point and genotype.

#### Small RNA sequencing data processing

Was done essentially as previously published (Ghosheh *et al*, 2016). Briefly, Illumina reads were trimmed to remove the 3′ adapter using Cutadapt, with parameters ‐m 25 ‐q 20. Since piRNA size ranges from 26 to 31 bases, all sequences with length ≤ 24 bases were discarded. Reads mapped to known noncoding RNAs (RNAcentral v6.0 snoRNA, UCSC tRNA, miRBase Release 21 miRNA hairpin and mature miRNA annotation, NCBI complete ribosomal DNA unit) were removed from the datasets. The comparison was performed using NCBI BLASTN v2.6.0 with parameters ‐max_hsps = 1, ‐max_target_seqs = 1, ‐perc_identity = 80, mismatches <= 1, qcovhsp >= 90. Reads were aligned on the nonrepeat‐masked UCSC release 9 of the mouse genome (MM9) using *bowtie* (Langmead & Salzberg, 2012) v2.2.6 with the sensitive preset option and allowed a maximum of 100 alignments. All the reads that aligned to the genome were retained and used for subsequent analysis. piRNA clusters were identified collapsing overlapped piRNA sequences (piRBase Release 1; Zhang *et al*, 2014) into one cluster (mergeBed with preset options; Quinlan & Hall, 2010). piRNA clusters and all the reads that aligned to the genome were intersected (intersectBed with option ‐f 1). Intersection files were then parsed using a custom perl script in order to evaluate alignment counts. Differential expression was assessed using DESeq2 (Love *et al*, 2014). piRNA clusters were considered differentially expressed when the adjusted *P*‐value was ≤0.05, and down‐ and up‐regulation was established in the range of ≤ −1 to ≥ 1 log2 fold change, respectively. piRNA sequences were then categorized for the putative mRNA transcript targets (for each gene). In order to obtain a count of piRNA target levels, which target individual gene transcripts, for each differentiation time point (DIF0‐7), piRNA transcripts were expressed in transcripts per million (TPM) and summed for each target category. Spearman correlation was performed between the levels of the piRNA in the Sh‐Scramble (control) genotype and compared with the fold‐change level of the putative target genes, which were found to be significantly altered (up and down) in the Sh‐Mili‐KD genotype. In order to assess the clustering behavior of putative piRNAs, the 5′ termini positions of each cluster‐associated putative primary and putative secondary piRNA sequences were analyzed for distance, represented as probability, within a range of 200 nucleotides in the 5′ direction and 200 nucleotides in the 3′ direction of the putative primary piRNAs, as reported previously (Gainetdinov *et al*, 2018). The positional distance between piRNAs for each cluster was sampled iteratively for each assigned piRNA and normalized by the total number of diverse piRNAs associated with each cluster. The distance probability distribution was assayed by the locally weighted smoothing linear regression method (LOWESS), by using the built‐in MATLAB “fit” function (MathWorks, Natick, MA), with a span value of 0.1.

#### mRNA sequencing data processing

Adapter sequences were trimmed using *Cutadapt*, after which a quality control trim was implemented on a sliding window of 25 nucleotides, for 2 base pairs with a minimum quality score of 26, with the *Bowtie* build for the MATLAB bioinformatics suite (MathWorks, Natick, MA). Transcript quantification was performed with the Salmon suite (Patro *et al*, 2017), on the NCBI mouse genome, release 67, obtained from the ENSEMBL FASTA directory. The identified ENSEMBL gene accessions were grouped for the different transcript reads, and the read counts, expressed in TPM, were summed for the annotated transcripts. Outlier reads for each gene transcript level in TPM were detected by the mean absolute deviations method (MAD), where reads with more than 3 scaled MAD distances from the mean were eliminated from statistical analysis. Then, the mean and SD for each gene were used for statistical analysis among the different genotypes by one‐way ANOVA with multiple comparisons. *P*‐values lower than, or equal to, 0.05 were selected as the threshold of significance, for a minimum count of 4 of 6 samples per gene. Database for Annotation, Visualization and Integrated Discovery (DAVID, https://david.ncifcrf.gov/) (Huang *et al*, 2009), was used to perform Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway analysis using whole *Mus musculus* genome as background. Expression heatmap correlation plots were computed by the k‐means clustering method, with imputation performed by the nearest‐neighbor method by the MATLAB “clustergram” function (MathWorks, Natick, MA, USA), as described previously (Eisen *et al*, 1999).

#### Periodate oxidation/alkaline ß‐elimination

Periodate oxidation and alkaline ß‐elimination were performed as previously described (Balaratnam *et al*, 2018). Briefly, total small RNA fractions were collected from 8 × 10^6^ aNPCs (per replica). Two portions, each containing 25 μg of small RNA were dissolved in 87.5 μl 0.06 M borate buffer (pH 8.6). Then, 12.5 μl of nuclease‐free water (to control group) or 200 mM sodium periodate (to treatment group) were added to the reaction and samples were incubated for 1 h at room temperature. After the incubation, the reaction was stopped by adding 10 μl of glycerol for another 30 min. For the control group (treated with water), 12.5 μl sodium periodate was incubated with glycerol for 60 min prior to adding to the samples to maintain the same ion strength between the control and treatment. RNA was then precipitated by ethanol precipitation method 1 h at −80°C. Precipitated RNA was dissolved in 100 μl of 0.055 M borate buffer (pH 9.5) and incubated for 60 min at 45°C. RNA was precipitated again as before, washed, and used for TaqMan small RNA assay. As an internal control for the assay, a synthetic piRNA sequence (corresponding to one of the most abundant piRNA found in aNPCs bearing homology to piR‐cluster‐1) either modified with the 3′‐end 2′‐O‐methylation (positive control) or bearing a terminal 2′,3′‐hydroxyl group (negative control) were subject to the periodate treatment as above.

#### Protein synthesis assay

To quantify the protein synthesis rate of cells, we used the Global Protein Synthesis Assay Kit (FACS/Microscopy) and Red Fluorescence kit (Abcam), following the manufacturer's instructions. Briefly, cells in proliferating or differentiating media (DIF7) were treated with Cycloheximide as an inhibitor of protein synthesis, for 30 min at 37°C. Media were replaced with fresh aliquots containing Protein Label (400×) diluted to 1× final concentration and the cells were incubated for additional 30 min at 37°C. Negative control cells were not incubated with the protein label. Samples were analyzed by FACS for red fluorescence generated by *de novo* synthesized protein during click reaction. Translation rate is directly proportional to emitted fluorescence. Cells emitting fluorescence lower than 10^3^ were considered negative (P3) and higher than 10^4^ were considered positive (P2).

#### Immunofluorescence, STED nanoscopy, and particle analysis

Confocal and Stimulated Emission Depletion (STED) nanoscopy were performed as previously reported (Vicidomini *et al*, 2018; Diaspro & Bianchini, 2020). aNPCs were plated on glass coverslips 24 h before fixation. Cells were fixed with PFA 4%, permeabilized with PBS‐T 0.1%, blocked for 1 h at room temperature with PBS‐T 0.1% NGS 5%, and incubated according to the dilution suggested by the manufacturer's instructions with 0.01 μg/ml rabbit polyclonal antibody against the N terminus of RPL26 (Abcam) for 1 h at room temperature. Cells were washed extensively and incubated with the secondary antibody goat anti‐rabbit ATTO‐647N (0.8 μg/ml; Sigma) for 45 min. Nuclei were stained while mounting the coverslip with DAPI‐Prolong antifade (Invitrogen). Confocal and STED images were acquired at 23°C with a modified TCS SP5 STED‐CW gated and operated with its own imaging software, LAS X (Leica Microsystems, Mannheim, Germany). The microscope has been customized with a second pulsed STED laser line at 775 nm. The beam originates from a Onefive Katana HP 8 (NKT, Birkerød, Denmark) and passes through a vortex phase plate (RPC photonics, Rochester, NY, USA) before entering the microscope through the IR port. The depletion laser pulses are electronically synchronized with the Leica's supercontinuum pulsed and visible excitation laser. The ATTO‐647N fluorescence was excited at 633 nm, and the fluorescence depletion was performed at 775 nm. The maximal focal power of the STED beam was 200 mW at 80 MHz. Both beams were focused into the 1.4 NA objective lens (HCX PL APO 100× 1.40 NA Oil STED Orange; Leica). Fluorescence was collected by the same lens, filtered with a 775 nm notch filter, and imaged in the spectral range 660–710 nm by the hybrid detector with a time gating of 1 ns. All the images have a 14 nm pixel size and 37‐μs pixel dwell time. The analysis of polysome clusters in aNPC lineages was performed on more than 20 images likewise different cells. Image analysis was performed using the Fiji software.

#### *In silico* piRNA targets prediction

For piRNA targets analysis, we divided the sequencing data into one set of 100 piRNA clusters enriched in proliferating aNPCs (DIF0) and a second set of 198 clusters specifically expressed at DIF4/7 stage. The Differential Expression analysis for piRNAs mapping on repeat elements (REs) in DIF4 and DIF7 compared with DIF0 was done using EdgeR software package (Robinson & Oshlack, 2010). Identification of piRNA targets was divided into: piRNAs mapping on REs only/piRNAs mapping on GENCODE elements/piRNAs mapping on REs within GENCODE elements/unannotated piRNAs/piRNAs clusters. Gene Ontology analysis for piRNAs mapping on GENCODE protein‐coding genes (but NOT mapping on REs) has been done with the R package GOFuncR (https://bioconductor.org/packages/release/bioc/html/GOfuncR.html).

#### Quantification and statistical analysis

Data are presented as mean ± SEM and were analyzed using Prism 6 (GraphPad). Statistical significance was assessed with a two‐tailed unpaired *t*‐test for two experimental groups. For experiments with three or more groups, one‐way ANOVA with the Bonferroni's multiple comparison test was used. Results were considered significant when *P* < 0.05. The number of samples (*n*) in each group is reported in the figure legend. Exact *P*‐values of the experiments are shown in Table 1.

**Table 1:** Exact *P*‐values of the experiments presented in the paper.

Figure	Comparison	*P*‐value	Statistical test
1B	DIF0/DIF7	**P = 0.0022	One‐way ANOVA, *post‐hoc* Bonferroni
	DIF0/DIF14	***P = 0.0001	
	DIF4/DIF7	***P = 0.0003	
	DIF4/DIF14	****P < 0.0001	
1C	Testis/Hippocampus	***P = 0.0004	One‐way ANOVA, *post‐hoc* Bonferroni
	Testis/aNPCs	***P = 0.0005	
1D	Testis/Hippocampus	***P = 0.0002	One‐way ANOVA, *post‐hoc* Bonferroni
	Testis/aNPCs	**P = 0.0013	
1E	Neurons/aNPCs	***P = 0.0008	Two‐tailed Student's *t*‐test
1G	Td^−^/Td^+^ 10 dpi	*P = 0.0224	One‐way ANOVA, *post‐hoc* Bonferroni
	Td^+^ 30/10 dpi	*P = 0.0355	
2E	mRNA Ctl/Mili KD	*P = 0.014	Two‐tailed Student's *t*‐test
	WB Ctl/Mili KD	**P = 0.0015	
2F	piCS1 Ctl/Mili KD	***P = 0.0004	Two‐tailed Student's *t*‐test
	piCS2 Ctl/Mili KD	***P = 0.0005	
	piCS3 Ctl/Mili KD	***P = 0.0002	
	piCS4 Ctl/Mili KD	****P < 0.0001	
2I	piCS2 anti‐Piwil2/IgG	^ns^ *P* = 0.1018	Two‐tailed Student's *t*‐test
	piCS3 anti‐Piwil2/IgG	*P = 0.0423	Two‐tailed Student's *t*‐test
	piCS4 anti‐Piwil2/IgG	*P = 0.0142	Two‐tailed Student's *t*‐test
	piCS5 anti‐Piwil2/IgG	**P = 0.0097	Two‐tailed Student's *t*‐test
3B	piCS1 Td^−^/Td^+^	*P = 0.0164	Two‐tailed Student's *t*‐test
	piCS2 Td^−^/Td^+^	**P = 0.0028	
	piCS3 Td^−^/Td^+^	*P = 0.0184	
	piCS4 Td^−^/Td^+^	*P = 0.0278	
4C	mRNA Ctl/Mili KD	*P = 0.0152	Two‐tailed Student's *t*‐test
	WB Ctl/Mili KD	**P = 0.0083	
4E	GFAP Ctl/Mili KD	**P = 0.0061	Two‐tailed Student's *t*‐test
	mRNA Ctl/Mili KD	****P < 0.0001	
4F	NeuN Ctl/Mili KD	**P = 0.0013	Two‐tailed Student's *t*‐test
	GFAP Ctl/Mili KD	**P = 0.0077	
4G	C3 Ctl/Mili KD	*P = 0.0124	Two‐tailed Student's *t*‐test
	Serpin Ctl/Mili KD	**P = 0.0068	
	Cxcl10 Ctl/Mili KD	**P = 0.0013	
4H	Mili Ctl/KA	**P = 0.0028	Two‐tailed Student's *t*‐test
	piCS1 Ctl/KA	***P = 0.0002	
5B	β‐Gal Ctl/Mili KD	****P < 0.0001	Two‐tailed Student's *t*‐test
5C	BrdU Ki67 Ctl/Mili KD	****P < 0.0001	Two‐tailed Student's *t*‐test
5D	G0‐G1 Ctl/Mili KD	*P = 0.0186	Two‐tailed Student's *t*‐test
	S Ctl/Mili KD	**P = 0.0056	
5E	Cyclin A Ctl/Mili KD	*P = 0.0132	Two‐tailed Student's *t*‐test
	Cyclin D1 Ctl/Mili KD	***P = 0.0003	
	Cyclin E Ctl/Mili KD	*P = 0.0266	
5F	Btg1 Ctl/Mili KD	**P = 0.0068	Two‐tailed Student's *t*‐test
	Btg2 Ctl/Mili KD	*P = 0.0174	
	Btg3 Ctl/Mili KD	**P = 0.0068	
	Ccnd3 Ctl/Mili KD	*P = 0.0279	
	Ppp1ca Ctl/Mili KD	***P = 0.0005	
5H	Mili young/old	***P = 0.0003	Two‐tailed Student's *t*‐test
6C	SINE DIF0 Ctl/Mili KD	**P = 0.0079	One‐way ANOVA, *post‐hoc* Bonferroni
	SINE DIF4 Ctl/Mili KD	*P = 0.0405	
	SINE DIF7 Ctl/Mili KD	**P = 0.0059	
	rRNA DIF0 Ctl/Mili KD	**P = 0.0074	
	rRNA DIF4 Ctl/Mili KD	***P = 0.0002	
6D	LINE1 DIF7 Ctl/Mili KD	*P = 0.00472	Two‐tailed Student's *t*‐test
6G	mRNA Target Mili KD/CtlmRNA Nontarget Mili KD/Ctl	*P* = 3.21E‐260	Two‐sample Kolmgorov‐Smirnov test
EV1A	mRNA Ctl/GpM1	*P = 0.0133	Two‐tailed Student's *t*‐test
	mRNA Ctl/GpM3	*P = 0.038	
EV1B	WB Ctl/GpM1	***P = 0.001	
	WB Ctl/GpM3	*P = 0.014	
EV1C	piCS Ctl/GpM1/GpM3	****P < 0.0001	One‐way ANOVA, *post‐hoc* Bonferroni
EV3B	mRNA Ctl/Mili KD	**P = 0.098	Two‐tailed Student's *t*‐test
	WB Ctl/Mili KD	****P < 0.0001	
EV3C	mRNA Ctl/Mili KD	*P = 0.0477	Two‐tailed Student's *t*‐test
	WB Ctl/Mili KD	*P = 0.017	
EV3D	GFAP Ctl/Mili KD	**P = 0.0039	Two‐tailed Student's *t*‐test
EV3E	NeuN Ctl/Mili KD	**P = 0.012	Two‐tailed Student's *t*‐test
	GFAP Ctl/Mili KD	****P < 0.0001	
EV4B	Bcl2 Ctl/Mili KD	**P = 0.098	Two‐tailed Student's *t*‐test
EV5C	DIF7 Ctl/Mili KD	*P = 0.0338	One‐way ANOVA, *post‐hoc* Bonferroni

## Author contributions

**Caterina Gasperini:** Conceptualization; data curation; formal analysis; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Kiril Tuntevski:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Silvia Beatini:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Roberta Pelizzoli:** Data curation; formal analysis; investigation; methodology. **Amanda Lo Van:** Data curation; formal analysis; visualization. **Damiano Mangoni:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Rosa M Cossu:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Giovanni Pascarella:** Data curation; software; formal analysis; investigation; visualization; methodology; writing – review and editing. **Paolo Bianchini:** Formal analysis; investigation; visualization; methodology; writing – review and editing. **Pascal Bielefeld:** Formal analysis; investigation; methodology; writing – review and editing. **Margherita Scarpato:** Formal analysis; methodology. **Meritxell Pons‐Espinal:** Supervision; methodology; writing – review and editing. **Remo Sanges:** Software; formal analysis; supervision; methodology; writing – review and editing. **Alberto Diaspro:** Supervision; funding acquisition; methodology; writing – review and editing. **Carlos P Fitzsimons:** Formal analysis; supervision; funding acquisition; methodology; writing – review and editing. **Piero Carninci:** Supervision; funding acquisition; methodology; writing – review and editing. **Stefano Gustincich:** Supervision; funding acquisition; methodology; writing – review and editing. **Davide De Pietri Tonelli:** Conceptualization; data curation; formal analysis; supervision; funding acquisition; investigation; visualization; methodology; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Table EV1

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source Data for Expanded View

PDF+

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 4

## Data Availability

Mouse Small RNA sequencing data have been deposited in the European Nucleotide Archive (ENA) under the accession: PRJEB40241 (https://www.ebi.ac.uk/ena/browser/view/PRJEB40241?show=reads) and the long RNA sequencing data in the Gene Expression Omnibus (GEO) database under the accession GSE182848 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182848); human datasets (De Rie *et al*, 2017) are available through RIKEN FANTOM5.

## References

[embr202153801-bib-0001] Adusumilli VS , Walker TL , Overall RW , Klatt GM , Zeidan SA , Zocher S , Kirova DG , Ntitsias K , Fischer TJ , Sykes AM *et al* (2021) ROS dynamics delineate functional states of hippocampal neural stem cells and link to their activity‐dependent exit from quiescence. Cell Stem Cell 28: 300–314 3327587510.1016/j.stem.2020.10.019PMC7875116

[embr202153801-bib-0002] Ahlenius H , Visan V , Kokaia M , Lindvall O , Kokaia Z (2009) Neural stem and progenitor cells retain their potential for proliferation and differentiation into functional neurons despite lower number in aged brain. J Neurosci 29: 4408–4419 1935726810.1523/JNEUROSCI.6003-08.2009PMC6665731

[embr202153801-bib-0003] Altman J (1962) Are new neurons formed in the brains of adult mammals? Science 135: 1127–1128 1386074810.1126/science.135.3509.1127

[embr202153801-bib-0004] Aravin A , Gaidatzis D , Pfeffer S , Lagos‐Quintana M , Landgraf P , Iovino N , Morris P , Brownstein MJ , Kuramochi‐Miyagawa S , Nakano T *et al* (2006) A novel class of small RNAs bind to MILI protein in mouse testes. Nature 442: 203–207 1675177710.1038/nature04916

[embr202153801-bib-0005] Babcock KR , Page JS , Fallon JR , Webb AE (2021) Adult hippocampal neurogenesis in aging and Alzheimer's disease. Stem Cell Reports 16: 1–13 3363611410.1016/j.stemcr.2021.01.019PMC8072031

[embr202153801-bib-0006] Balaratnam S , West N , Basu S (2018) A piRNA utilizes HILI and HIWI2 mediated pathway to down‐regulate ferritin heavy chain 1 mRNA in human somatic cells. Nucleic Acids Res 46: 10635–10648 3010240410.1093/nar/gky728PMC6237762

[embr202153801-bib-0007] Bielefeld P , Sierra A , Encinas JM , Maletic‐Savatic M , Anderson A , Fitzsimons CP (2017) A standardized protocol for stereotaxic intrahippocampal administration of kainic acid combined with electroencephalographic seizure monitoring in mice. Front Neurosci 11: 1–9 2840518210.3389/fnins.2017.00160PMC5370320

[embr202153801-bib-0008] Bielefeld P , Schouten M , Meijer GM , Breuk MJ , Geijtenbeek K , Karayel S , Tiaglik A , Vuuregge AH , Willems RAL , Witkamp D *et al* (2019) Co‐administration of anti microRNA‐124 and ‐137 oligonucleotides prevents hippocampal neural stem cell loss upon non‐convulsive seizures. Front Mol Neurosci 12: 1–13 3083784010.3389/fnmol.2019.00031PMC6389789

[embr202153801-bib-0009] Bonaguidi MA , Wheeler MA , Shapiro JS , Stadel RP , Sun GJ , Ming GL , Song H (2011) *In vivo* clonal analysis reveals self‐renewing and multipotent adult neural stem cell characteristics. Cell 145: 1142–1155 2166466410.1016/j.cell.2011.05.024PMC3124562

[embr202153801-bib-0010] Braun SMG , Machado RAC , Jessberger S (2013) Temporal control of retroviral transgene expression in newborn cells in the adult brain. Stem Cell Reports 1: 114–122 2405294710.1016/j.stemcr.2013.06.003PMC3757750

[embr202153801-bib-0011] Clarke LE , Liddelow SA , Chakraborty C , Münch AE , Heiman M , Barres BA (2018) Normal aging induces A1‐like astrocyte reactivity. Proc Natl Acad Sci USA 115: E1896–E1905 2943795710.1073/pnas.1800165115PMC5828643

[embr202153801-bib-0012] Coufal NG , Garcia‐Perez JL , Peng GE , Yeo GW , Mu Y , Lovci MT , Morell M , O'Shea KS , Moran JV , Gage FH (2009) L1 retrotransposition in human neural progenitor cells. Nature 460: 1127–1131 1965733410.1038/nature08248PMC2909034

[embr202153801-bib-0013] Czech B , Munafò M , Ciabrelli F , Eastwood EL , Fabry MH , Kneuss E , Hannon GJ (2018) piRNA‐guided genome defense: from biogenesis to silencing. Annu Rev Genet 52: 131–157 3047644910.1146/annurev-genet-120417-031441PMC10784713

[embr202153801-bib-0014] De Luca L , Trino S , Laurenzana I , Simeon V , Calice G , Raimondo S , Podestà M , Santodirocco M , Di Mauro L , La Rocca F *et al* (2016) MiRNAs and piRNAs from bone marrow mesenchymal stem cell extracellular vesicles induce cell survival and inhibit cell differentiation of cord blood hematopoietic stem cells: a new insight in transplantation. Oncotarget 7: 6676–6692 2676076310.18632/oncotarget.6791PMC4872742

[embr202153801-bib-0015] De Rie D , Abugessaisa I , Alam T , Arner E , Arner P , Ashoor H , Åström G , Babina M , Bertin N , Burroughs AM *et al* (2017) An integrated expression atlas of miRNAs and their promoters in human and mouse. Nat Biotechnol 35: 872–878 2882943910.1038/nbt.3947PMC5767576

[embr202153801-bib-0016] Di Giacomo M , Comazzetto S , Saini H , DeFazio S , Carrieri C , Morgan M , Vasiliauskaite L , Benes V , Enright AJ , O'Carroll D (2013) Multiple epigenetic mechanisms and the piRNA pathway rnforce LINE1 dilencing during adult spermatogenesis. Mol Cell 50: 601–608 2370682310.1016/j.molcel.2013.04.026

[embr202153801-bib-0017] Diaspro A , Bianchini P (2020) Optical nanoscopy. Riv Nuovo Cim 43: 385–455

[embr202153801-bib-0018] Ding D , Liu J , Dong K , Midic U , Hess RA , Xie H , Demireva EY , Chen C (2017) PNLDC1 is essential for piRNA 3′ end trimming and transposon silencing during spermatogenesis in mice. Nat Commun 8: 2–11 2901819410.1038/s41467-017-00854-4PMC5635004

[embr202153801-bib-0019] Doetsch F , Caille I , Lim DA , Garcia‐Verdugo JM , Alvarez‐Buylla A (1999) Subventricular zone astrocytes are neural stem cells in the adult mammalian brain. Cell 97: 703–716 1038092310.1016/s0092-8674(00)80783-7

[embr202153801-bib-0020] Eisen MB , Spellman PT , Brown PO , Botstein D (1999) Cluster analysis and display of genome‐wide expression patterns. Proc Natl Acad Sci USA 95: 12930–12933 10.1073/pnas.95.25.14863PMC245419843981

[embr202153801-bib-0021] Encinas JM , Michurina TV , Peunova N , Park JH , Tordo J , Peterson DA , Fishell G , Koulakov A , Enikolopov G (2011) Division‐coupled astrocytic differentiation and age‐related depletion of neural stem cells in the adult hippocampus. Cell Stem Cell 8: 566–579 2154933010.1016/j.stem.2011.03.010PMC3286186

[embr202153801-bib-0022] Escartin C , Galea E , Lakatos A , O'Callaghan JP , Petzold GC , Serrano‐Pozo A , Steinhäuser C , Volterra A , Carmignoto G , Agarwal A *et al* (2021) Reactive astrocyte nomenclature, definitions, and future directions. Nat Neurosci 24: 312–325 3358983510.1038/s41593-020-00783-4PMC8007081

[embr202153801-bib-0023] Gainetdinov I , Colpan C , Arif A , Cecchini K , Zamore PD (2018) A single mechanism of biogenesis, initiated and directed by PIWI proteins, explains piRNA production in most animals. Mol Cell 71: 775–790 3019309910.1016/j.molcel.2018.08.007PMC6130920

[embr202153801-bib-0024] Ghosheh Y , Seridi L , Ryu T , Takahashi H , Orlando V , Carninci P , Ravasi T (2016) Characterization of piRNAs across postnatal development in mouse brain. Sci Rep 6: 1–7 2711210410.1038/srep25039PMC4844963

[embr202153801-bib-0025] Girard A , Sachidanandam R , Hannon GJ , Carmell MA (2006) A germline‐specific class of small RNAs binds mammalian Piwi proteins. Nature 442: 199–202 1675177610.1038/nature04917

[embr202153801-bib-0026] Huang DW , Sherman BT , Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57 1913195610.1038/nprot.2008.211

[embr202153801-bib-0027] Jain G , Stuendl A , Rao P , Berulava T , Pena Centeno T , Kaurani L , Burkhardt S , Delalle I , Kornhuber J , Hüll M *et al* (2019) A combined miRNA–piRNA signature to detect Alzheimer's disease. Transl Psychiatry 9: 250 3159138210.1038/s41398-019-0579-2PMC6779890

[embr202153801-bib-0028] Jin WN , Shi K , He W , Sun JH , Van Kaer L , Shi FD , Liu Q (2021) Neuroblast senescence in the aged brain augments natural killer cell cytotoxicity leading to impaired neurogenesis and cognition. Nat Neurosci 24: 61–73 3325787510.1038/s41593-020-00745-w

[embr202153801-bib-0029] Keam SP , Young PE , McCorkindale AL , Dang THY , Clancy JL , Humphreys DT , Preiss T , Hutvagner G , Martin DIK , Cropley JE *et al* (2014) The human Piwi protein Hiwi2 associates with tRNA‐derived piRNAs in somatic cells. Nucleic Acids Res 42: 8984–8995 2503825210.1093/nar/gku620PMC4132735

[embr202153801-bib-0030] Kirino Y , Mourelatos Z (2007) Mouse Piwi‐interacting RNAs are 2′‐O‐methylated at their 3′ termini. Nat Struct Mol Biol 14: 347–348 1738464710.1038/nsmb1218

[embr202153801-bib-0031] Krishan A (1975) Rapid flow cytofluorometric analysis of mammalian cell cycle by propidium iodide staining. J Cell Biol 66: 188–193 4935410.1083/jcb.66.1.188PMC2109516

[embr202153801-bib-0032] Langmead B , Salzberg SL (2012) Fast gapped‐read alignment with Bowtie 2. Nat Methods 9: 357–359 2238828610.1038/nmeth.1923PMC3322381

[embr202153801-bib-0033] Lee JH , Schütte D , Wulf G , Füzesi L , Radzun HJ , Schweyer S , Engel W , Nayernia K (2006) Stem‐cell protein Piwil2 is widely expressed in tumors and inhibits apoptosis through activation of Stat3/Bcl‐XL pathway. Hum Mol Genet 15: 201–211 1637766010.1093/hmg/ddi430

[embr202153801-bib-0034] Lee EJ , Banerjee S , Zhou H , Jammalamadaka A , Arcila M , Manjunath BS , Kosik KS (2011) Identification of piRNAs in the central nervous system. RNA 17: 1090–1099 2151582910.1261/rna.2565011PMC3096041

[embr202153801-bib-0035] Leighton LJ , Wei W , Marshall PR , Ratnu VS , Li X , Zajaczkowski EL , Spadaro PA , Khandelwal N , Kumar A , Bredy TW (2019) Disrupting the hippocampal Piwi pathway enhances contextual fear memory in mice. Neurobiol Learn Mem 161: 202–209 3096511210.1016/j.nlm.2019.04.002

[embr202153801-bib-0036] Liddelow SA , Guttenplan KA , Clarke LE , Bennett FC , Bohlen CJ , Schirmer L , Bennett ML , Münch AE , Chung W‐S , Peterson TC *et al* (2017) Neurotoxic reactive astrocytes are induced by activated microglia. Nature 541: 481–487 2809941410.1038/nature21029PMC5404890

[embr202153801-bib-0037] Liu GY , Sabatini DM (2020) mTOR at the nexus of nutrition, growth, ageing and disease. Nat Rev Mol Cell Biol 21: 183–203 3193793510.1038/s41580-019-0199-yPMC7102936

[embr202153801-bib-0038] Love MI , Huber W , Anders S (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 15: 1–21 10.1186/s13059-014-0550-8PMC430204925516281

[embr202153801-bib-0039] Madisen L , Zwingman TA , Sunkin SM , Oh SW , Zariwala HA , Gu H , Ng LL , Palmiter RD , Hawrylycz MJ , Jones AR *et al* (2010) A robust and high‐throughput Cre reporting and characterization system for the whole mouse brain. Nat Neurosci 13: 133–140 2002365310.1038/nn.2467PMC2840225

[embr202153801-bib-0040] Martín‐Suárez S , Valero J , Muro‐García T , Encinas JM (2019) Phenotypical and functional heterogeneity of neural stem cells in the aged hippocampus. Aging Cell 18: 1–14 10.1111/acel.12958PMC661263630989815

[embr202153801-bib-0041] Mignone JL , Kukekov V , Chiang AS , Steindler D , Enikolopov G (2004) Neural stem and progenitor cells in nestin‐GFP transgenic mice. J Comp Neurol 469: 311–324 1473058410.1002/cne.10964

[embr202153801-bib-0042] Mills EW , Green R (2017) Ribosomopathies: there's strength in numbers. Sciencе 358: 1–8 10.1126/science.aan275529097519

[embr202153801-bib-0043] Muotri AR , Chu VT , Marchetto MCN , Deng W , Moran JV , Gage FH (2005) Somatic mosaicism in neuronal precursor cells mediated by L1 retrotransposition. Nature 435: 903–910 1595950710.1038/nature03663

[embr202153801-bib-0044] Nandi S , Chandramohan D , Fioriti L , Melnick AM , Hébert JM , Mason CE , Rajasethupathy P , Kandel ER (2016) Roles for small noncoding RNAs in silencing of retrotransposons in the mammalian brain. Proc Natl Acad Sci USA 113: 12697–12707 2779111410.1073/pnas.1609287113PMC5111663

[embr202153801-bib-0045] Nolde MJ , Cheng EC , Guo S , Lin H (2013) Piwi genes are dispensable for normal hematopoiesis in mice. PLoS One 8: 1–8 10.1371/journal.pone.0071950PMC375195924058407

[embr202153801-bib-0046] Ozata DM , Gainetdinov I , Zoch A , O'Carroll D , Zamore PD (2019) PIWI‐interacting RNAs: small RNAs with big functions. Nat Rev Genet 20: 89–108 3044672810.1038/s41576-018-0073-3

[embr202153801-bib-0047] Page NF , Gandal MJ , Estes ML , Cameron S , Buth J , Parhami S , Ramaswami G , Murray K , Amaral DG , Van de Water JA *et al* (2021) Alterations in retrotransposition, synaptic connectivity, and myelination implicated by transcriptomic changes following maternal immune activation in nonhuman primates. Biol Psychiatry 89: 896–910 3338613210.1016/j.biopsych.2020.10.016PMC8052273

[embr202153801-bib-0048] Patro R , Duggal G , Love MI , Irizarry RA , Kingsford C (2017) Salmon provides fast and bias‐aware quantification of transcript expression. Nat Methods 14: 417–419 2826395910.1038/nmeth.4197PMC5600148

[embr202153801-bib-0049] Penning A , Tosoni G , Abiega O , Bielefeld P , Gasperini C , De Pietri Tonelli D , Fitzsimons CP , Salta E (2022) Adult neural stem cell regulation by small non‐coding RNAs: physiological significance and pathological implications. Front Cell Neurosci 15: 1–20 10.3389/fncel.2021.781434PMC876418535058752

[embr202153801-bib-0050] Perera BPU , Tsai ZTY , Colwell ML , Jones TR , Goodrich JM , Wang K , Sartor MA , Faulk C , Dolinoy DC (2019) Somatic expression of piRNA and associated machinery in the mouse identifies short, tissue‐specific piRNA. Epigenetics 14: 504–521 3095543610.1080/15592294.2019.1600389PMC6557559

[embr202153801-bib-0051] Pons‐Espinal M , de Luca E , Marzi MJ , Beckervordersandforth R , Armirotti A , Nicassio F , Fabel K , Kempermann G , De Pietri Tonelli D (2017) Synergic functions of miRNAs determine neuronal fate of adult neural stem cells. Stem Cell Reports 8: 1046–1061 2833062110.1016/j.stemcr.2017.02.012PMC5390108

[embr202153801-bib-0052] Pons‐Espinal M , Gasperini C , Marzi MJ , Braccia C , Armirotti A , Pötzsch A , Walker TL , Fabel K , Nicassio F , Kempermann G *et al* (2019) MiR‐135a‐5p is critical for exercise‐induced adult neurogenesis. Stem Cell Reports 12: 1298–1312 3113035810.1016/j.stemcr.2019.04.020PMC6565832

[embr202153801-bib-0053] Quinlan AR , Hall IM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842 2011027810.1093/bioinformatics/btq033PMC2832824

[embr202153801-bib-0054] Robinson MD , Oshlack A (2010) A scaling normalization method for differential expression analysis of RNA‐seq data. Genome Biol 11: R25 2019686710.1186/gb-2010-11-3-r25PMC2864565

[embr202153801-bib-0055] Rojas‐Rıós P , Simonelig M (2018) piRNAs and PIWI proteins: regulators of gene expression in development and stem cells. Development 145: 1–13 10.1242/dev.16178630194260

[embr202153801-bib-0056] Schindelin J , Arganda‐Carreras I , Frise E , Kaynig V , Longair M , Pietzsch T , Preibisch S , Rueden C , Saalfeld S , Schmid B *et al* (2012) Fiji: an open‐source platform for biological‐image analysis. Nat Methods 9: 676–682 2274377210.1038/nmeth.2019PMC3855844

[embr202153801-bib-0057] Schouten M , Bielefeld P , Garcia‐Corzo L , Passchier EMJ , Gradari S , Jungenitz T , Pons‐Espinal M , Gebara E , Martín‐Suárez S , Lucassen PJ *et al* (2020) Circadian glucocorticoid oscillations preserve a population of adult hippocampal neural stem cells in the aging brain. Mol Psychiatry 25: 1382–1405 3122218410.1038/s41380-019-0440-2PMC7303016

[embr202153801-bib-0058] Sharma AK , Nelson MC , Brandt JE , Wessman M , Mahmud N , Weller KP , Hoffman R (2001) Human CD34^+^ stem cells express the hiwi gene, a human homologue of the Drosophila gene Piwi. Blood 97: 426–434 1115421910.1182/blood.v97.2.426

[embr202153801-bib-0059] Sierra A , Martín‐Suárez S , Valcárcel‐Martín R , Pascual‐Brazo J , Aelvoet SA , Abiega O , Deudero JJ , Brewster AL , Bernales I , Anderson AE *et al* (2015) Neuronal hyperactivity accelerates depletion of neural stem cells and impairs hippocampal neurogenesis. Cell Stem Cell 16: 488–503 2595790410.1016/j.stem.2015.04.003PMC4443499

[embr202153801-bib-0060] Toda T , Parylak SL , Linker SB , Gage FH (2019) The role of adult hippocampal neurogenesis in brain health and disease. Mol Psychiatry 24: 67–87 2967907010.1038/s41380-018-0036-2PMC6195869

[embr202153801-bib-0061] Torres AG , Reina O , Attolini CSO , De Pouplana LR (2019) Differential expression of human tRNA genes drives the abundance of tRNA‐derived fragments. Proc Natl Acad Sci USA 116: 8451–8456 3096238210.1073/pnas.1821120116PMC6486751

[embr202153801-bib-0062] Upton KR , Gerhardt DJ , Jesuadian JS , Richardson SR , Sánchez‐Luque FJ , Bodea GO , Ewing AD , Salvador‐Palomeque C , Van Der Knaap MS , Brennan PM *et al* (2015) Ubiquitous L1 mosaicism in hippocampal neurons. Cell 161: 228–239 2586060610.1016/j.cell.2015.03.026PMC4398972

[embr202153801-bib-0063] Vicidomini G , Bianchini P , Diaspro A (2018) STED super‐resolved microscopy. Nat Methods 15: 173–182 2937701410.1038/nmeth.4593

[embr202153801-bib-0064] Viero G , Lunelli L , Passerini A , Bianchini P , Gilbert RJ , Bernabò P , Tebaldi T , Diaspro A , Pederzolli C , Quattrone A (2015) Three distinct ribosome assemblies modulated by translation are the building blocks of polysomes. J Cell Biol 208: 581–596 2571341210.1083/jcb.201406040PMC4347638

[embr202153801-bib-0065] Wakisaka KT (2019) The dawn of pirna research in various neuronal disorders. Front Biosci 24: 1440–1451 10.2741/478931136989

[embr202153801-bib-0066] Walker TL , Kempermann G (2014) One mouse, two cultures: isolation and culture of adult neural stem cells from the two neurogenic zones of individual mice. J Vis Exp 84: 1–9 10.3791/51225PMC413191124637893

[embr202153801-bib-0067] Yu C‐W (1992) The assessment of cellular proliferation by immunohistochemistry: a review of currently available methods and their applications. Histochem J 24: 121–131 134988110.1007/BF01047461

[embr202153801-bib-0068] Zhang P , Si X , Skogerbø G , Wang J , Cui D , Li Y , Sun X , Liu L , Sun B , Chen R *et al* (2014) piRBase: a web resource assisting piRNA functional study. Database 2014: 1–7 10.1093/database/bau110PMC424327025425034

[embr202153801-bib-0069] Zhao P , Yao M , Chang S , Gou L , Liu M , Qiu Z (2015) Novel function of PIWIL1 in neuronal polarization and migration via regulation of microtubule‐associated proteins. Mol Brain 8: 1–12 2610439110.1186/s13041-015-0131-0PMC4477296

# Supplementary material for: Piwil2 (Mili) sustains neurogenesis and prevents cellular senescence in the postnatal hippocampus
**Source:** EMBO Rep. 2022 Dec 6;24(2):e53801. doi: 10.15252/embr.202153801
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

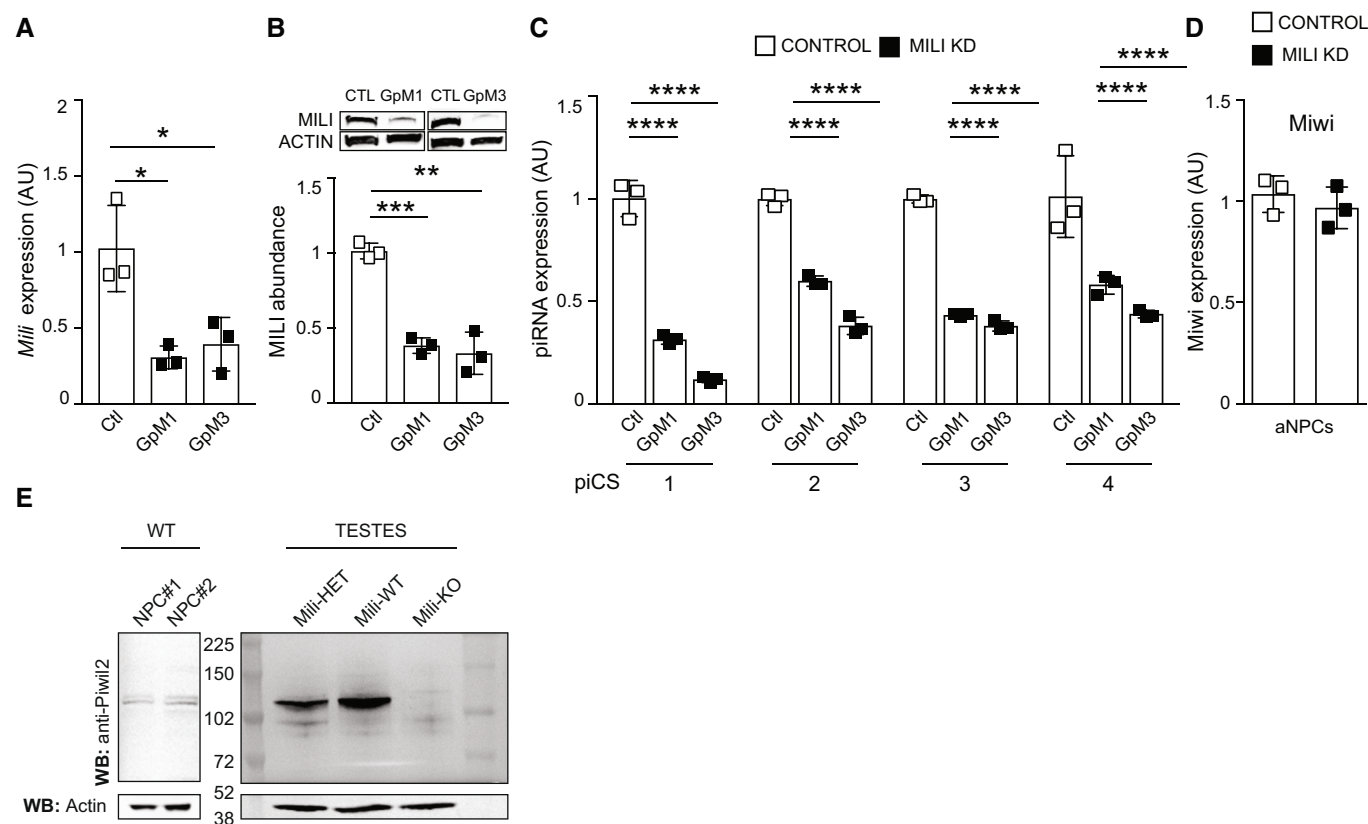

Figure EV1. Mihi KD depletes piRNAs and does not affect Miwi. Relative to Fig 2.

A, B *Mili* mRNA expression (A); western blot (B, inset) and quantification of *Mili* protein abundance (B, bar graph) in lysates from aNPCs upon transfection with control GapmeR (Ctl) or two different GapmeRs (GpM1, GpM3) targeting *Mili*.

C Expression of transcripts of piRNA-cluster consensus sequences (piCS) in control and *Mili* KD (two independent GapmeRs) aNPCs.

D Relative expression of *Miwi* transcript in undifferentiated aNPCs transduced with viruses transcribing a Scrambled short hairpin (Control) and short hairpin against *Mili* (*Mili* KD).

E Western blot of *Mili* protein in lysates from aNPCs ($n = 2$ biological replicates) and from testes of mice wildtype (WT), heterozygous (HET) or knockout (KO) for the *Mili* gene.

Data information: data are expressed as mean $\pm$ SEM, $n = 3$ biological replicates (A–C). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, **** $P < 0.0001$, as assessed by the two-tailed Student's *t*-test (A, B) or One-way ANOVA, *post-hoc* Bonferroni (C).

Source data are available online for this figure.

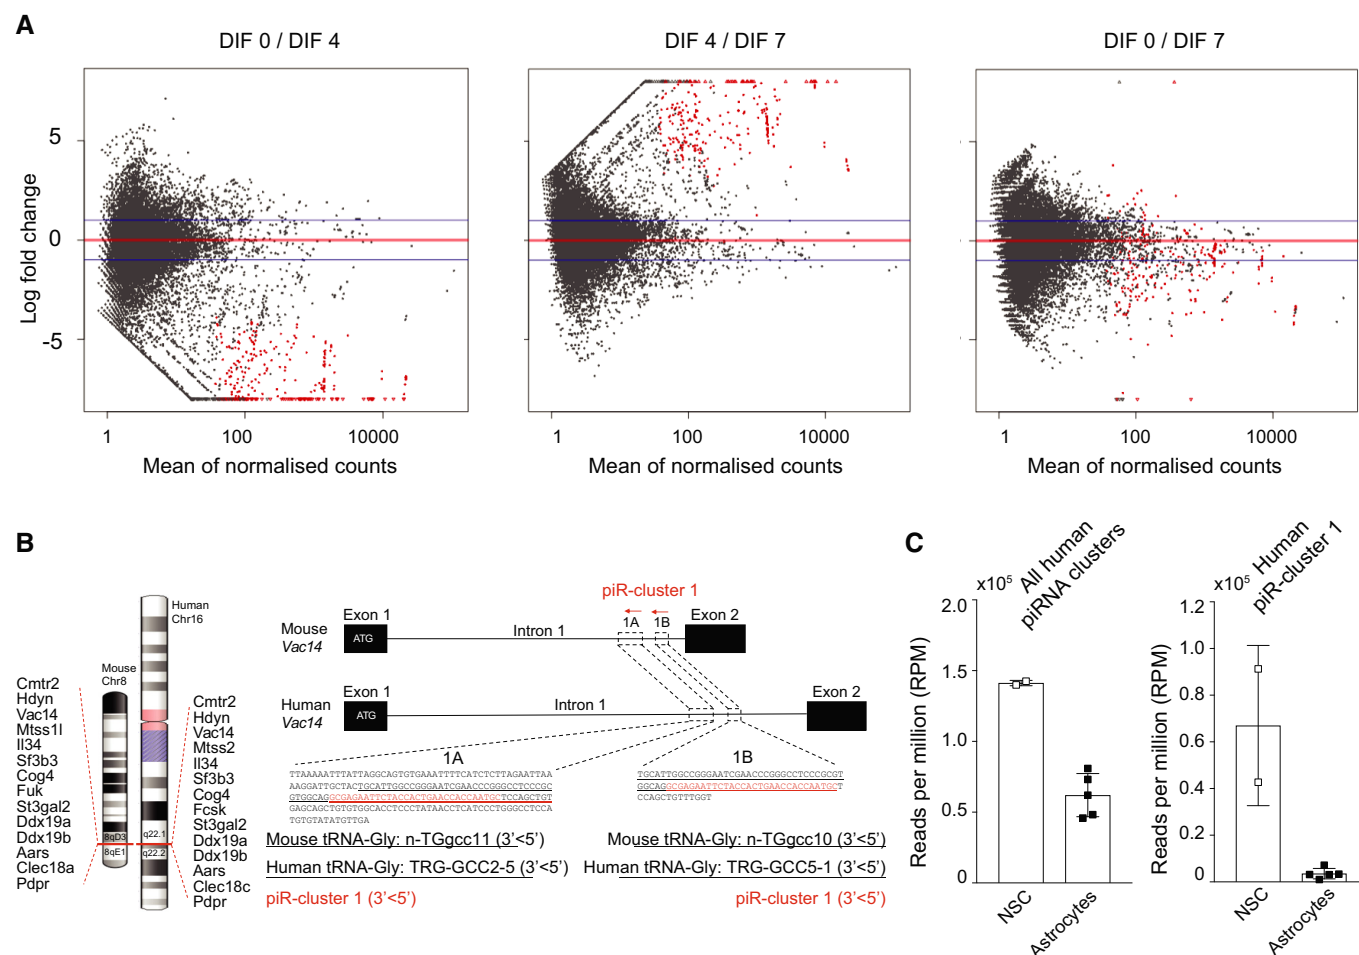

Figure EV2. Expression of piRNAs in mouse and human NSC and progeny. Relative to Fig 3.

- A Pairwise comparison of 298 piRNA clusters differentially expressed in undifferentiated aNPCs (DIF0) or neuroblasts upon viral-induced neurogenesis (DIF4-7). $n = 2$ biological replicates.
- B Chromosomal location of piR-cluster 1 in mouse and human; (Right) genomic location and sequences (underlined red text) of piR-cluster 1 corresponding to tRNAGly genes (underlined black text).
- C Expression of piRNA clusters (left) and piR-cluster 1 (right) in human NSC and astrocytes. $n = 2$ biological replicates of human NSCs; $n = 5$ biological replicates of human astrocytes.

Data information: data in C are expressed as mean $\pm$ SEM.

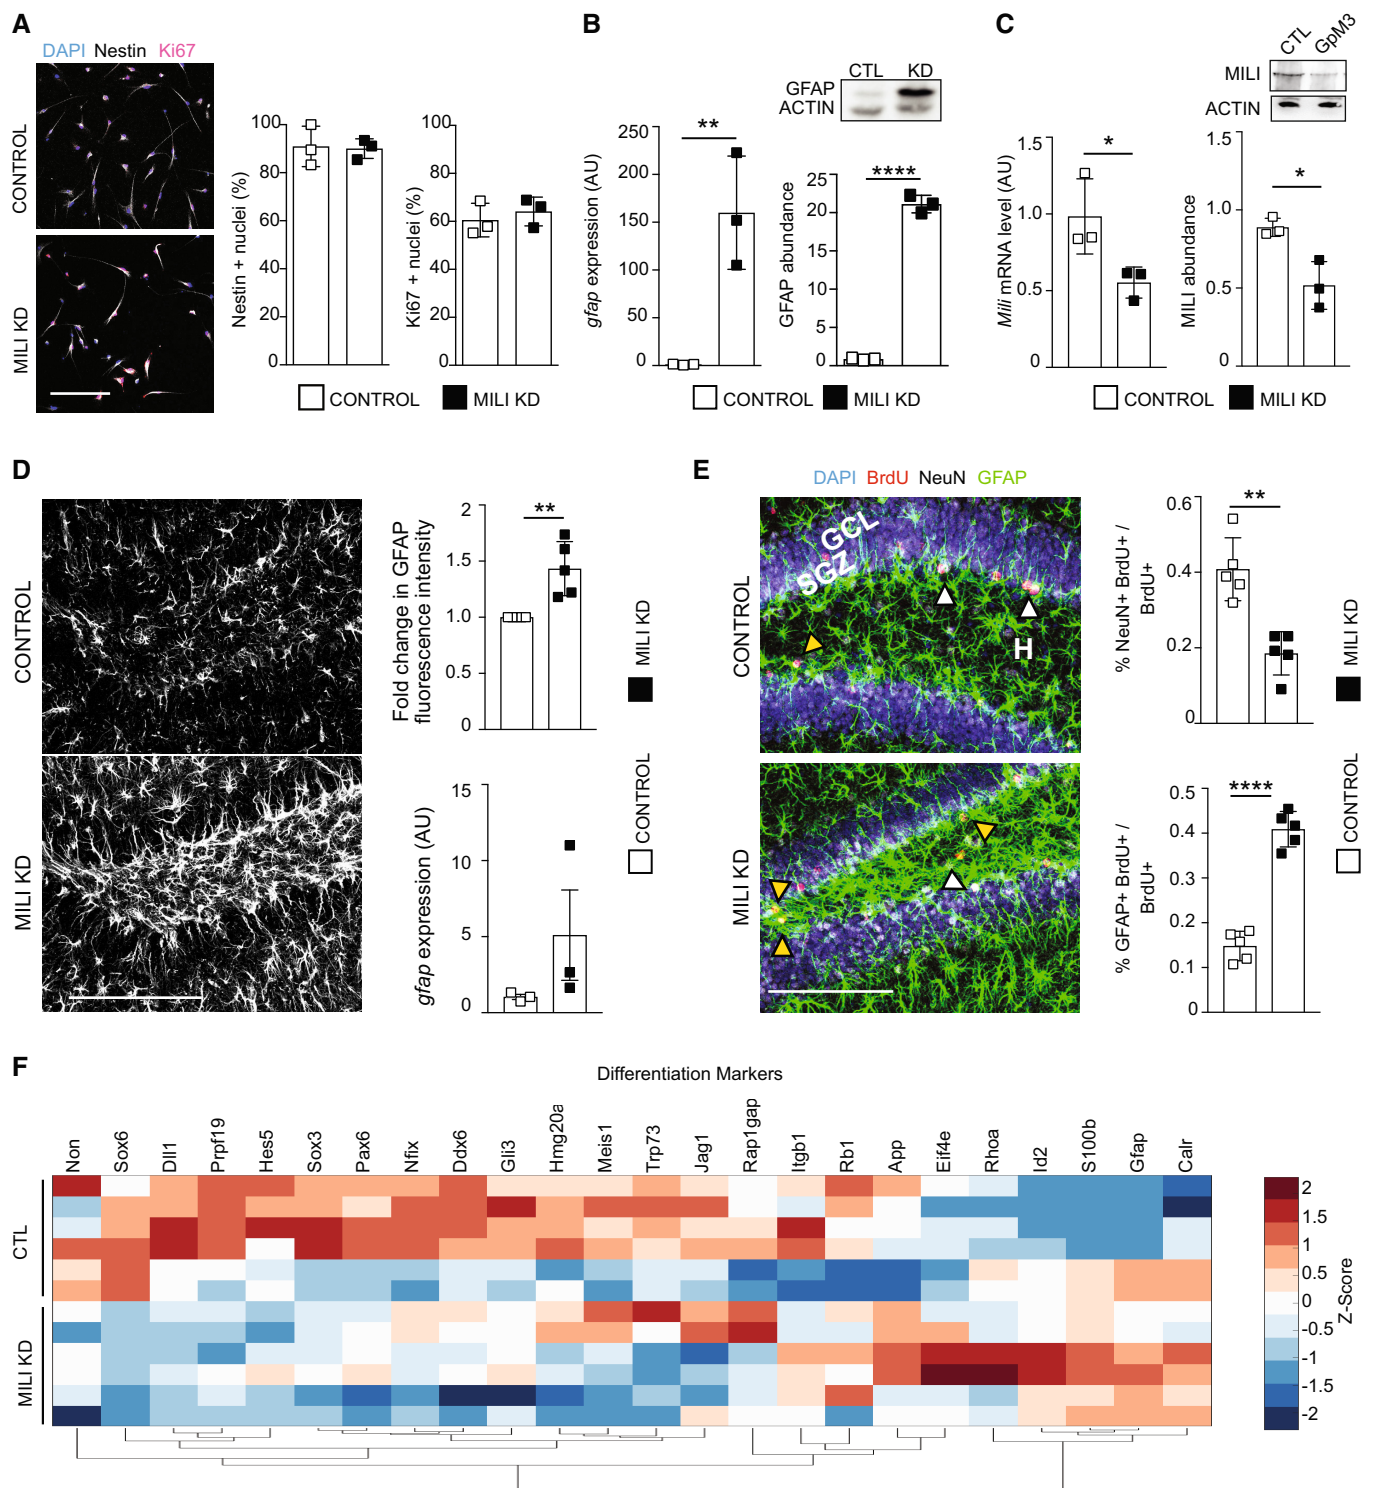

Figure EV3.

Figure EV3. Depletion of Mili and piRNAs does not alter stemness and proliferation and induces the expression of genes involved in astrogliogenesis. Related to Fig 4.

- A (left) Confocal microscopy images of undifferentiated aNPCs transduced *in vitro* with viruses transcribing a Scrambled (Control) and shMILI (Mili KD), immunostained with anti-Nestin (white), or anti-Ki67 (purple) antibodies and stained for nuclear DNA with DAPI (blue); (right) Percentage of Nestin or Ki67⁺ cells. over total cells.
- B *Gfap* mRNA expression (left graph), western blot (inset), and quantification of Gfap protein abundance (right graph) in lysates from control and Mili KD neuroblasts at DIF7.
- C *Mili* mRNA expression (left graph), western blot (inset), and quantification of Mili protein abundance (right graph) in lysates from mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR3 against *Mili* (Mili KD).
- D Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP; (top right) quantification of GFAP fluorescence intensity level (top) in hippocampal section 30 dpi of GapmeR3 (Mili KD) compared with scrambled (Control). Expression of *Gfap* mRNA (bottom right) in the DG from mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR3 (Mili KD).
- E (left) Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP (green), BrdU (red), NeuN (white), and nuclear DNA (blue) at 30 dpi of scrambled (Control) or GapmeR3 against *Mili* (Mili KD); (right) percentages of NeuN⁺BrdU⁺ (white arrowheads), or GFAP⁺BrdU⁺ (yellow arrowheads) double-positive cells over total BrdU⁺ cells.
- F RNA seq. expression data of genes encoding for proteins involved in astrogliogenesis and regulation of neuronal fate in Mili KD neuroblasts at DIF7, compared with Scrambled control. Expression heatmap correlation plots were computed by the k-means clustering method. Scale bar indicates Z-scores.

Data information: data are expressed as mean $\pm$ SEM, $n = 3$ (A–C, F) and $n = 5$ (D, E) biological replicates (in F each biological replicate was sequenced with two separate flow cells). * $P < 0.05$, ** $P < 0.01$, **** $P < 0.0001$, as assessed by the two-tailed Student's *t*-test. GCL, granular cell layer, SGZ, subgranular zone. The scale bars represent 50 μm (A) and 100 μm (D, E).

Source data are available online for this figure.

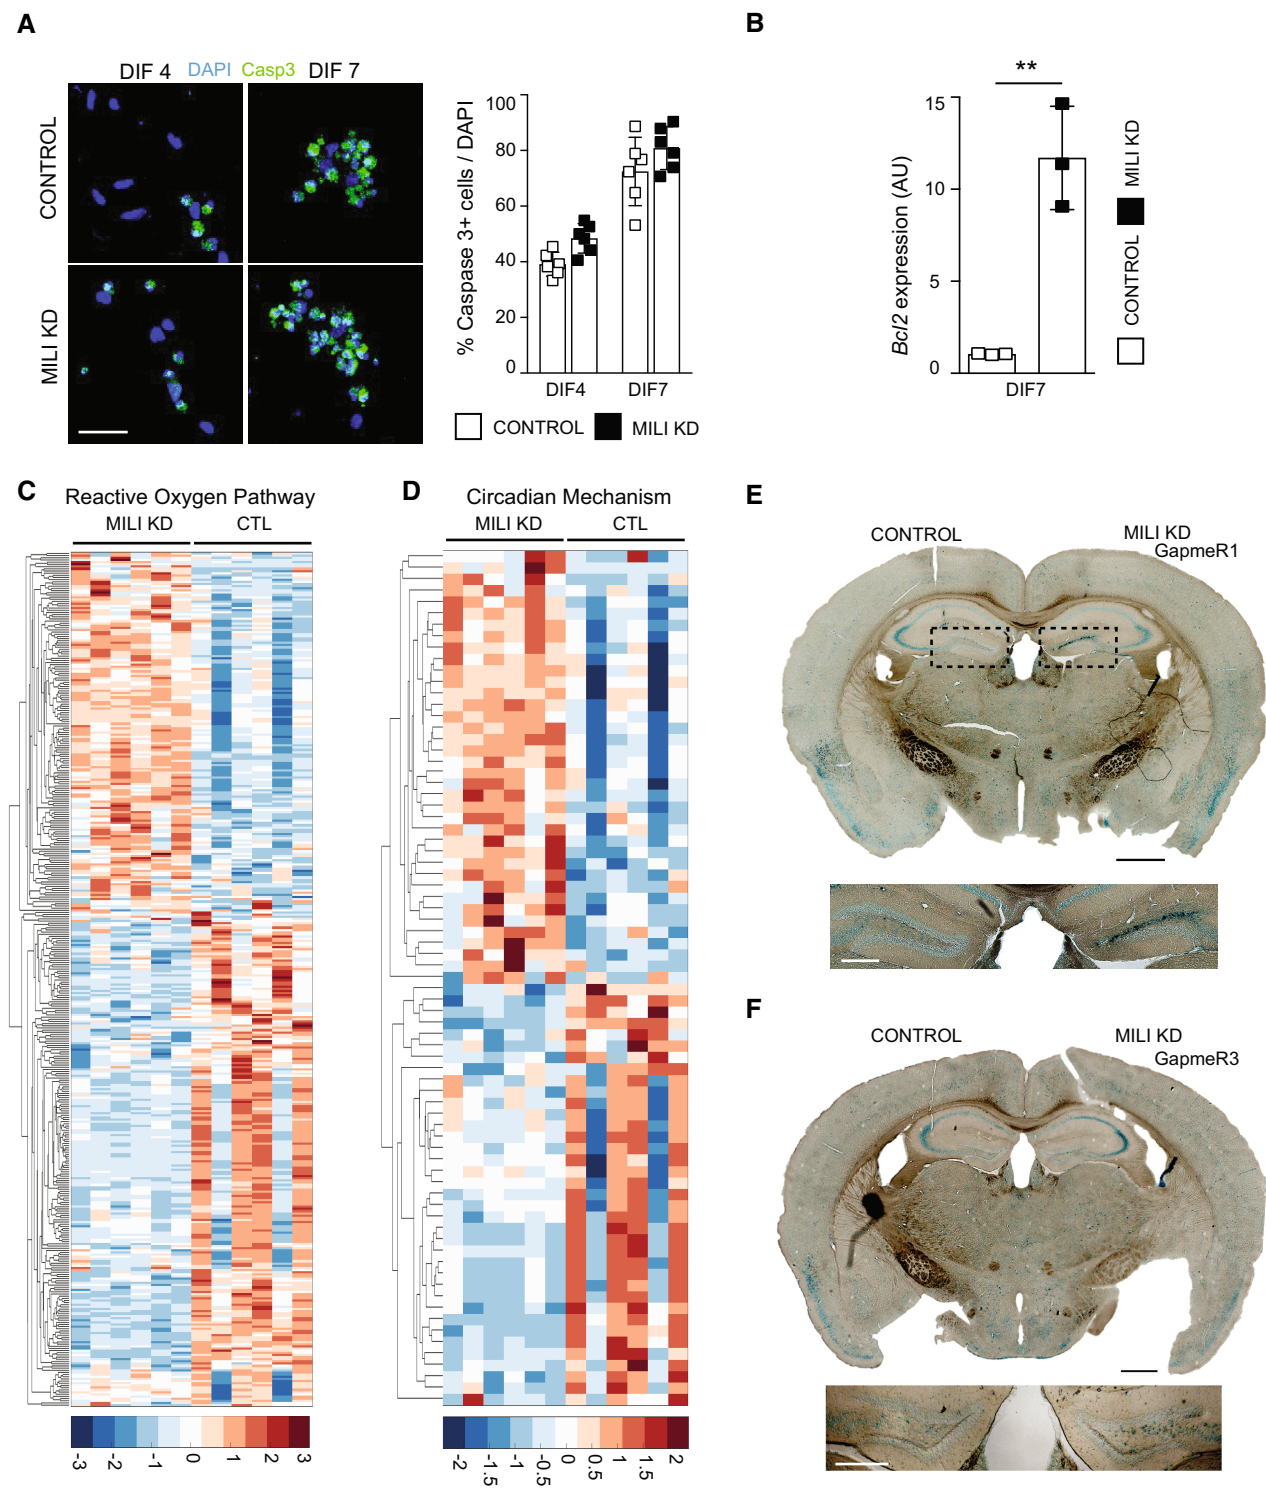

Figure EV4.

Figure EV4. Depletion of Mili and piRNAs does not lead to apoptosis and alters the expression of genes involved in inflammatory responses. Related to Fig 5.

- A Representative fluorescence micrographs of control or Mili KD neuroblasts 4 or 7 days after spontaneous differentiation (DIF4, 7), immunostained with anti-cleaved caspase-3 (green) and for nuclear DNA with DAPI (blue). (Right) Percentage of cleaved Caspase-3⁺ cells over total cells.
- B *Bcl2* mRNA expression level in control or Mili KD neuroblasts at DIF7.
- C, D Heatmap of differentially expressed transcripts in RNA seq from Mili KD neuroblasts, encoding proteins involved in ROS production (C) or circadian regulation (D). Target genes are listed in Dataset EV4. Expression heatmap correlation plots were computed by the k-means clustering method. Scale bar indicates Z-scores.
- E, F Representative light-microscopy images of the β -galactosidase staining in postnatal hippocampal sections, 30 dpi of scrambled (Control, left hemisphere) and GapmeR1 (E) or GapmeR3 (F) against *Mili* (Mili KD, right hemispheres). Dashed box in E indicates the areas shown in Fig 5. Bottom panels in (E, F) are higher magnification of the hippocampi shown in top panels.

Data information: data are expressed as mean $\pm$ SEM, $n = 6$ (A) and $n = 3$ (B–D) biological replicates (in C and D each biological replicate was sequenced with two separate flow cells). ** $P < 0.01$, as assessed by the two-tailed Student's t -test. The scale bars represent 50 μ m (A), 1 mm (E, F top) and 500 μ m (E, F bottom).

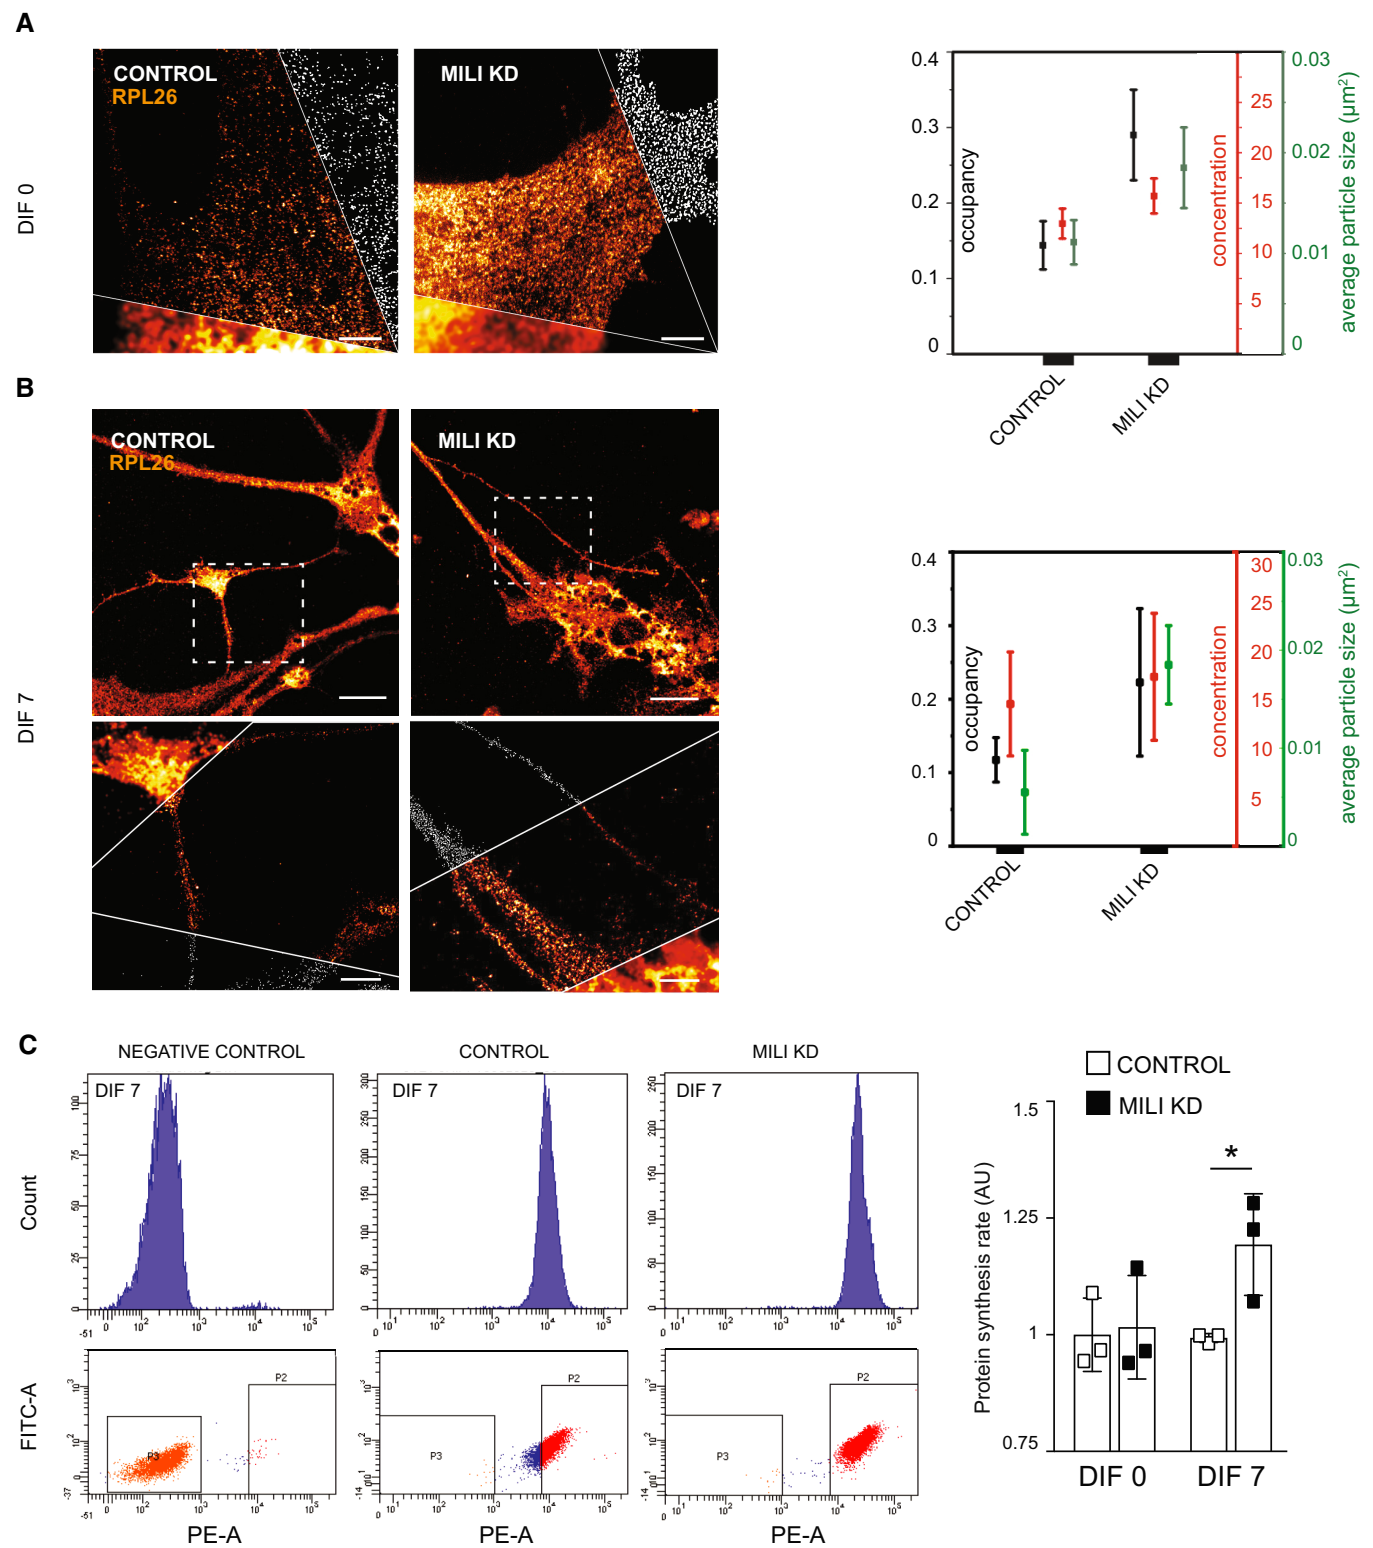

Figure EV5.

Figure EV5. Depletion of Mili and piRNAs enhances polysome assembly and results in higher protein synthesis upon differentiation.

- A, B Representative micrographs (Middle cut: g-STED nanoscopy; Bottom: Confocal; Top: analysis) of control and Mili KD undifferentiated aNPCs (DIF0) and neuroblasts (DIF7) immunostained for the ribosomal protein RPL26. (Right) Normalized distributions of the occupancy, concentration and average particle size of each polyribosome particle in the indicated cells.
- C Protein synthesis rate (right) as determined by OPP incorporation assay with flow cytometry (left) in control and Mili KD undifferentiated aNPCs (DIF0) and neuroblasts (DIF7).

Data information: data are expressed as mean $\pm$ SEM, $n = 3$ biological replicates. $*P < 0.05$, as assessed by the two-tailed Student's t -test. The scale bars represent 2 μm (A) and 10 μm (B).

# Supplementary material for: Piwil2 (Mili) sustains neurogenesis and prevents cellular senescence in the postnatal hippocampus
**Source:** EMBO Rep. 2022 Dec 6;24(2):e53801. doi: 10.15252/embr.202153801
**Supplement:** Supplementary file 2 — Table EV1

Table EV1**Oligonucleotides: primers, TaqMan probes, and GapmeRs used in this publication.**

Primers used for real-time qPCR		
Gene Name	Forward primer (5' to 3')	Reverse primer (5' to 3')
Actin	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT
Mili	GGCCAGCATAAATCTCACAC	TAGCTGGCCATCAGACACTC
Miwi	TAATTGGCCTGGAGTCATCC	GAGGTAGTAGAGGCGGTTGG
Gfap	GGGGCAAAAGCACCAAAGAAG	GGGACAACCTTGATTGTGAGCC
Complement C3	CCAGCTCCCCATTACGTCTG	GCACTTGCCTCTTTAGGAAGTC
Serpina 3n	ATTTGTCCCAATGTCTGCGAA	TGGCTATCTTGGCTATAAAGGGG
Cxcl10	CCAAGTGCTGCCGTCAATTTTC	GGCTGGCAGGGATGATTTCAA
Vac14	AAGTGGCTCTACCATCTCTACAT	ACAACCTCATCAGATTGCTCAGA
Lars2	CATAGAGAGGAATTTGCACCCTG	GCCAGTCCTGCTTCATAGAGTTT
Rpl13a	AGCCTACCAGAAAGTTTGCTTAC	GCTTCTTCTCCGATAGTGCATC
Rpl17a	ATCAAGAGGGTCAAACCTTCGT	CCACCAATTATACCGCCGAA
Cyclin A	GCCTTCACCAATTCATGTGGAT	TTGCTGCGGGTAAAGAGACAG
Cyclin D1	GCGTACCCTGACACCAATCTC	CTCCTCTTCGCACTTCTGCTC
Cyclin E	GATCCAGAAAAAGGAAGGCAAA	TGAAGAAATTGCCAAGATTGACA

Primers used for real-time qPCR (TaqMan)			
Target	Forward primer (5' to 3')	Reverse primer (5' to 3')	Probe (5' to 3')
L1 5'UTR Af	TGCCCCACTGAAACTAAGGAGA	GCTTGTCTTCAGGTGACTCTGT	FAM-TGCTACCCTCCAGGTCTGCT-MGBNFQ
L1 5'UTR Gf	CCAAACACCAGATAACTGTACACC	CGTGGGAGACAAGCTCTCTT	FAM-TGAAAGAGGAGAGCTTGCCT-MGBNFQ
L1 5'UTR Tf	TGAGCACTGAAACTCAGAGGAG	GATTGTCTTCTGGTGATTCTGTTA	FAM-GAATCTGTCTCCAGGTCTG-MGBNFQ
L1 ORF2	CCCTCAACAGAGGAATGGAT	CCATCCATTGGCTAGGAAT	FAM-AAATGTGGTACATCTACACAATGGA-MGBNFQ
SINE B1	TGGCGCACGCCCTTTAATC	GAGACAGGGTTTCTCTGTGTAGCC	FAM-CAGAGGCAGGCGGAT-MGBNFQ
5s rRNA	ACGGCCATACCACCCTGAA	GGTCTCCCATCCAAGTACTAACCA	FAM-CCGAGATCAGACGAGAT-MGBNFQ
Ubiquitin C	ACAGACGTACCTTCCTCACC	CCCCATCACACCCAAGAACA	VIC-AAAAAGAGCCCTCCTTGTGC-MGBNFQ

GapmeR sequence			
Catalog	Product name	Product Sequence 5'-3'	Target region on Mili transcript
339516 LG00000002-DFA	Negative Control	AACACGTCTATACGC	Non target
339512 LG00223301-DFA	GapmeR1	GAGTGCAGTGAAGTTG	Coding Sequence (CDS)
339512 LG00223303-DFA	GapmeR3	TCACTCTGTAATCTTG	3' UTR

# Supplementary material for: Piwil2 (Mili) sustains neurogenesis and prevents cellular senescence in the postnatal hippocampus
**Source:** EMBO Rep. 2022 Dec 6;24(2):e53801. doi: 10.15252/embr.202153801
**Supplement:** Supplementary file 8 — PDF+

Piwi2 (Mili) sustains neurogenesis and prevents cellular senescence in the postnatal hippocampus

Caterina Gasperini¹ , Kiril Tuntevski^{1,2}, Silvia Beatini¹ , Roberta Pelizzoli¹, Amanda Lo Van¹, Damiano Mangoni³ , Rosa M Cossu³, Giovanni Pascarella⁴, Paolo Bianchini⁵, Pascal Bielefeld⁶, Margherita Scarpato³, Meritxell Pons-Espinal¹, Remo Sanges^{3,7} , Alberto Diaspro⁵ , Carlos P Fitzsimons⁶ 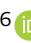, Piero Carninci^{4,8} , Stefano Gustincich³ , & Davide De Pietri Tonelli^{1,*} Abstract

Adult neural progenitor cells (aNPCs) ensure lifelong neurogenesis in the mammalian hippocampus. Proper regulation of aNPC fate has thus important implications for brain plasticity and healthy aging. Piwi proteins and the small noncoding RNAs interacting with them (piRNAs) have been proposed to control memory and anxiety, but the mechanism remains elusive. Here, we show that Piwil2 (Mili) is essential for proper neurogenesis in the postnatal mouse hippocampus. RNA sequencing of aNPCs and their differentiated progeny reveal that Mili and piRNAs are dynamically expressed in neurogenesis. Depletion of Mili and piRNAs in the adult hippocampus impairs aNPC differentiation toward a neural fate, induces senescence, and generates reactive glia. Transcripts modulated upon Mili depletion bear sequences complementary or homologous to piRNAs and include repetitive elements and mRNAs encoding essential proteins for proper neurogenesis. Our results provide evidence of a critical role for Mili in maintaining fitness and proper fate of aNPCs, underpinning a possible involvement of the piRNA pathway in brain plasticity and successful aging.

Keywords hippocampal neurogenesis; Mili; Piwi-interacting RNAs; Piwil2; senescence

Subject Categories Neuroscience; RNA Biology

DOI 10.15252/embr.202153801 | Received 12 August 2021 | Revised 25 October 2022 | Accepted 10 November 2022 | Published online 6 December 2022

EMBO Reports (2023) 24: e53801

Introduction

A regulated balance of aNPC quiescence, proliferation, and differentiation guarantees lifelong neurogenesis in the adult hippocampus

(Altman, 1962; Doetsch *et al*, 1999), prevents the generation of reactive glia (Encinas *et al*, 2011; Sierra *et al*, 2015; Clarke *et al*, 2018), and curbs neurodegeneration (Toda *et al*, 2019). Understanding the molecular control of aNPCs fate is pivotal to develop novel therapies aimed at preventing or delay age-dependent loss of neurogenesis and related pathological conditions.

The *Piwi* genes encode for an evolutionary conserved subfamily of Argonaute proteins that bind to Piwi-interacting RNAs (piRNAs), a class of single-stranded noncoding RNAs of 21–35 nucleotides. Piwi proteins and piRNAs (henceforth referred to as the piRNA pathway) are highly abundant in gonads, where they mainly target transposable elements (TEs) for degradation to maintain germline stem cell pools and male fertility (Czech *et al*, 2018; Ozata *et al*, 2019). Since its initial discovery, the piRNA pathway has been also implicated in regulating gene expression outside gonads, particularly in somatic stem cells (Rojas-Ríos & Simonelig, 2018). In fact, Piwi proteins are present in human hematopoietic stem cells, but their functions are dispensable for normal hematopoiesis in the mouse (Nolde *et al*, 2013), suggesting a possible role of the piRNA pathway in the control of self-renewal, rather than differentiation of these cells (Sharma *et al*, 2001).

Besides gonads, the highest piRNA expression in the adult mouse has been observed in the hippocampus (Perera *et al*, 2019), and proposed to control synaptic plasticity, memory, and anxiety (Lee *et al*, 2011; Zhao *et al*, 2015; Nandi *et al*, 2016; Leighton *et al*, 2019). piRNA abundance in neurons, however, is low compared to that of germline cells (Lee *et al*, 2011; Ghosheh *et al*, 2016; Nandi *et al*, 2016). Moreover, TE expression increases following the differentiation of NPC (Muotri *et al*, 2005), in parallel with the number of somatic TE insertions found in hippocampal neurons (Upton *et al*, 2015), arguing against functions of the piRNA pathway in postmitotic nerve cells. Given that the hippocampus is one of the niches in which neurogenesis persists beyond embryonic age, we

1 Neurobiology of miRNA Laboratory, Istituto Italiano di Tecnologia, Genoa, Italy

2 The Open University Affiliated Research Centre at Istituto Italiano di Tecnologia (ARC@IIT), Genoa, Italy

3 Central RNA Laboratory, Istituto Italiano di Tecnologia, Genoa, Italy

4 Division of Genomic Technologies, RIKEN Center for Life Science Technologies, Yokohama, Japan

5 Nanoscopy, CHT Erzelli, Istituto Italiano di Tecnologia, Genoa, Italy

6 Swammerdam Institute for Life Sciences, Faculty of Science, University of Amsterdam, Amsterdam, The Netherlands

7 Area of Neuroscience, SISSA, Trieste, Italy

8 Human Technopole, Milan, Italy

hypothesize that the piRNA pathway may be present in aNPCs, possibly contributing to maintain the neurogenesis capacity lifelong (Penning *et al*, 2022).

Here, we studied the piRNA pathway in aNPCs of the postnatal mouse hippocampus *in vivo* and *in vitro*. By knockdown (KD) of Mili (i.e., one of the essential endoribonucleases for piRNA biogenesis and function) and Mili-dependent piRNAs, we investigated the consequences of their depletion for proliferation, survival, differentiation, and fate of aNPCs. With this approach, we aim to address functions of the piRNA pathway in adult neurogenesis, hence providing a system-level biological understanding of scientific and therapeutic value for brain plasticity and successful aging.

Results

Mili is preferentially expressed in aNPCs and depleted in neurogenesis

As an entry point to investigate the piRNA pathway in aNPCs we quantified the expression of *Piwi1* (Miwi) *Piwi2* (Mili) and *Piwi4* (Miwi2) transcripts, encoding the three main Piwi proteins present in the adult mouse (Czech *et al*, 2018; Ozata *et al*, 2019). Analysis of deep RNA sequencing (RNA seq) of total RNA from cultured aNPCs derived from neural stem cells (NSC) of the adult mouse Dentate Gyrus (DG) (Walker & Kempermann, 2014; Pons-Espinal *et al*, 2017) indicated that *Mili* is the most abundantly expressed of the three *Piwi* genes in neurogenesis (Fig 1A). In addition, other genes encoding for piRNA biogenesis cofactors were expressed in neurogenesis, including the transcription factors *Zic2*, *Mybl1*, and *Meis1*, the Tudor and KH domain-containing protein *Tdrkh*, and the helicase *Mov10* (Dataset EV1). Interestingly, *Mili* expression showed a dynamic trend in neurogenesis. Indeed, its expression increased transiently from proliferating aNPCs (here referred to as days of differentiation (DIF0)) showing a peak at DIF4 upon onset of their spontaneous differentiation, whereas it decreased in differentiated progeny (DIF7-14) (Fig 1A). Similarly, the Mili protein abundance was higher in undifferentiated aNPCs (DIF0), or early upon onset of vector-induced neurogenesis (DIF4), compared with neuroblasts and neurons (DIF7 and 14, respectively) (Fig 1B). Next, we quantified the abundance of Miwi and Mili proteins in the mouse testis, whole hippocampus, and undifferentiated aNPCs (Fig 1C and D). As expected, the Miwi protein was very abundant in the testis but almost undetectable in the whole hippocampus or aNPCs (Fig 1C), whereas the Mili protein abundance in aNPCs was about 40% of the one in the testes (Fig 1D), and about four-fold higher than in primary hippocampal neurons (Fig 1E).

To validate this finding *in vivo*, we used the split-Cre viral approach to selectively label NSCs and their progeny in the postnatal hippocampus of Td-Tomato Cre-reporter mice (Pons-Espinal *et al*, 2017). Five days postviral injection (dpi), we found Mili protein in Td-Tomato positive (Td⁺) NSCs of the subgranular zone (SGZ) of the DG (Fig 1F). To corroborate the immunofluorescence result, and to follow *Mili* expression during neurogenesis *in vivo*, we sorted Td⁺ NSCs and their differentiated progeny at 10 and 30 dpi in the postnatal mouse hippocampus, respectively, and quantified *Mili* by real-time quantitative PCR (qPCR). The *Mili* transcript was significantly more abundant in Td⁺ NSCs (10 dpi) than in

adult-born Td⁺ neurons (30 dpi) or Td⁻ cells (Fig 1G). These results indicate that Mili expression is dynamic in neurogenesis, being enriched in neural stem/progenitor cells and depleted in their differentiated progeny.

Identification and validation of piRNAs in aNPCs

Next, we used RNA seq. to investigate the presence of endogenous piRNAs in undifferentiated aNPCs (DIF0), or upon onset of vector-induced neurogenesis (DIF4-7). To eliminate the possibility of ribosomal RNA (rRNA) or full-length transfer RNA (tRNA) contaminations, we performed small RNA size selection during library preparation. Following a previously published analysis pipeline (Ghosheh *et al*, 2016), we identified a total of 725,472 putative piRNAs, and using stringent criteria, we focused the subsequent analyses on the 571,439 small noncoding RNAs that perfectly aligned (i.e., no mismatch) with mouse piRNA previously annotated in the piRNA database (piRBase, Zhang *et al*, 2014). Putative piRNAs in aNPCs had a peak length of 30 nt (Fig 2A) and bore a 5' uridine (U) bias (Fig 2B), in agreement with previous reports in the brain of adult mice (Ghosheh *et al*, 2016). Moreover, the nucleotide-pair distance probability between the 5' termini of putative primary and secondary piRNAs was distributed similarly to that of other animals (Gainetdinov *et al*, 2018), with asymptotic convergence around the "0" mark on the abscissa (Fig 2C). Mature piRNAs typically bear 2'-O-methylation at their 3' termini, which confers them stability and enables stronger binding to Piwi proteins (Czech *et al*, 2018; Ozata *et al*, 2019). Thereby, we asked whether the endogenous piRNAs isolated from aNPCs were also methylated by evaluating their resistance to periodate oxidation and alkaline β -elimination, as previously reported (Kirino & Mourelatos, 2007). As controls, we used a synthetic piRNA bearing or lacking, a 2'-O-methylation in its 3' end. As expected, the unmethylated synthetic piRNA was degraded after sodium periodate treatment, whereas the methylated one was preserved, as indicated by (qPCR)-based small RNA assay (TaqMan) (Fig 2D). Small RNAs isolated from aNPCs were subject to periodate treatment in the same experiment. As expected, endogenous unmethylated small noncoding RNAs, such as snoRNA-202 and -135, were degraded; whereas four of the most abundant endogenous piRNA-cluster consensus sequences (piCS, i.e., extended by qPCR primers bearing specificity for shared sequences among different clusters) identified in aNPCs exhibited resistance to periodate treatment, thus indicating their methylation (Fig 2D). We then addressed the Mili-dependence of the endogenous piRNAs. To this aim, we used three independent strategies to achieve *Mili* KD in aNPCs (Figs 2E and EV1A and B). Specifically, we transduced short-hairpin RNAs targeting *Mili* transcripts through a lentiviral vector, and transfected two different synthetic antisense oligonucleotides (GapmeRs) targeting distinct *Mili* regions (Fig 4A). Indeed, KD of *Mili* in aNPCs was sufficient to deplete four of the most abundant endogenous piCS (Figs 2F and EV1C), in agreement with the observation that Mili is the main Piwi protein in these cells (Fig 1). Of note, this manipulation did not affect *Miwi* expression, excluding possible compensatory effects on piRNA biogenesis in aNPCs (Fig EV1D). PiRNAs interact with Piwi proteins to form functional complexes. To examine whether endogenous Mili and piRNAs associate in aNPCs, we immunoprecipitated (IP) the Mili protein from differentiating aNPCs (DIF4, i.e., at the peak of Mili expression; the

specificity of the anti-Mili antibody used for the IP was validated by western blotting of lysates from the testis of Mili null and control adult mice, Fig EV1E). IP with IgG was also included as a control for nonspecific binding (Fig 2G). To determine the size distribution of RNAs co-precipitated with Mili, we used capillary electrophoresis on

microfluidic chips. This analysis indicated that the peak size distribution of Mili-bound RNAs in aNPCs was 25 nt (Fig 2H), in agreement with the known size of Mili-bound piRNAs in the mouse testis (Ding et al, 2017). Real-time qPCR confirmed that five of the most abundant endogenous piCS identified in aNPCs were enriched in the

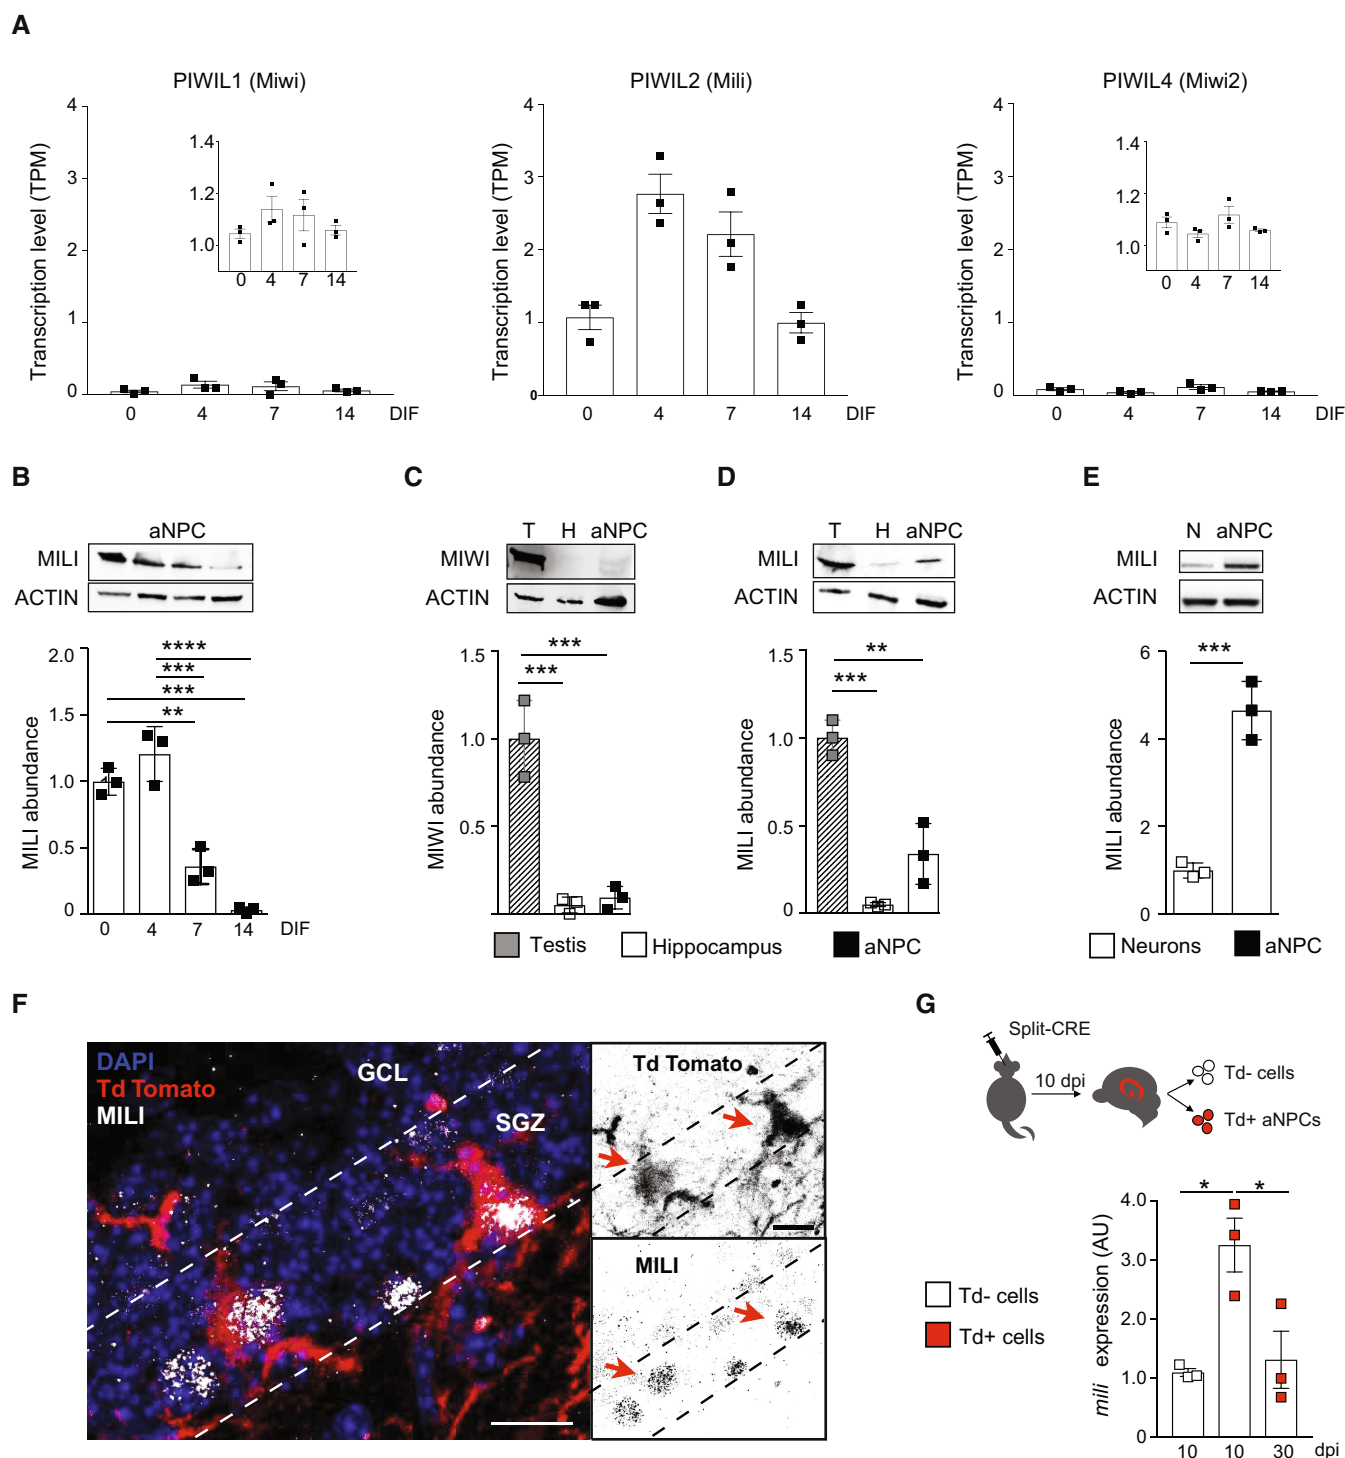

Figure 1.

Figure 1. Mili is preferentially expressed in aNPCs and depleted in neurogenesis.

- A Levels of *Piwi1* (*Miwi*), *Piwi2* (*Mili*), and *Piwi4* (*Miw2*) transcripts in RNA seq. data from undifferentiated aNPCs (Days of differentiation—DIF—0) and differentiating neuroblasts (DIF4–14); insets in left and right panels show the same data with smaller scales in the ordinate axes.
- B Western blot (inset) and quantification (bar graph) of *Mili* protein abundance in DIF0 aNPCs and differentiating neuroblasts upon viral-induced neurogenesis (DIF4–14).
- C, D Western blot (insets) and quantification (bar graphs) of *Miwi* and *Mili* protein abundance in lysates from postnatal mouse testis, hippocampus, and undifferentiated aNPCs cultures.
- E Western blot (inset) and quantification (bar graph) of *Mili* protein abundance in lysates from cultured mouse hippocampal neurons and undifferentiated aNPCs.
- F Representative immunofluorescence micrograph of *Mili* (white) and Td⁺ NSCs (red) in hippocampal subgranular zone (SGZ); arrows indicate Td⁺ *Mili*⁺ double-positive cells.
- G Scheme of the experiment (top) and *Mili* mRNA expression in sorted Td⁺ and Td[−] cells after *in vivo* transduction with split-Cre viruses in the hippocampus (bottom).

Data information: data are expressed as mean $\pm$ SEM, $n = 3$ biological replicates. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, **** $P < 0.0001$ as assessed by one-way ANOVA with the Bonferroni test (in B–D, G) and the two-tailed Student's *t*-test (in E). In (F): GCL, granular cell layer; H, Hilus. The scale bars represent 10 μ m. Source data are available online for this figure.

Mili-IP compared with the control IP (Fig 2I). Together these results indicate that *Mili* and piRNAs are co-expressed and interact in aNPCs.

Expression of piRNAs parallels *Mili* abundance in neurogenesis

Analysis of small RNAs seq in undifferentiated aNPCs (DIF0), or upon onset of vector-induced neurogenesis (DIF4–7) showed that piRNAs were dynamically expressed, peaking at the onset of differentiation (DIF4) (Figs 3A and EV2A), in agreement with the *Mili* expression pattern (Fig 1). To validate this observation, we sorted Td⁺ NSCs from the adult hippocampus and quantified levels of four of the most abundant piCS, confirming their expression *in vivo* (Fig 3B). Genomic mapping of the piRNA reads from aNPCs and their progeny identified 298 clusters perfectly aligning to the mouse genome (Fig 3C and Dataset EV2). These clusters had an average length of 168 bases, with some exceeding 2,000 bases, as previously seen in mouse testis (Aravin *et al*, 2006; Girard *et al*, 2006). The piRNA raw reads/cluster averaged around 4,700 reads, with two clusters, one located in chromosome 13 and one in the 17, giving rise to more than 80,000 piRNA reads (Fig 3C). Analysis of small RNA seq data for directionality suggested a strand bias, where the majority of the piRNAs arise unidirectionally, although some piRNAs were found to be homologous to both strands and at different loci. Of note, one of the clusters in our dataset (hereafter referred to piR-cluster 1, Dataset EV2) is homologous to the human piR-61648 that was recently shown to be selectively expressed in somatic tissues but depleted in gonads (Torres *et al*, 2019; Fig EV2B). In agreement, analysis of small RNA datasets from the RIKEN FANTOM5 project (De Rie *et al*, 2017) showed an enriched expression of the piRNAs bearing sequence homology to piR-cluster 1, as well as of many additional piRNA clusters in human NSCs compared with differentiated brain cells (Fig EV2C and Dataset EV3). Together, these results indicate that *Mili*-dependent piRNAs are more abundant in neural stem/progenitor cells than in their differentiated progeny, thus matching the expression of *Mili*.

Depletion of *Mili* and piRNAs impairs neurogenesis and increases astrogliosis

To infer functions of the piRNA pathway in neurogenesis, we KD *Mili* in aNPCs and investigated the consequences of *Mili* and

piRNA depletion for their proliferation, survival, differentiation, and fate. *Mili* KD did not alter aNPC stemness or proliferation (Fig EV3A), but it led to a dramatic increase in the expression of the astrocyte marker glial fibrillary acidic protein (GFAP) *in vitro* (Fig EV3B). Next, we KD *Mili* *in vivo* by injecting two different GapmeRs antisense to the *Mili* transcript (GapmeR1 shown in Fig 4; GapmeR3 shown in Fig EV3C), or a scrambled GapmeR (Control) in the DG of postnatal mouse hippocampus (Figs 4A–G and EV3D and E). Inspection of brain sections 30 days after bilateral injections indicated a marked increase in GFAP⁺ cells that showed enlarged somas in the ipsilateral hippocampus injected with GapmeR antisense to *Mili*, compared with the contralateral side injected with control GapmeR (Figs 4D and EV3D). Quantification of GFAP protein (fluorescence intensity) and transcript in *Mili* KD hippocampus (Figs 4E and EV3D) confirmed this observation. To ascertain whether GFAP⁺ cells were actively generated upon *Mili* KD, we labeled dividing cells by administration of bromodeoxyuridine (BrdU) in a third cohort of mice, immediately after GapmeRs injection (Figs 4F and EV3E). Thirty days after, we found that *Mili* KD led to a significant increase in adult-born GFAP⁺BrdU⁺ glial cells at the expense of NeuN⁺BrdU⁺ neurons (Figs 4F and EV3E). This result was corroborated by RNA seq dataset analysis from differentiating aNPCs *in vitro*, showing an enrichment in the expression of astrocyte-related genes and a concomitant deregulation of neuronal fate genes upon *Mili* KD (Fig EV3F). These results indicate that *Mili* sustains neurogenesis in the postnatal hippocampus, at the expense of gliogenesis. Increased GFAP expression is generally regarded as a hallmark of astrocytic reactivity (Escartin *et al*, 2021). In agreement, we observed a significant increase in the levels of known reactive glial markers (Liddelot *et al*, 2017; Clarke *et al*, 2018) upon *Mili* KD in the postnatal hippocampus (Fig 4G). To corroborate this result, we took advantage of Kainic Acid (KA) injection in the postnatal hippocampus of mice expressing GFP under the control of the NSCs/NPCs specific promoter *Nestin* (Fig 4H), a treatment previously shown to induce aNSC conversion into reactive glia (Sierra *et al*, 2015; Bielefeld *et al*, 2017). Indeed, this treatment reduced the levels of *Mili* and one of the most abundant piCS-bearing sequence homology to piR-cluster 1 in sorted *Nestin*-GFP⁺ NSCs (Fig 4H). Altogether, these results demonstrate that *Mili* functions are essential for proper neurogenesis and prevent reactive gliogenesis in the postnatal mouse hippocampus.

Depletion of Mili and piRNAs in aNPCs results in senescence-associated phenotypes

Conversion of hippocampal NSC into reactive glia at the expense of neurogenesis has been related to increased neuroinflammation and cellular senescence (Martín-Suárez *et al*, 2019; Babcock *et al*, 2021), and it has been observed in normal aging (Clarke *et al*, 2018). The involvement of the piRNA pathway in these mechanisms is unknown. We investigated whether the depletion of Mili and piRNA induces senescence-associated secretory phenotype (SASP), β -galactosidase activity (β -gal) and cell cycle exit, known hallmarks of

an aged hippocampal niche (Ahlenius *et al*, 2009; Encinas *et al*, 2011; Jin *et al*, 2021). In agreement with the *in vivo* phenotypes, Mili KD in aNPCs cultures induced a significant increase in the expression of several genes encoding immune-modulatory and SASP proteins in neuroblasts (DIF4), compared with control cells (Fig 5A). Moreover, Mili KD resulted in a higher proportion of cells positive for β -gal as early as 48 h upon induction of their spontaneous differentiation (Fig 5B). At the same time point, we immunostained aNPCs with anti-Ki67 (a protein that is expressed in all phases of the cell cycle except G0 and early G1; Yu, 1992) and anti-BrdU antibodies. Quantification of the BrdU⁺ and Ki67⁺ cells over

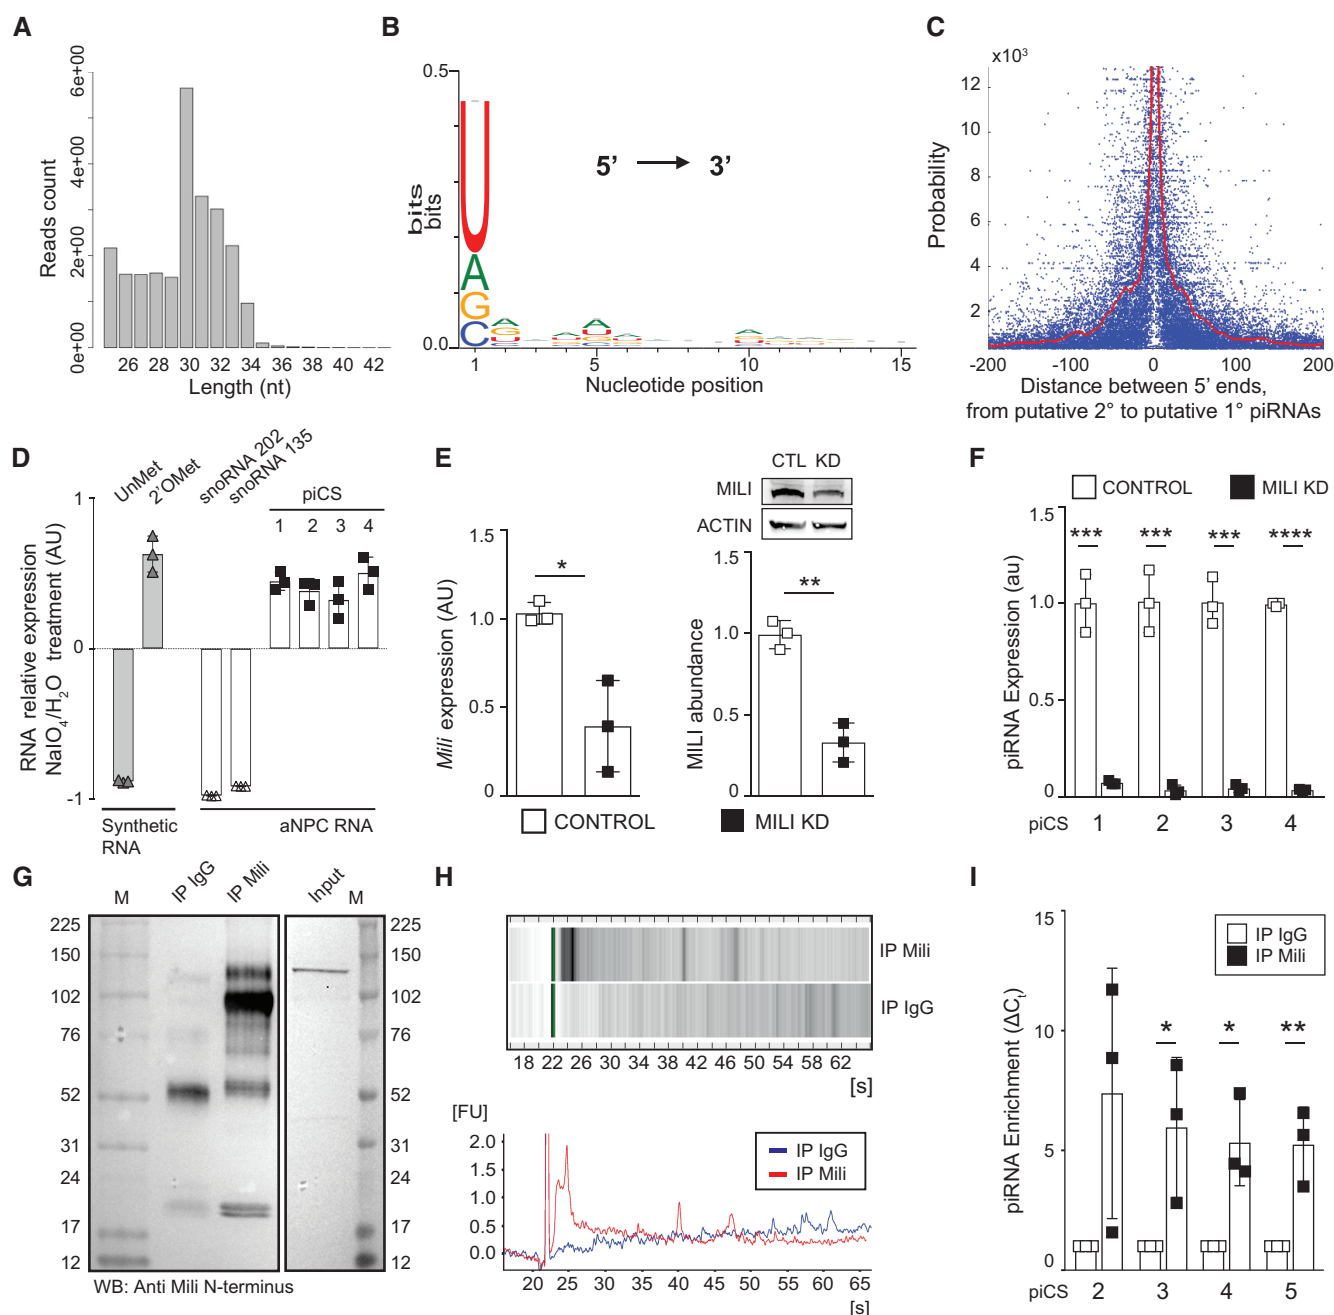

Figure 2.

Figure 2. Identification and validation of piRNAs in aNPCs.

- A–C (A) Size distribution of the piRNA reads showing (B) uridine bias at piRNA 5' ends and (C) probability of distances from the 5' ends of putative secondary piRNAs to the 5' ends of putative primary piRNAs. Note in panel C that 5' termini of putative primary and secondary piRNAs derived from the same cluster tend to concatenate around the "0" mark, as reported in other animals. Distance probability was assayed for unique piRNAs (length between 15–35 nucleotides), without taking into account abundance, by locally weighted smoothing linear regression (LOWESS).
- D Relative expression of transcripts bearing piRNA-cluster consensus sequences (piCS) of the top abundant piRNAs, and two control snoRNAs (202 and 135) in aNPC, upon treatment with sodium periodate (NaIO₄) or water and alkaline β-elimination. Synthetic RNA oligos were used as negative (Unmethylated, UnMet) and positive (2'-O-methylated, 2'OMet) controls, respectively. Note that the presence of 3'-end 2'-O-methylation in positive control and piRNAs confers them resistance to periodate oxidation and alkaline β-elimination, in contrast to the depletion in UnMet negative control and snoRNAs.
- E *Mili* mRNA expression (left bar graph); western blot (inset) and quantification (right bar graph) of *Mili* protein abundance in aNPCs upon viral transduction of scrambled shRNA (Control) or shRNA targeting *Mili* (*Mili* KD).
- F Expression of four of the most abundant piCS in control and *Mili* KD aNPCs.
- G–I Western blot (G), analysis by capillary electrophoresis (H), or quantification by qPCR (I) of the endogenous piCS after co-immunoprecipitation (IP) with endogenous *Mili* (IP *Mili*), or control IgG (IP IgG) in lysates of DIF4 aNPCs. In the qPCR abundance of the indicated piCS in the IP *Mili* was normalized to its respective level in the control co-immunoprecipitation (IgG); error bars in (I) represent standard deviation.

Data information: data are expressed as mean ± SEM unless differently indicated, $n = 2$ biological replicates (A–C) and $n = 3$ biological replicates (D–F, I). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, **** $P < 0.0001$, as assessed by the two-tailed Student's t -test. Source data are available online for this figure.

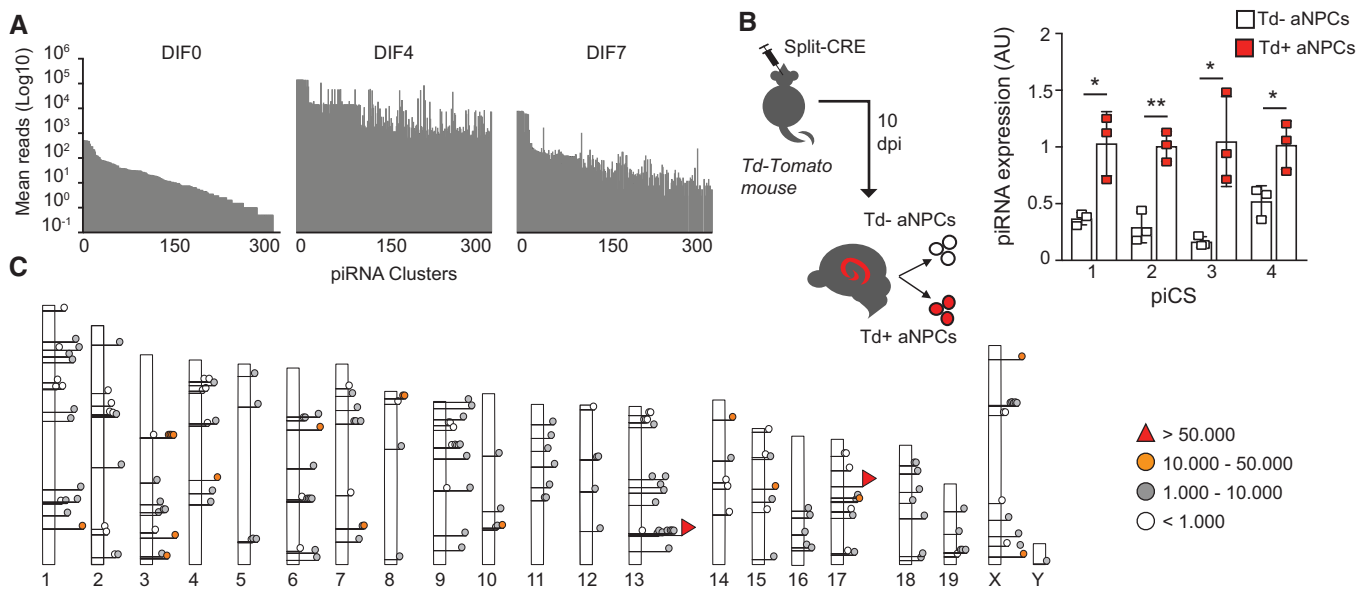**Figure 3. Expression of piRNAs parallels *Mili* abundance in neurogenesis.**

- A Mean reads of the piRNA clusters in undifferentiated aNPCs (DIF0) and neuroblasts (DIF4–7) upon viral-induced neurogenesis, where the total number of filtered reads in each library ranges between 1.4 – 4.4×10^6 .
- B (left) Schematic representation of the experiment; (right) expression of four of the most abundant piCS in sorted Td⁺ and Td[−] cells 10 dpi of split-Cre viruses in hippocampus.
- C Genomic location of the 298 piRNA clusters found in the *Mus musculus* genome (assembly MGSCv37; mm9).

Data information: data are expressed as mean ± SEM, $n = 2$ biological replicates (A, C) and $n = 3$ biological replicates (B). * $P < 0.05$, ** $P < 0.01$, as assessed by the two-tailed Student's t -test carried out for each piCS between Td⁺ and Td[−] cells.

total BrdU⁺ indicated a premature cycle exit upon *Mili* KD (Fig 5C). Similarly, by propidium iodide incorporation and flow cytometry analysis we found a significant increase in the proportion of cells in G0/G1 phase and a concomitant decrease in S phase cells upon *Mili* KD (Fig 5D; *Mili* KD G0/G1 = 89.8%, $S = 6.03\%$, G2/M = 4.03%; Control G0/G1 = 84.7%, $S = 8.97\%$, G2/M = 6.27%). *Mili* KD did not lead to apoptosis (Fig EV4A and B), whereas it led to altered expression of genes encoding proteins associated with oxidative stress, circadian mechanism (Fig EV4C and D, and Dataset EV4), and

senescence-induced cell cycle exit (Fig 5E and F) in agreement with previous reports (Schouten *et al*, 2020; Adusumilli *et al*, 2021; Babcock *et al*, 2021). Strengthening this evidence, we found increased β-gal activity in the ipsilateral hippocampus injected with different GapmeRs antisense to *Mili*, compared with the contralateral side injected with control GapmeR (Figs 5G and EV4E and F). Next, we sorted *Nestin*-GFP⁺ NSCs from the DG of young (6 weeks) and ~12 months old mice (i.e., when the majority of hippocampal NSCs turn into an aged phenotype; Martín-Suárez *et al*, 2019) and found

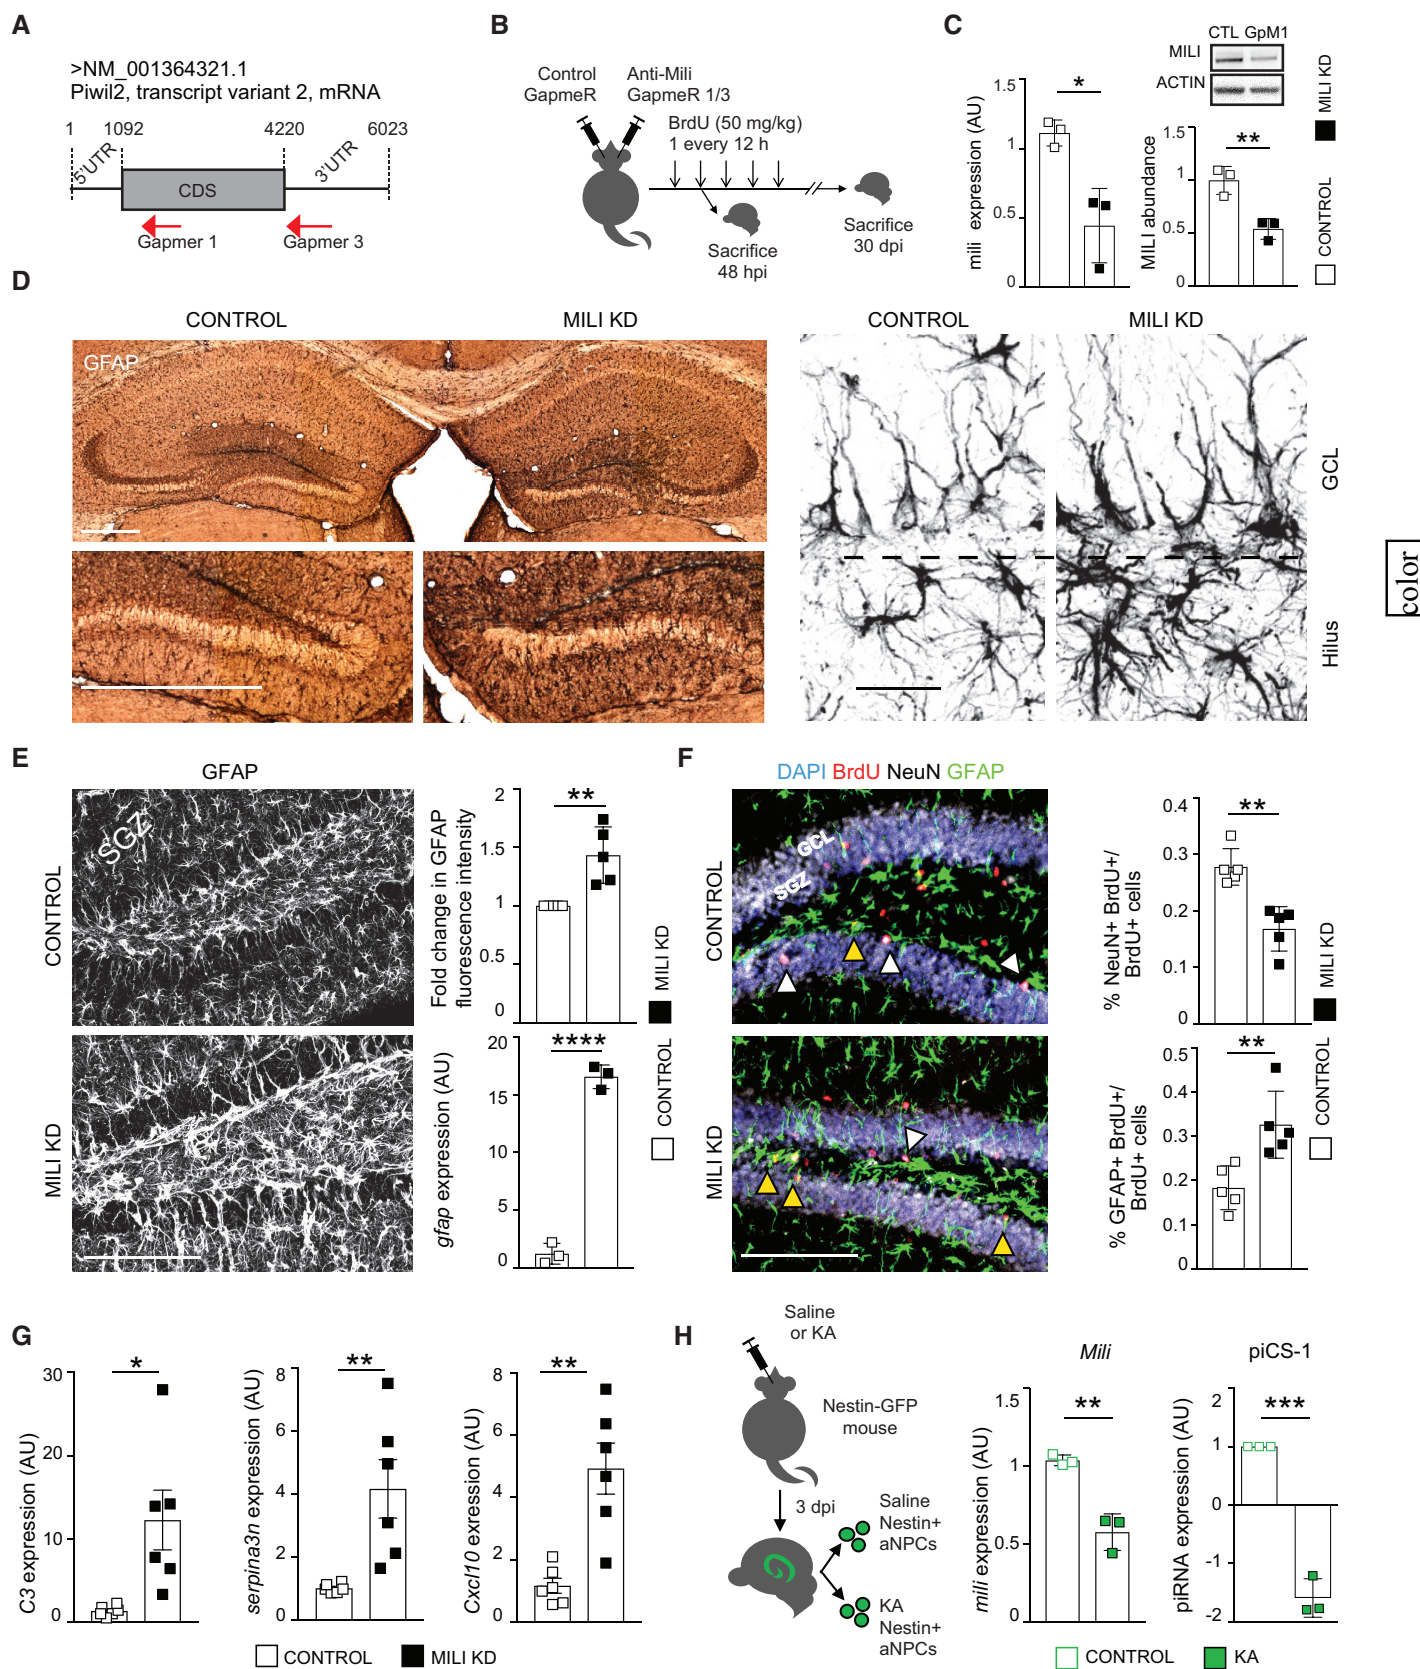

Figure 4.

Figure 4. Depletion of Mili and piRNAs impairs neurogenesis and increases astrogliosis.

- A Representation of the targeting regions of GapmeR1 and 3 on the *Mili* transcript.
- B Scheme of the *in vivo* experiment.
- C *Mili* mRNA expression (left bar graph); western blot (inset) and quantification (right bar graph) of Mili protein abundance in lysates from the DG of mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR1 against *Mili* (Mili KD).
- D Representative light microscopy (left) and confocal (right) micrographs of postnatal hippocampal sections, immunostained for GFAP at 30 dpi of scrambled (Control, left hemisphere) and GapmeR1 against *Mili* (Mili KD, right hemisphere).
- E Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP at 30 dpi of scrambled (Control) and GapmeR1 against *Mili* (Mili KD); Right panels: Fold change in GFAP fluorescence intensity level (upper graph) in a hippocampal region of interest (ROI) of 500 μm^2 in brain slices upon Mili KD compared with Control; *Gfap* mRNA levels (lower graph) in the DG from mouse hippocampi 48 h after the injection of scrambled (Control) or GapmeR1 (Mili KD).
- F (left) Representative immunofluorescence micrograph of postnatal hippocampal sections immunostained for GFAP (green), BrdU (red), NeuN (white), and nuclear DNA (blue) at 30 dpi of scrambled (Control) or GapmeR1 against *Mili* (Mili KD); (right graphs) percentages of NeuN⁺BrdU⁺ (white arrowheads in the images), or GFAP⁺BrdU⁺ (yellow arrowheads in the images) double-positive cells over total BrdU⁺ cells.
- G Relative mRNAs expression of reactive astrocyte markers in the hippocampus 48 h upon injection of scrambled (control, $n = 6$ mice) or GapmeRs against *Mili* (Mili KD, $n = 3$ mice GapmeR1 and $n = 3$ mice GapmeR3).
- H (left) Schematic representation of the experiment; *Mili* mRNA (left graph) and piCS1 (right graph) expression in sorted GFP⁺ NSCs from *Nestin*-GFP mice treated with Saline (Control) or Kainic Acid (KA).

Data information: data are expressed as mean $\pm$ SEM, $n = 3$ (C, D, E mRNA, H) and 5 (E, F) biological replicates. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, **** $P < 0.0001$, as assessed by the two-tailed Student's *t*-test. UTR, untranslated region; CDS, coding sequence; GCL, granular cell layer; SGZ, subgranular zone. The scale bars represent 1 mm (D, left), 10 μm (D, right), and 100 μm (E, F).

Source data are available online for this figure.

that *Mili* transcript was significantly reduced in aged NSCs compared with the young (Fig 5H). These results indicate that Mili functions likely prevent the senescence of aNPCs and their progeny.

Identification of piRNA targets in neurogenesis

Next, we sought to identify targets of piRNAs in aNPCs lineages. In contrast to germline piRNAs, which primarily target TEs, somatic piRNAs have also homology with, or pair by sequence complementarity, to a variety of noncoding RNAs including tRNAs and others from repetitive elements (Keam *et al*, 2014; Rojas-Riós & Simionel, 2018). Thereby, we first performed *in silico* prediction of noncoding RNAs targeted by the piRNAs identified in our model. Accordingly, TEs were just a minor percentage of the predicted noncoding RNA targets in both undifferentiated aNPCs and progeny (Fig 6A and B), despite their proportion being increased upon induction of neurogenesis (Fig 6B). The latter finding is in agreement with

the activation of TEs (e.g., LINE1) observed during neuronal differentiation (Muotri *et al*, 2005; Coufal *et al*, 2009; Upton *et al*, 2015). Interestingly, transcripts from repeats such as 5S rRNA and tRNAs were the main predicted targets in both undifferentiated (47% and 40%, respectively) and progeny (35% and 16%, respectively, Fig 6A and B). To ascertain whether these noncoding RNAs are modulated upon Mili and piRNA depletion, we quantified their levels in Mili KD aNPCs and progeny (Fig 6C). Indeed, Mili depletion significantly elevated levels of 5S rRNA and SINEB1 family of TEs in both undifferentiated aNPCs and progeny, compared with scrambled control (Fig 6C), whereas LINE1, here quantified with a qPCR assay detecting the full-length transcript, was initially refractory to Mili depletion and its level only increased late in differentiation (Fig 6C).

To identify which protein-coding transcripts are modulated upon Mili depletion in aNPCs lineages, we analyzed RNA seq data from Mili KD or scrambled control cells during their spontaneous

Figure 5. Depletion of Mili and piRNAs in aNPCs results in senescence-associated phenotypes.

- A Heatmap illustrating the expression of genes encoding proteins involved in immune-modulatory and senescence-associated phenotype in differentiating neuroblasts (DIF4) upon Mili KD, compared with control cells. Expression heatmap correlation plots were computed by the k-means clustering method. Scale bar indicates Z-scores.
- B Representative bright-field microscopy images (left) and quantification (right) of β -galactosidase⁺ aNPCs as percent of total cells upon Mili KD, or control 48 h after induction of spontaneous differentiation.
- C Representative fluorescence microscopy images (left) and quantification (right) of control or Mili KD neuroblasts 48 h after spontaneous differentiation, immunostained with anti-BrdU (white) and Ki67 (purple) antibodies. (Right) Percentage of BrdU⁺ and Ki67⁺ cells over BrdU⁺ cells.
- D Representative cell cycle analysis of propidium iodide staining by flow cytometry in neuroblasts 48 h after spontaneous differentiation; Percentage of cells in G0/G1 and S is reported in the text.
- E Relative mRNA expression of genes encoding proteins involved in the regulation of cell cycle in control and Mili KD neuroblasts 48 h after spontaneous differentiation.
- F Transcript abundance expressed in transcripts per million (TPM) of genes encoding proteins involved in the regulation of cell cycle and differentiation (left) or cell cycle (right) in DIF4 neuroblasts upon Mili KD, compared with control cells.
- G Representative light-microscopy images of the β -galactosidase staining of postnatal hippocampal sections, 30 dpi of scrambled (Control, left hemisphere) and GapmeR1 against *Mili* (Mili KD, right hemisphere). See Fig EV4E for a larger image of this section.
- H (left) Scheme of the *in vivo* experiment; (right) *Mili* mRNA expression in *Nestin*-GFP sorted cells from young (6 weeks) and old (56 weeks) mice.

Data information: data are expressed as mean $\pm$ SEM, $n = 3$ (A, D–F, H) and 5 (B, C) biological replicates (in A each biological replicate was sequenced with two separate flow cells). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, **** $P < 0.0001$, as assessed by the two-tailed Student's *t*-test. The scale bars represent 50 μm (B, C) and 500 μm (G).

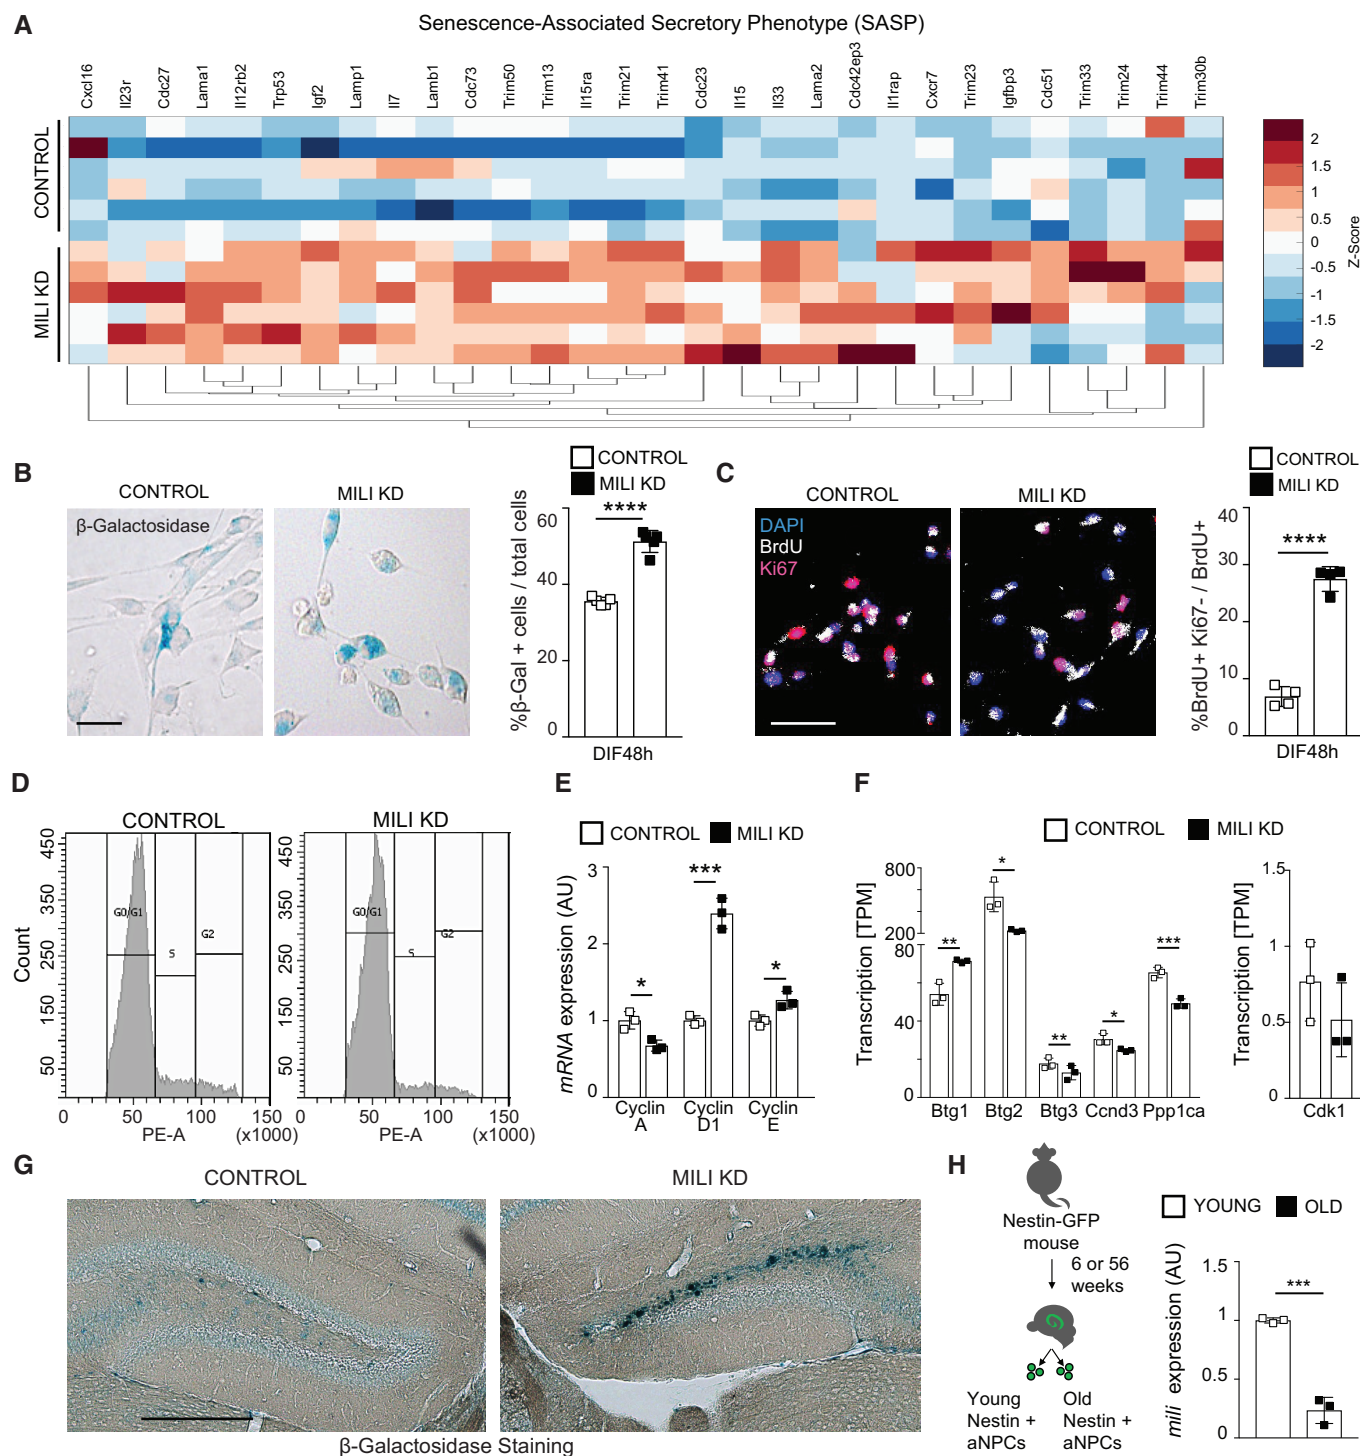

Figure 5.

differentiation, at the peak of Mili and piRNA expression (i.e., DIF4). Most of the transcripts modulated upon Mili depletion were upregulated (Fig 6D), and most of them bore sequences antisense to piRNAs and/or harbored homologous sequences to piRNAs (Fig 6D and E). More specifically, we observed that transcripts from individual genes are targeted by multiple unique piRNAs, with a maximum of 11,904 piRNAs targeting a single modulated gene (Fig 6F), and a

maximum of 9,870 piRNA transcripts per million (TPM) targeting a single mRNA (Fig 6G).

To address possible functions of the piRNA targets in aNPCs we searched the Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. GO analysis of the upregulated protein-coding targets upon Mili depletion indicated a prevalence of genes involved in the regulation of chromatin, transcription, mRNA

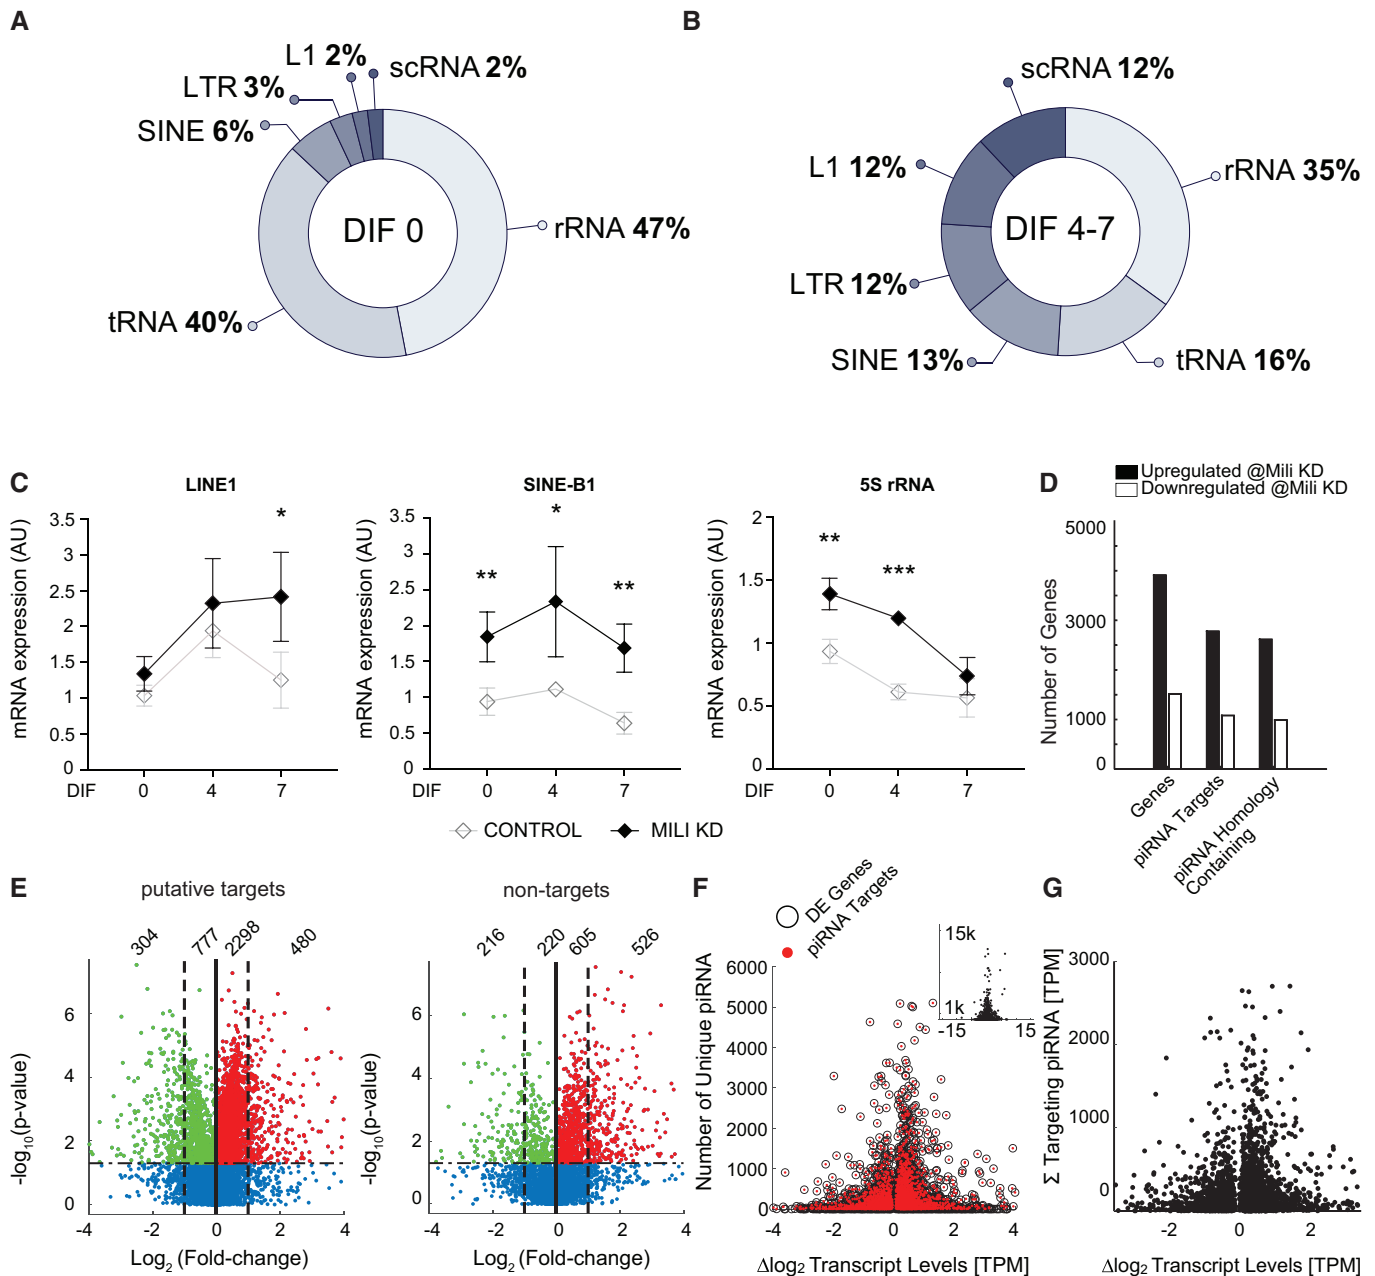

Figure 6. piRNAs target repetitive elements and mRNAs in neurogenesis.

- A, B** Pie plots showing proportions of noncoding RNAs predicted targets of piRNAs in undifferentiated aNPCs (DIF0) and differentiating neuroblasts (DIF4-7).
- C** Transcript levels of *LINE1* 5'UTR, *SINEB1*, and *5S rRNA* in the MILI KD or control aNPCs (DIF0) and differentiating neuroblasts (DIF4-7).
- D** Total counts of upregulated (black bars) and downregulated protein-coding genes (white bars) in MILI KD versus scrambled control neuroblasts at DIF4.
- E** Volcano plots showing the log₂ fold change of significantly altered mRNA transcripts (numbers of each category indicated) that are target or nontarget of the piRNAs.
- F** The log₂ fold change of significantly altered mRNA transcripts (abscissa) plotted with the raw number of unique piRNA sequences qualified as targeting molecules (ordinate) for all modulated genes (black circles), and piRNA-targeted genes (red dots), identified by RNA seq. The modulated genes without piRNA target sequences concatenate at the bottom at the "y = 0" value; total range, inset.
- G** The log₂ fold change of significantly altered piRNA-targeted mRNA transcripts (abscissa) plotted with the summed levels of all mRNA-targeted (complementary) piRNA molecules (ordinate), identified by RNA seq.

Data information: data are expressed as mean $\pm$ SEM, *n* = 3 (C) biological replicates. Data are expressed in transcripts per million (TPM) as the mean levels of six sequencing runs (three biological replicates sequenced with two separate flow cells) profiles at DIF4 (D–G). Outliers (mean calculation) were detected by more than three mean absolute deviations, for a final "n" value between 4 and 6 samples. *P < 0.05, **P < 0.01, ***P < 0.001, as assessed by the two-tailed Student's *t*-test. (G) The two-sample Kolmogorov–Smirnov test on the change in expression between piRNA target and nontarget genes, *P*-value = 3.21e-260.

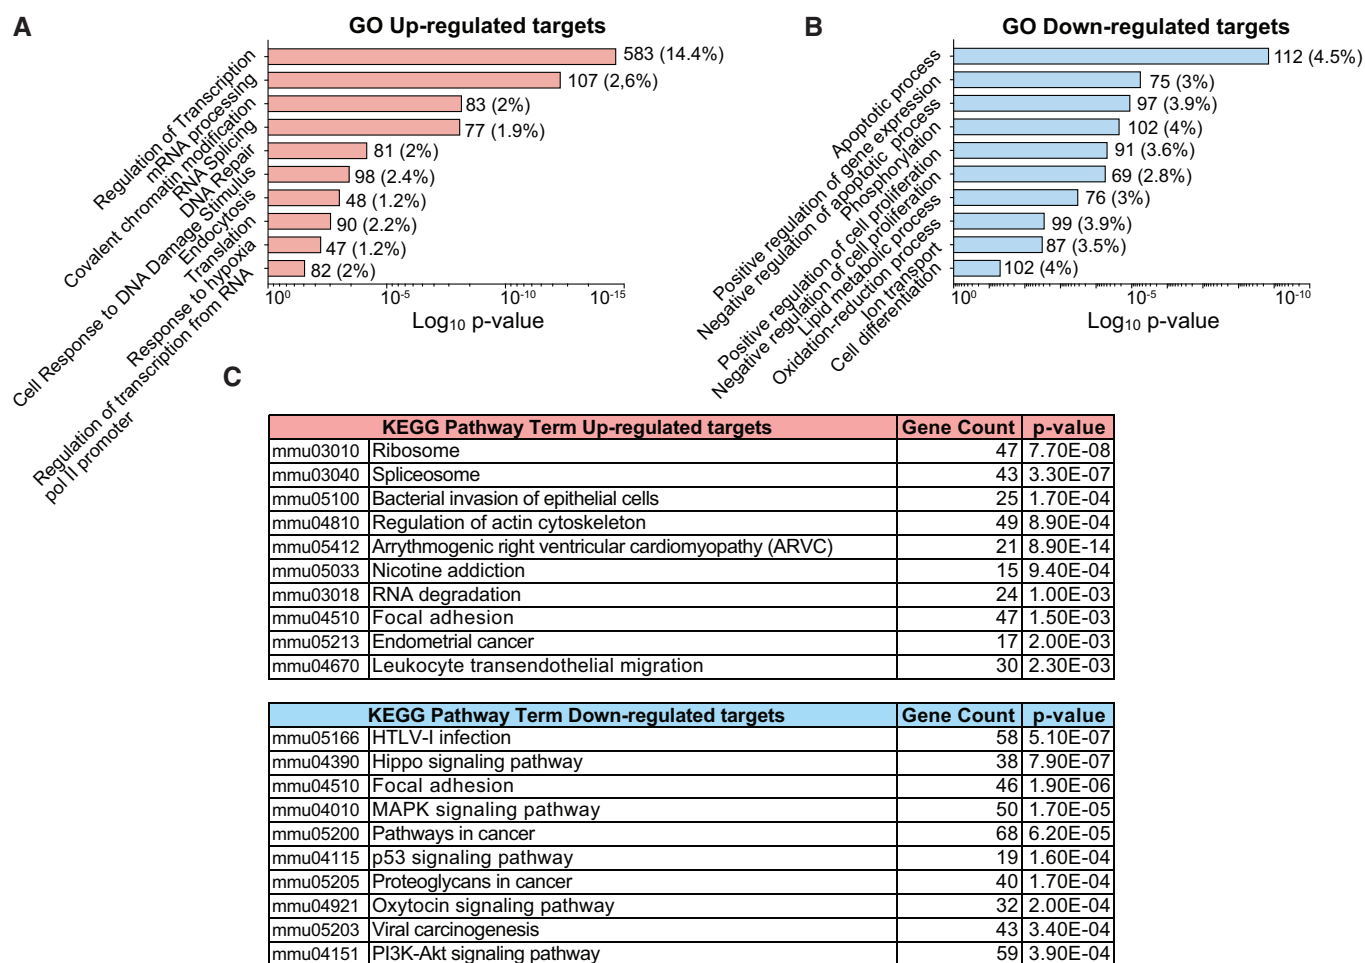

Figure 7. Analysis of genes and pathways modulated upon Mili and piRNA depletion.

A, B Bar graph showing the top biological pathways of significantly upregulated (A) and downregulated (B) protein-coding genes in Mili KD neuroblasts at DIF4; Numbers in each category indicate gene counts and percentages are normalized on the total number of genes for each category.

C Most significant terms generated from KEGG pathway analysis of the modulated targets.

processing, translation, and DNA repair (Fig 7A), which are well-known functions regulated by the piRNA pathway in both germline and somatic tissues (Czech *et al*, 2018; Rojas-Riós & Simonelig, 2018; Ozata *et al*, 2019). Among the downregulated protein-coding targets, we found genes involved in the regulation of apoptosis, cell proliferation, oxidative pathway, and differentiation (Fig 7B), in agreement with the main phenotypes that we observed upon Mili depletion in neurogenesis. “Ribosome” and “Spliceosome” were the top terms among upregulated genes in the KEGG pathway analysis; whereas, cancer-related terms were common among the downregulated pathways (Fig 7C), in agreement with the known oncogenic role of Piwi2 in various human tumors (Lee *et al*, 2006). As 5S rRNA and SINEB1, both involved in the control of ribosome biogenesis and translation, are among the piRNA targets in aNPCs and because the dysregulation of ribosome biogenesis has been associated with cellular senescence (Liu & Sabatini, 2020), we investigated ribosome density and translation in Mili KD aNPCs and progeny. Accordingly, Mili depletion increased the density of polyribosomes in both undifferentiated and differentiating aNPCs compared with control cells (Fig EV5A and B), as revealed by immunostaining for the ribosomal

protein RPL26 imaged with stimulated emission depletion (STED) nanoscopy (Viero *et al*, 2015). Furthermore, the protein synthesis rate, measured by OPP (O-propargyl-puromycin) labeling of nascent proteins, was significantly increased upon Mili depletion in differentiating neuroblasts (DIF7), but not in undifferentiated aNPCs (DIF0) (Fig EV5C), in agreement with the notion that the density of ribosomes over a transcript does not necessarily correlate with its translation (Mills & Green, 2017).

In sum, these results indicate that the piRNA pathway is present and preferentially expressed in adult hippocampal NSC/aNPCs compared with their progeny, where it exerts a wide range of gene-modulatory functions essential for their fitness and neurogenesis.

Discussion

This study provides the first evidence of the role of the piRNA pathway in neurogenesis. By investigating the presence of Mili and Mili-dependent piRNAs in aNPCs and by inferring functions of this

pathway in the regulation of adult hippocampal neurogenesis, we provide evidence of an essential role for Mili in maintaining NSC fitness and proper fate. This finding adds a new layer of complexity to the understanding of adult brain plasticity and entails implications for aging and neuronal disorders, where dysregulated expression of the piRNA pathway has been reported, such as neurodegeneration (Jain *et al*, 2019; Wakisaka, 2019) and various psychiatric conditions (Page *et al*, 2021).

At the functional level, the Piwi proteins in gonads and bone marrow maintain stem cell pools by preserving their fitness (De Luca *et al*, 2016; Rojas-Riós & Simonelig, 2018). Similarly, our data indicate that Mili is required to maintain the fitness of NSC/NPCs in the adult hippocampus. We find that piRNAs are enriched in aNPCs and their expression is dynamic along neurogenesis, mirroring Mili. Moreover, Mili depletion in aNPCs leads to premature cell cycle exit, increases generation of reactive glia, and alters the expression of several inflammatory, reactive oxygen, and circadian-related genes, which are known hallmarks of an aged hippocampal niche (Bonaguidi *et al*, 2011; Encinas *et al*, 2011; Clarke *et al*, 2018; Martín-Suárez *et al*, 2019; Schouten *et al*, 2020); accordingly, we find a reduced expression of Mili in hippocampal NSCs of aged mice. In contrast to the dispensable role of Piwi proteins for hematopoiesis (Nolde *et al*, 2013), however, Mili is required for the proper neurogenesis fate. Thereby, our data support the idea that Mili regulates the fate choice in the hippocampal niche, implicating functions of the piRNA pathway in the maintenance of lifelong neurogenesis, possibly to prevent or delay its drift toward reactive gliogenesis. While some of these conclusions require further longitudinal investigations in Mili knockout mice (ideally, bearing *Lox-P* sites to selectively restrict the deletion of Mili to distinct NSC subpopulations), this study underpins a possible involvement of the piRNA pathway in brain plasticity and aging.

At the mechanistic level, several unresolved questions arise from this study. Perhaps the most crucial one is whether Mili functions in neurogenesis are mediated through piRNAs. Indeed, Piwi proteins regulate targets at both the transcriptional and post-transcriptional levels. However, these mechanisms are very complex and differ according to the cell type, the Piwi proteins involved, effectors, and their subcellular localization and do not necessarily require cleavage-competent Piwi or piRNAs (Czech *et al*, 2018; Ozata *et al*, 2019). Our data indicate the presence of key players of the piRNA pathway, such as Mili, several cofactors, as well as piRNAs (fulfilling most of the criteria characterizing them, such as length, U-Bias, 2'-O-Methylation at their 3' ends, inter-distance, Mili-dependence and -interaction) in aNPCs. We also uncover that this pathway targets, either directly or indirectly, more than 6,000 genes in neurogenesis including repetitive elements, and several genes are known to be regulated by piRNAs in other tissues and cell types; however, given this level of complexity, the mechanisms mediating gene-regulatory functions of the Mili-piRNA complexes in our model certainly warrant further investigation. Future exploitation of the “simplified” aNPC model (where Mili is the main Piwi protein, while other cofactors such as the testis-specific methyl transferase Hen1 are missing), would disentangle the mechanism of piRNA biogenesis and function in neurogenesis, providing the biological understanding of scientific and therapeutic value for brain plasticity and successful aging.

Materials and Methods

Reagents and Tools table

Reagent/<br>resource	Reference or source	Identifier or catalog<br>number
Experimental models		
C57BL/6J<br>(<i>M. musculus</i>)	Jackson Lab	B6.129P2Gpr37tm1Dgen/J
Td-Tomato ^{fllox/WT}<br>(<i>M. musculus</i>)	Jackson Lab	Madisen <i>et al</i> (2010)
Mili null mice<br>(<i>M. musculus</i>)	European mouse<br>mutant archive<br>(EMMA)	Di Giacomo <i>et al</i> (2013)
Nestin-GFP<br>(<i>M. musculus</i>)	C. Fitzsimons' Lab	Mignone <i>et al</i> (2004)
Antibodies		
Mouse-anti-MILI	Santa Cruz 1:100 WB	Cat # sc-377347
Mouse-anti-MILI	Santa Cruz 1:100 WB,<br>1:25 IP	Cat # sc-377258
Rabbit-anti-MILI	G. Hannon's Lab 1:150<br>WB, 1:100 IF/IHC	
Rabbit-anti-MIWI	G. Hannon's Lab 1:200<br>WB	
Rabbit-anti-ACTIN	Abcam 1:1,000 WB	Cat # ab13970
Rabbit-anti-GADPH	Santa Cruz 1:1,000 WB	Cat # sc-25778
Rabbit-anti-GFAP	Dako 1:1,000 WB, IF/<br>IHC	Cat # Z-0334
Rat-anti-BrdU	Abcam 1:200 IF/IHC	Cat # ab6326
Rabbit-anti-Ki67	Abcam 1:250 IF/IHC	Cat # ab15580
Mouse-anti-NeuN	Millipore 1:250 IF/IHC	Cat # MAB377
Rabbit-anti-RPL26	Abcam 1:500 IF/IHC	Cat # ab59567
Mouse-anti-Nestin	Millipore 1:250 IF/IHC	Cat # MAB353
Rabbit-anti-cleaved<br>caspase-3	Cell Signaling<br>Technology 1:400 IF/<br>IHC	Cat # 9664
IgG	Millipore-Sigma 1:100<br>IP	

Methods and Protocols

Experimental mice

C57BL/6 and Td-Tomato^{fllox/WT} knock-in reporter mice (Jackson Laboratory stock number 007908) (Madisen *et al*, 2010) and Mili null mice (Di Giacomo *et al*, 2013) were housed at Istituto Italiano di Tecnologia (IIT); Nestin-GFP mice (Mignone *et al*, 2004) were housed at the Swammerdam Institute for Life Sciences, University of Amsterdam, The Netherlands. All animal procedures were approved by the IIT animal use committee and the Italian Ministry of health, or by the Commission for Animal Welfare at the University of Amsterdam (DEC protocol 4925, AVD1110020184925), respectively, and

conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the European Community Council Directives. All mice were group-housed under a 12-h light–dark cycle in a temperature and humidity-controlled environment with *ad libitum* access to food and water.

Virus and GapmeR injection

Split-cre viruses or GapmeRs injection was done as previously published (Pons-Espinal *et al*, 2019); briefly, 8 weeks-old mice Td-Tomato^{fllox/WT} or WT C57BL6/J were anesthetized with isoflurane and 1.5 μ l of virus mix (Split-Cre N-Cre:C-Cre), or 1.5 μ l of 50 μ M antisense GapmeR targeting *Mili* or negative control (custom design probes, MILI 339512, Control 339516, Qiagen), were stereotactically injected in the dentate gyrus. Bilateral injection of Control GapmeR in the left hemisphere and *Mili* KD GapmeR in the right hemisphere allowed the analysis of the phenotypes within the same brain. To assess the GapmeRs uptake and the efficacy of *Mili* KD, the first group of mice ($n = 3$ for each GapmeR) was sacrificed 48 h after the injection and the DG and tissue processed for RNA or protein extraction. Another set of animals received 2 BrdU intraperitoneal injections per day for 5 days (50 mg/kg) (one every 12 h) starting 24 h after GapmeRs injection. Animals were sacrificed 30 days after GapmeRs injection ($n = 5$ for each oligo) and tissue processed for histological analysis (Pons-Espinal *et al*, 2019). GapmeR sequences are listed in the Table EV1.

Kainic acid (KA) administration and aNPC collection by fluorescence-activated cell sorting (FACS)

Kainic acid to elicit tonic, nonconvulsive epileptic seizures, was administered as described before (Bielefeld *et al*, 2019). Briefly, 50 nl of 2.22 mM Kainic Acid dissolved in PBS (pH 7.4) was injected bilaterally into the hippocampus at the following coordinates (AP -2.0 , ML ± 1.5 , DV -2.0 mm) (between 9 AM and 1 PM). Control animals were administered saline (pH 7.4). Bilateral dentate gyri from three animals per condition were pooled to allow sufficient recovery of NSC/NPCs. A single-cell suspension was created using a Neural Tissue Dissociation kit (Miltenyi Biotec), according to the manufacturer's protocol. In order to enrich aNPCs from the DG, we used the endogenous GFP expression driven by the Nestin promoter in combination with FACS. Propidium Iodide (5 μ g/ml) was added to the single-cell suspension to assess cell viability. Cells were sorted using a FACS Aria III system (BD) with a 488 nm excitation laser. Cell duplets were removed based on forward and side scatters, and viable cells were selected based on PI negativity. GFP-positive (corrected for autofluorescence) cells were sorted ($\approx 50,000$ cells/pool) and collected in PBS containing 1% FBS. Trizol LS (Thermo Scientific) was added and after resuspension samples were snap-frozen and stored at -20°C .

For RNA extraction and cDNA preparation, Td-Tomato^{fllox/WT} or Nestin-GFP mice were used. Six to ten Td-Tomato^{fllox/WT} mice were euthanized 10 or 30 days after the split-Cre virus injection. DG cells were dissociated with the Neural Tissue Dissociation Kit P (Miltenyi Biotec) and FACS-sorted as previously published (Pons-Espinal *et al*, 2019). FACS-sorted cells were immediately processed for RNA extraction. Cell cycle length was measured by propidium iodide (PI), which binds to DNA by intercalating between the bases, as previously described (Krishan, 1975). Briefly, cells were trypsinized, resuspended in PBS, and fixed with 70% of ethanol for 40 min on

ice. Cells were then centrifuged, resuspended in PBS for 15 min, and then incubated for 1 h at 37°C with 60 μ g/ml of PI (Sigma). Cells were collected by centrifuge and resuspended in ice-cold PBS for FACS analysis.

Primary aNPC isolation and culture

Hippocampal NPCs were prepared and expanded as described previously and induction of spontaneous differentiation by growth factor removal was done as previously described (Pons-Espinal *et al*, 2017, 2019); viral-induced neuronal differentiation of aNPCs was done by transduction of a viral construct expressing Ascl1-ERT2 as previously described (Braun *et al*, 2013).

Histology, immunofluorescence, and imaging

Immunofluorescence staining on brain slices was performed on sections covering the entire dorsal hippocampus as previously described (Pons-Espinal *et al*, 2019). Forty micrometer-thick brain sections were generated using a sliding microtome and were stored in a -20°C freezer as floating sections in 48 well plates filled with cryoprotectant solution (glycerol, ethylene glycol, and 0.2 M phosphate buffer, pH 7.4, 1:1:2 by volume).

To detect Ki67 staining, citrate buffer 10 mM pH = 6 treatment for 10 min at 95°C was used. Secondary fluorescent antibodies were diluted 1:1,000 (Goat Alexa 488, 568, and 647 nm, Invitrogen). Confocal stack images of brain slices (40 μ m) were obtained with the Confocal A1 Nikon Inverted SFC with 20 $\times$ objective (Nikon Instruments, Yokohama, Japan). Cell quantification and analysis were performed using NIS-Elements software (Nikon Instruments) and the Cell-counter plugin in Fiji. GFAP intensity fluorescence analysis was done on fluorescence microscopy images acquired by the Confocal A1 Nikon Inverted SFC with 20 $\times$ objective (Nikon Instruments), with the same parameters for all the sections. Quantification of fluorescence intensity was performed using ImageJ measuring the integrated density of a region of interest (ROI) of 500 μm^2 for each hippocampal slice. Fold change in fluorescence intensity of *Mili* KD hippocampi compared with control ones has been plotted in the graph. For all the quantification analysis, six sections were analyzed from each animal, and the mean of the measures from consecutive sections was used for that individual. DAB staining was performed as previously reported (Bielefeld *et al*, 2019). Briefly, sections were incubated with peroxidase block (Vectashield) and permeabilized with 0.3% PBS-Triton X (PBS-T) and 0.1% PBS-T. Sections were blocked with 0.1% PBS-T and 5% Normal Goat Serum (NGS), incubated with primary antibodies, and subsequently with the corresponding biotinylated secondary antibodies (1:1,000 Goat anti-rabbit, Invitrogen). Signal amplification was performed using the ABC complex (Vectashield), according to the manufacturer's instructions. Sections were incubated with the solution for DAB reaction (Sigma) and counterstained with Hoechst (1:300), mounted, and coverslipped with Vectashield reagent (VECTOR Labs). β -galactosidase detection was obtained with the Senescence Cells Histochemical Staining Kit (Sigma-Aldrich), according to the manufacturer's instructions. Briefly, cells were plated on coverslip in proliferating medium. Forty-eight hours after the induction of spontaneous differentiation, cells were washed twice with PBS 1 $\times$ and incubated with Fixation Buffer 1 $\times$ for 7 min at RT. Next, cells were rinsed with PBS 1 $\times$ and incubated with fresh senescence-associated β -Gal (SA- β -Gal) stain solution at 37°C (no

CO₂) for 4 h. Reaction was blocked with PBS 1×, and coverslips were mounted on slides using Vectashield reagent (Vector Labs). Images were obtained using the microscope Nikon Eclipse 80i (Nikon Instruments, Yokohama, Japan) and the percentage of cells expressing β-galactosidase was quantified over the number of total cells using a Cell-counter plugin in Fiji software. To detect β-galactosidase *in vivo*, brain slices of 40 μm were collected from perfused animals, and the reaction was carried out in free-floating sections as previously described for cells. Images (DAB and β-galactosidase) were obtained using the microscope Olympus BX51 equipped with Neurolucida software (MBF Bioscience), and a full brain slice was reconstructed from acquired fields. Immunofluorescence staining on cell cultures was performed as reported (Pons-Espinal *et al*, 2019). To detect BrdU incorporation, cells were pretreated with 2 N HCl for 30 min at 37°C. Cells were mounted in a mounting medium and counterstained with fluorescent nuclear dye DAPI (Invitrogen). Images were obtained using the microscope Nikon Eclipse 80i at 20× or 40× magnification and quantification was performed using a Cell-counter plugin in Fiji. For the quantification analysis, six fields were analyzed from each coverslip, and the mean of the measures was used for that experimental replica.

Mili knockdown (KD) *in vitro*

Adult neural progenitor cells were infected at MOI = 5 with a lentivirus encoding for a *Mili*-targeted short hairpin (shMILI, pKO.1, Sigma) or for a short hairpin scramble lentivirus (Control, SHC202, Sigma) both decorated with an eGFP reporter. GFP-positive cells were first selected by FACS after three passages and then plated in proliferating or differentiating media, as previously described. We also performed the knockdown using two different synthetic antisense LNA GapmeRs for *Mili* KD or negative control (as for the *in vivo*: *Mili* 339512, Control 339516, Qiagen). Cells were transfected with 150 pmol of GapmeRs 50 μM using Lipofectamin stem transfection reagent (STEM00015, Thermo Fisher) according to the manufacturer's protocol and collected 72 h after treatment. GapmeRs uptake and *Mili* knockdown were assessed by real-time qPCR and Western Blot.

Protein extraction and Western blot

For total protein extraction, adult testes or hippocampus or cell pellets were homogenized in RIPA buffer and the protein concentration was determined using a Bradford Assay kit (Bio-Rad). For blot analysis, equal amounts of protein (30 μg) were run on homemade 10% polyacrylamide gels and transferred on nitrocellulose membranes (GE Healthcare). Membranes were probed with the primary antibodies, followed by HRP-conjugated secondary antibody anti-rabbit or mouse (Invitrogen, A16104, A16072; 1:2,000). LAS 4000 Mini Imaging System (GE Healthcare) was used to digitally acquire chemiluminescence signals, and the band intensities were quantified using Fiji software (Macbiophotonics) (Schindelin *et al*, 2012).

Co-immunoprecipitation of *Mili* and piRNA

Adult NPCs were suspended in ice-cold lysis buffer supplemented with protease inhibitor (Roche) and RNase inhibitor (Promega) and lysed with a 30G syringe needle. Equal concentrations of cell lysate were incubated overnight at 4°C in rotation with either IgG (Millipore-Sigma), or the anti-*Mili* primary antibody (Santa Cruz, sc-37258) and UV cross-linked. Dnase I (Sigma) was added, and the

suspensions were incubated with Dynabeads Protein G (Thermo Fisher) to immunoprecipitate the antigen–antibody complex for 2 h at room temperature in rotation. The magnetic beads were captured on a magnetic rack and washed five times each with buffers at increasing salt concentrations. Ten percent of the final wash solution was removed for RNA extraction and subject to real-time qPCR or analysis with the Bioanalyzer RNA chips (Agilent). The remainder of the beads was captured on a magnetic rack, and the protein content was eluted in RIPA buffer supplemented with 150 mM TCEP, incubated on ice for 10 min, and resolved on a 4–12% polyacrylamide gel. Proteins were transferred and processed for Western blotting as above.

RNA extraction and real-time qPCR

Total RNA was extracted from aNPCs (proliferating and differentiating conditions), or DG dissected from adult C57BL/6, Nestin-GFP, or Td-Tomato^{flox/wt} mice with QIAzol protocol (Qiagen) according to the manufacturer's instructions. One microgram of total RNA was treated with DNase I (Sigma) and cDNA was synthesized using iScript cDNA Synthesis kit (Bio-Rad) or with ImProm-II reverse transcriptase (Promega). Real-time qPCR was performed in a duplex with Actin as a reference gene, with QuantiFast SYBR Green PCR Kit (Qiagen) or TaqMan Assay (Thermo Fisher) on ABI-7500 Real-Time PCR System (Applied Biosystems). Expression levels were determined relative to Actin, using the delta-delta Ct method. Primers were designed using NCBI/UCSC Genome Browser and Primer3 software tools and then checked in PrimerBLAST for their specificity to amplify the desired genes. For piRNA real-time qPCR, total RNA enriched in the fraction of small RNAs was extracted using miRNeasy Mini kit (Qiagen) following the manufacturer's instructions from aNPCs, microdissected DG from hippocampi of C57BL6/J or Td-Tomato^{flox/wt} mice. cDNA was obtained using the TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher) according to the manufacturer's instructions and quantified using the Custom TaqMan Small RNA Assay (Thermo Fisher) on a ABI-7500 Real-Time PCR System (Applied Biosystems). Each sample was normalized to U6 snRNA level (Thermo Fisher). Oligonucleotide sequences are listed in the Table EV1.

RNA library preparation

For small RNA libraries, the quantity and quality of the total RNA isolated from aNPCs/neuroblasts cultures were measured by Nanodrop spectrophotometer (Thermo Fisher) and Experion RNA chips (Bio-Rad). RNA with RNA integrity number (RIN) values ≥ 9.5 were selected for the study. One microgram of high-quality RNA for each sample was used for library preparation according to the Illumina TruSeq small RNA library protocol (Illumina Inc., CA). Briefly, 3' adapters were ligated to 3' end of small RNAs using a truncated RNA ligase enzyme followed by 5' adaptor ligation using an RNA ligase enzyme. Reverse transcription followed by PCR was used to prepare cDNA using primers specific for the 3' and 5' adapters. The amplification of those fragments having adapter molecules on both ends was carried out with 13 PCR cycles. The amplified libraries were pooled together and run on a 6% polyacrylamide gel. The 145–160 bp bands (which correspond to inserts of 24–32 nt cDNAs) were extracted and purified using the Wizard® SV Gel and PCR Clean-Up System (Promega). The quality of the library was assessed by the Experion DNA 1 K chips (Bio-Rad). Small RNA sequencing

using HiSeq2000 (Illumina Inc., CA) was performed by the IIT genomics facility at the Center for Genomic Science (IIT@SEMM, Milan, Italy). For Long RNA Libraries, quantity and quality of the total RNA extracted from WT/Mili KD aNPCs were measured by Qubit 4 Fluorometer (Thermo Fisher) and Bioanalyzer RNA chips (Agilent). RNA with RIN values ≥ 8 were selected for the study. Thirty nanogram of high-quality RNA for each sample was used for library preparation according to the Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus Kit (20040529, Illumina Inc., CA) using the IDT for Illumina Indexes Set A (20040553). Briefly, after ribosomal RNA depletion, RNA was fragmented, denatured and cDNA synthesized. The 3' ends were adenylated and anchors ligated. After amplification and clean-up, the quality of the libraries was assessed by the Bioanalyzer DNA chips (Agilent). Paired-End stranded total RNA sequencing on NovaSeq 6000 Sequencing System instrument (Illumina Inc., CA), was performed by the IIT Genomic facility at the Center for Human Technologies, Genoa, Italy. Sequencing was performed bidirectionally, and in duplicate by two flow cell pairs of 100 and 150 base pairs, for a total of six measurements produced from three independent samples for each differentiation time point and genotype.

Small RNA sequencing data processing

Was done essentially as previously published (Ghosheh et al, 2016). Briefly, Illumina reads were trimmed to remove the 3' adapter using Cutadapt, with parameters -m 25 -q 20. Since piRNA size ranges from 26 to 31 bases, all sequences with length ≤ 24 bases were discarded. Reads mapped to known noncoding RNAs (RNAcentral v6.0 snoRNA, UCSC tRNA, miRBase Release 21 miRNA hairpin and mature miRNA annotation, NCBI complete ribosomal DNA unit) were removed from the datasets. The comparison was performed using NCBI BLASTN v2.6.0 with parameters -max_hsp = 1, -max_target_seqs = 1, -perc_identity = 80, mismatches ≤ 1 , qcovhsp ≥ 90 . Reads were aligned on the nonrepeat-masked UCSC release 9 of the mouse genome (MM9) using bowtie (Langmead & Salzberg, 2012) v2.2.6 with the sensitive preset option and allowed a maximum of 100 alignments. All the reads that aligned to the genome were retained and used for subsequent analysis. piRNA clusters were identified collapsing overlapped piRNA sequences (piRBase Release 1; Zhang et al, 2014) into one cluster (mergeBed with preset options; Quinlan & Hall, 2010). piRNA clusters and all the reads that aligned to the genome were intersected (intersectBed with option -f 1). Intersection files were then parsed using a custom perl script in order to evaluate alignment counts. Differential expression was assessed using DESeq2 (Love et al, 2014). piRNA clusters were considered differentially expressed when the adjusted *P*-value was ≤ 0.05 , and down- and up-regulation was established in the range of ≤ -1 to ≥ 1 log₂ fold change, respectively. piRNA sequences were then categorized for the putative mRNA transcript targets (for each gene). In order to obtain a count of piRNA target levels, which target individual gene transcripts, for each differentiation time point (DIF0-7), piRNA transcripts were expressed in transcripts per million (TPM) and summed for each target category. Spearman correlation was performed between the levels of the piRNA in the Sh-Scramble (control) genotype and compared with the fold-change level of the putative target genes, which were found to be significantly altered (up and down) in the Sh-Mili-KD genotype. In order to assess the clustering behavior of putative piRNAs,

the 5' termini positions of each cluster-associated putative primary and putative secondary piRNA sequences were analyzed for distance, represented as probability, within a range of 200 nucleotides in the 5' direction and 200 nucleotides in the 3' direction of the putative primary piRNAs, as reported previously (Gainetdinov et al, 2018). The positional distance between piRNAs for each cluster was sampled iteratively for each assigned piRNA and normalized by the total number of diverse piRNAs associated with each cluster. The distance probability distribution was assayed by the locally weighted smoothing linear regression method (LOWESS), by using the built-in MATLAB "fit" function (MathWorks, Natick, MA), with a span value of 0.1.

mRNA sequencing data processing

Adapter sequences were trimmed using Cutadapt, after which a quality control trim was implemented on a sliding window of 25 nucleotides, for 2 base pairs with a minimum quality score of 26, with the Bowtie build for the MATLAB bioinformatics suite (MathWorks, Natick, MA). Transcript quantification was performed with the Salmon suite (Patro et al, 2017), on the NCBI mouse genome, release 67, obtained from the ENSEMBL FASTA directory. The identified ENSEMBL gene accessions were grouped for the different transcript reads, and the read counts, expressed in TPM, were summed for the annotated transcripts. Outlier reads for each gene transcript level in TPM were detected by the mean absolute deviations method (MAD), where reads with more than 3 scaled MAD distances from the mean were eliminated from statistical analysis. Then, the mean and SD for each gene were used for statistical analysis among the different genotypes by one-way ANOVA with multiple comparisons. *P*-values lower than, or equal to, 0.05 were selected as the threshold of significance, for a minimum count of 4 of 6 samples per gene. Database for Annotation, Visualization and Integrated Discovery (DAVID, <https://david.ncifcrf.gov/>) (Huang et al, 2009), was used to perform Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway analysis using whole *Mus musculus* genome as background. Expression heatmap correlation plots were computed by the k-means clustering method, with imputation performed by the nearest-neighbor method by the MATLAB "clustergram" function (MathWorks, Natick, MA, USA), as described previously (Eisen et al, 1999).

Periodate oxidation/alkaline β -elimination

Periodate oxidation and alkaline β -elimination were performed as previously described (Balaratnam et al, 2018). Briefly, total small RNA fractions were collected from 8×10^6 aNPCs (per replica). Two portions, each containing 25 μ g of small RNA were dissolved in 87.5 μ l 0.06 M borate buffer (pH 8.6). Then, 12.5 μ l of nuclease-free water (to control group) or 200 mM sodium periodate (to treatment group) were added to the reaction and samples were incubated for 1 h at room temperature. After the incubation, the reaction was stopped by adding 10 μ l of glycerol for another 30 min. For the control group (treated with water), 12.5 μ l sodium periodate was incubated with glycerol for 60 min prior to adding to the samples to maintain the same ion strength between the control and treatment. RNA was then precipitated by ethanol precipitation method 1 h at -80°C . Precipitated RNA was dissolved in 100 μ l of 0.055 M borate buffer (pH 9.5) and incubated for 60 min at 45°C . RNA was precipitated again as before, washed, and used for TaqMan small RNA

assay. As an internal control for the assay, a synthetic piRNA sequence (corresponding to one of the most abundant piRNA found in aNPCs bearing homology to piR-cluster-1) either modified with the 3'-end 2'-O-methylation (positive control) or bearing a terminal 2',3'-hydroxyl group (negative control) were subject to the periodate treatment as above.

Protein synthesis assay

To quantify the protein synthesis rate of cells, we used the Global Protein Synthesis Assay Kit (FACS/Microscopy) and Red Fluorescence kit (Abcam), following the manufacturer's instructions. Briefly, cells in proliferating or differentiating media (DIF7) were treated with Cycloheximide as an inhibitor of protein synthesis, for 30 min at 37°C. Media were replaced with fresh aliquots containing Protein Label (400×) diluted to 1× final concentration and the cells were incubated for additional 30 min at 37°C. Negative control cells were not incubated with the protein label. Samples were analyzed by FACS for red fluorescence generated by *de novo* synthesized protein during click reaction. Translation rate is directly proportional to emitted fluorescence. Cells emitting fluorescence lower than 10^3 were considered negative (P3) and higher than 10^4 were considered positive (P2).

Immunofluorescence, STED nanoscopy, and particle analysis

Confocal and Stimulated Emission Depletion (STED) nanoscopy were performed as previously reported (Vidomini *et al*, 2018; Diaspro & Bianchini, 2020). aNPCs were plated on glass coverslips 24 h before fixation. Cells were fixed with PFA 4%, permeabilized with PBS-T 0.1%, blocked for 1 h at room temperature with PBS-T 0.1% NGS 5%, and incubated according to the dilution suggested by the manufacturer's instructions with 0.01 µg/ml rabbit polyclonal antibody against the N terminus of RPL26 (Abcam) for 1 h at room temperature. Cells were washed extensively and incubated with the secondary antibody goat anti-rabbit ATTO-647N (0.8 µg/ml; Sigma) for 45 min. Nuclei were stained while mounting the coverslip with DAPI-ProLong antifade (Invitrogen). Confocal and STED images were acquired at 23°C with a modified TCS SP5 STED-CW gated and operated with its own imaging software, LAS X (Leica Microsystems, Mannheim, Germany). The microscope has been customized with a second pulsed STED laser line at 775 nm. The beam originates from a Onefive Katana HP 8 (NKT, Birkerød, Denmark)

and passes through a vortex phase plate (RPC photonics, Rochester, NY, USA) before entering the microscope through the IR port. The depletion laser pulses are electronically synchronized with the Leica's supercontinuum pulsed and visible excitation laser. The ATTO-647N fluorescence was excited at 633 nm, and the fluorescence depletion was performed at 775 nm. The maximal focal power of the STED beam was 200 mW at 80 MHz. Both beams were focused into the 1.4 NA objective lens (HCX PL APO 100× 1.40 NA Oil STED Orange; Leica). Fluorescence was collected by the same lens, filtered with a 775 nm notch filter, and imaged in the spectral range 660–710 nm by the hybrid detector with a time gating of 1 ns. All the images have a 14 nm pixel size and 37-µs pixel dwell time. The analysis of polysome clusters in aNPC lineages was performed on more than 20 images likewise different cells. Image analysis was performed using the Fiji software.

In silico piRNA targets prediction

For piRNA targets analysis, we divided the sequencing data into one set of 100 piRNA clusters enriched in proliferating aNPCs (DIF0) and a second set of 198 clusters specifically expressed at DIF4/7 stage. The Differential Expression analysis for piRNAs mapping on repeat elements (REs) in DIF4 and DIF7 compared with DIF0 was done using EdgeR software package (Robinson & Oshlack, 2010). Identification of piRNA targets was divided into: piRNAs mapping on REs only/piRNAs mapping on GENCODE elements/piRNAs mapping on REs within GENCODE elements/unannotated piRNAs/piRNAs clusters. Gene Ontology analysis for piRNAs mapping on GENCODE protein-coding genes (but NOT mapping on REs) has been done with the R package GOFuncR (<https://bioconductor.org/packages/release/bioc/html/GOFuncR.html>).

Quantification and statistical analysis

Data are presented as mean ± SEM and were analyzed using Prism 6 (GraphPad). Statistical significance was assessed with a two-tailed unpaired *t*-test for two experimental groups. For experiments with three or more groups, one-way ANOVA with the Bonferroni's multiple comparison test was used. Results were considered significant when $P < 0.05$. The number of samples (*n*) in each group is reported in the figure legend. Exact *P*-values of the experiments are shown in Table 1.

Table 1. Exact *P*-values of the experiments presented in the paper.

Figure	Comparison	<i>P</i> -value	Statistical test
1B	DIF0/DIF7	** <i>P</i> = 0.0022	One-way ANOVA, <i>post-hoc</i> Bonferroni
	DIF0/DIF14	*** <i>P</i> = 0.0001	
	DIF4/DIF7	*** <i>P</i> = 0.0003	
	DIF4/DIF14	**** <i>P</i> < 0.0001	
1C	Testis/Hippocampus	*** <i>P</i> = 0.0004	One-way ANOVA, <i>post-hoc</i> Bonferroni
	Testis/aNPCs	*** <i>P</i> = 0.0005	
1D	Testis/Hippocampus	*** <i>P</i> = 0.0002	One-way ANOVA, <i>post-hoc</i> Bonferroni
	Testis/aNPCs	** <i>P</i> = 0.0013	
1E	Neurons/aNPCs	*** <i>P</i> = 0.0008	Two-tailed Student's <i>t</i> -test
1G	Td ⁻ /Td ⁺ 10 dpi	* <i>P</i> = 0.0224	One-way ANOVA, <i>post-hoc</i> Bonferroni
	Td ⁺ 30/10 dpi	* <i>P</i> = 0.0355	

Table 1 (continued)

Figure	Comparison	P-value	Statistical test
2E	mRNA Ctl/Mili KD	* $P = 0.014$	Two-tailed Student's <i>t</i> -test
	WB Ctl/Mili KD	** $P = 0.0015$	
2F	piCS1 Ctl/Mili KD	*** $P = 0.0004$	Two-tailed Student's <i>t</i> -test
	piCS2 Ctl/Mili KD	*** $P = 0.0005$	
	piCS3 Ctl/Mili KD	*** $P = 0.0002$	
	piCS4 Ctl/Mili KD	**** $P < 0.0001$	
2I	piCS2 anti-Piwi2/IgG	^{ns} $P = 0.1018$	Two-tailed Student's <i>t</i> -test
	piCS3 anti-Piwi2/IgG	* $P = 0.0423$	Two-tailed Student's <i>t</i> -test
	piCS4 anti-Piwi2/IgG	* $P = 0.0142$	Two-tailed Student's <i>t</i> -test
	piCS5 anti-Piwi2/IgG	** $P = 0.0097$	Two-tailed Student's <i>t</i> -test
3B	piCS1 Td ⁻ /Td ⁺	* $P = 0.0164$	Two-tailed Student's <i>t</i> -test
	piCS2 Td ⁻ /Td ⁺	** $P = 0.0028$	
	piCS3 Td ⁻ /Td ⁺	* $P = 0.0184$	
	piCS4 Td ⁻ /Td ⁺	* $P = 0.0278$	
4C	mRNA Ctl/Mili KD	* $P = 0.0152$	Two-tailed Student's <i>t</i> -test
	WB Ctl/Mili KD	** $P = 0.0083$	
4E	GFAP Ctl/Mili KD	** $P = 0.0061$	Two-tailed Student's <i>t</i> -test
	mRNA Ctl/Mili KD	**** $P < 0.0001$	
4F	NeuN Ctl/Mili KD	** $P = 0.0013$	Two-tailed Student's <i>t</i> -test
	GFAP Ctl/Mili KD	** $P = 0.0077$	
4G	C3 Ctl/Mili KD	* $P = 0.0124$	Two-tailed Student's <i>t</i> -test
	Serpin Ctl/Mili KD	** $P = 0.0068$	
	Cxcl10 Ctl/Mili KD	** $P = 0.0013$	
4H	Mili Ctl/KA	** $P = 0.0028$	Two-tailed Student's <i>t</i> -test
	piCS1 Ctl/KA	*** $P = 0.0002$	
5B	β-Gal Ctl/Mili KD	**** $P < 0.0001$	Two-tailed Student's <i>t</i> -test
5C	BrdU Ki67 Ctl/Mili KD	**** $P < 0.0001$	Two-tailed Student's <i>t</i> -test
5D	G0-G1 Ctl/Mili KD	* $P = 0.0186$	Two-tailed Student's <i>t</i> -test
	S Ctl/Mili KD	** $P = 0.0056$	
5E	Cyclin A Ctl/Mili KD	* $P = 0.0132$	Two-tailed Student's <i>t</i> -test
	Cyclin D1 Ctl/Mili KD	*** $P = 0.0003$	
	Cyclin E Ctl/Mili KD	* $P = 0.0266$	
5F	Btg1 Ctl/Mili KD	** $P = 0.0068$	Two-tailed Student's <i>t</i> -test
	Btg2 Ctl/Mili KD	* $P = 0.0174$	
	Btg3 Ctl/Mili KD	** $P = 0.0068$	
	Ccnd3 Ctl/Mili KD	* $P = 0.0279$	
	Ppp1ca Ctl/Mili KD	*** $P = 0.0005$	
5H	Mili young/old	*** $P = 0.0003$	Two-tailed Student's <i>t</i> -test
6C	SINE DIF0 Ctl/Mili KD	** $P = 0.0079$	One-way ANOVA, <i>post-hoc</i> Bonferroni
	SINE DIF4 Ctl/Mili KD	* $P = 0.0405$	
	SINE DIF7 Ctl/Mili KD	** $P = 0.0059$	
	rRNA DIF0 Ctl/Mili KD	** $P = 0.0074$	
	rRNA DIF4 Ctl/Mili KD	*** $P = 0.0002$	
6D	LINE1 DIF7 Ctl/Mili KD	* $P = 0.00472$	Two-tailed Student's <i>t</i> -test
6G	mRNA Target Mili KD/CtlmRNA Nontarget Mili KD/Ctl	$P = 3.21E-260$	Two-sample Kolmogorov-Smirnov test

Table 1 (continued)

Figure	Comparison	P-value	Statistical test
EV1A	mRNA Ctl/GpM1	* $P = 0.0133$	Two-tailed Student's <i>t</i> -test
	mRNA Ctl/GpM3	* $P = 0.038$	
EV1B	WB Ctl/GpM1	*** $P = 0.001$	
	WB Ctl/GpM3	* $P = 0.014$	
EV1C	piCS Ctl/GpM1/GpM3	**** $P < 0.0001$	One-way ANOVA, <i>post-hoc</i> Bonferroni
EV3B	mRNA Ctl/Mili KD	** $P = 0.098$	Two-tailed Student's <i>t</i> -test
	WB Ctl/Mili KD	**** $P < 0.0001$	
EV3C	mRNA Ctl/Mili KD	* $P = 0.0477$	Two-tailed Student's <i>t</i> -test
	WB Ctl/Mili KD	* $P = 0.017$	
EV3D	GFAP Ctl/Mili KD	** $P = 0.0039$	Two-tailed Student's <i>t</i> -test
EV3E	NeuN Ctl/Mili KD	** $P = 0.012$	Two-tailed Student's <i>t</i> -test
	GFAP Ctl/Mili KD	**** $P < 0.0001$	
EV4B	Bcl2 Ctl/Mili KD	** $P = 0.098$	Two-tailed Student's <i>t</i> -test
EV5C	DIF7 Ctl/Mili KD	* $P = 0.0338$	One-way ANOVA, <i>post-hoc</i> Bonferroni

Data availability

Mouse Small RNA sequencing data have been deposited in the European Nucleotide Archive (ENA) under the accession: PRJEB40241 (<https://www.ebi.ac.uk/ena/browser/view/PRJEB40241?show=reads>) and the long RNA sequencing data in the Gene Expression Omnibus (GEO) database under the accession GSE182848 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182848>); human datasets (De Rie *et al*, 2017) are available through RIKEN FANTOM5.

Expanded View for this article is available [online](#).

Acknowledgements

We are grateful to G. Hannon (Cambridge, UK), H. Siomi (Keyo University Japan), and Z. Mourelatos (University of Pennsylvania, USA) for providing Mili and/or Miwi antibodies; G. Enikolopov (Stony Brook University NY, USA) for the *Nestin*-GFP mouse and to D. O'Carroll (University of Edinburgh, UK) for the *Mili* null mice. We thank IIT technical staff (S. Bianchi; M. Pesce; E. Albanesi, M. Morini, D. Vozzi) for excellent assistance; L. Pandolfini (IIT-CHT) for advice in the protocol for piRNA resistance to periodate and M. Veronesi and F. Saccoliti (IIT-CCT) for advice on protein chemistry. We are grateful to N. Tirelli Director of the Open University Affiliated Research Centre at IIT (ARC@IIT), part of the Open University, Milton Keynes MK7 6AA, United Kingdom, for advice and support to KT during his training as a PhD student. This study was funded by Fondazione Istituto Italiano di Tecnologia; and partly by Fondazione Cariplo Grant #2015-0590; AIRC-IG 2017 # 20106; PNRR—CENTRO NAZIONALE 3—“Sviluppo di terapia genica e farmaci con tecnologia a RNA”. CPF was funded by an ERA-NET-NEURON EJTC 2016 grant and by The Netherlands organization for scientific research (NWO). We apologize to those colleagues whose work could not be cited due to space limitations.

Author contributions

Caterina Gasperini: Conceptualization; data curation; formal analysis; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Kiril Tuntevski:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Silvia**

Beatini: Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Roberta Pelizzoli:** Data curation; formal analysis; investigation; methodology. **Amanda Lo Van:** Data curation; formal analysis; visualization. **Damiano Mangoni:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Rosa M Cossu:** Data curation; formal analysis; investigation; visualization; methodology; writing – review and editing. **Giovanni Pascarella:** Data curation; software; formal analysis; investigation; visualization; methodology; writing – review and editing. **Paolo Bianchini:** Formal analysis; investigation; visualization; methodology; writing – review and editing. **Pascal Bielefeld:** Formal analysis; investigation; methodology; writing – review and editing. **Margherita Scarpato:** Formal analysis; methodology. **Meritxell Pons-Espinal:** Supervision; methodology; writing – review and editing. **Remo Sanges:** Software; formal analysis; supervision; methodology; writing – review and editing. **Alberto Diaspro:** Supervision; funding acquisition; methodology; writing – review and editing. **Carlos P Fitzsimons:** Formal analysis; supervision; funding acquisition; methodology; writing – review and editing. **Piero Carninci:** Supervision; funding acquisition; methodology; writing – review and editing. **Stefano Gustincich:** Supervision; funding acquisition; methodology; writing – review and editing. **Davide De Pietri Tonelli:** Conceptualization; data curation; formal analysis; supervision; funding acquisition; investigation; visualization; methodology; writing – original draft; project administration; writing – review and editing.

Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

References

- Adusumilli VS, Walker TL, Overall RW, Klatt GM, Zeidan SA, Zocher S, Kirova DG, Ntitsias K, Fischer TJ, Sykes AM *et al* (2021) ROS dynamics delineate functional states of hippocampal neural stem cells and link to their activity-dependent exit from quiescence. *Cell Stem Cell* 28: 300–314
- Ahlenius H, Visan V, Kokaia M, Lindvall O, Kokaia Z (2009) Neural stem and progenitor cells retain their potential for proliferation and differentiation

- into functional neurons despite lower number in aged brain. *J Neurosci* 29: 4408–4419
- Altman J (1962) Are new neurons formed in the brains of adult mammals? *Science* 135: 1127–1128
- Aravin A, Gaidatzis D, Pfeffer S, Lagos-Quintana M, Landgraf P, Iovino N, Morris P, Brownstein MJ, Kuramochi-Miyagawa S, Nakano T et al (2006) A novel class of small RNAs bind to MILI protein in mouse testes. *Nature* 442: 203–207
- Babcock KR, Page JS, Fallon JR, Webb AE (2021) Adult hippocampal neurogenesis in aging and Alzheimer's disease. *Stem Cell Reports* 16: 1–13
- Balaratnam S, West N, Basu S (2018) A piRNA utilizes HILI and HIWI2 mediated pathway to down-regulate ferritin heavy chain 1 mRNA in human somatic cells. *Nucleic Acids Res* 46: 10635–10648
- Bielefeld P, Sierra A, Encinas JM, Maletic-Savatic M, Anderson A, Fitzsimons CP (2017) A standardized protocol for stereotaxic intrahippocampal administration of kainic acid combined with electroencephalographic seizure monitoring in mice. *Front Neurosci* 11: 1–9
- Bielefeld P, Schouten M, Meijer GM, Breuk MJ, Geijtenbeek K, Karayel S, Tiaglik A, Vuuregge AH, Willems RAL, Witkamp D et al (2019) Co-administration of anti microRNA-124 and -137 oligonucleotides prevents hippocampal neural stem cell loss upon non-convulsive seizures. *Front Mol Neurosci* 12: 1–13
- Bonaguidi MA, Wheeler MA, Shapiro JS, Stadel RP, Sun GJ, Ming GL, Song H (2011) *In vivo* clonal analysis reveals self-renewing and multipotent adult neural stem cell characteristics. *Cell* 145: 1142–1155
- Braun SMG, Machado RAC, Jessberger S (2013) Temporal control of retroviral transgene expression in newborn cells in the adult brain. *Stem Cell Reports* 1: 114–122
- Clarke LE, Liddelow SA, Chakraborty C, Münch AE, Heiman M, Barres BA (2018) Normal aging induces A1-like astrocyte reactivity. *Proc Natl Acad Sci USA* 115: E1896–E1905
- Coufal NG, Garcia-Perez JL, Peng GE, Yeo GW, Mu Y, Lovci MT, Morell M, O'Shea KS, Moran JV, Gage FH (2009) L1 retrotransposition in human neural progenitor cells. *Nature* 460: 1127–1131
- Czech B, Munafò M, Ciabrelli F, Eastwood EL, Fabry MH, Kneuss E, Hannon GJ (2018) piRNA-guided genome defense: from biogenesis to silencing. *Annu Rev Genet* 52: 131–157
- De Luca L, Trino S, Laurenzana I, Simeon V, Calice G, Raimondo S, Podestà M, Santodirocco M, Di Mauro L, La Rocca F et al (2016) MiRNAs and piRNAs from bone marrow mesenchymal stem cell extracellular vesicles induce cell survival and inhibit cell differentiation of cord blood hematopoietic stem cells: a new insight in transplantation. *Oncotarget* 7: 6676–6692
- De Rie D, Abugessaia I, Alam T, Arner E, Arner P, Ashoor H, Åström G, Babina M, Bertin N, Burroughs AM et al (2017) An integrated expression atlas of miRNAs and their promoters in human and mouse. *Nat Biotechnol* 35: 872–878
- Di Giacomo M, Comazzetto S, Saini H, DeFazio S, Carrieri C, Morgan M, Vasiliauskaitė L, Benes V, Enright AJ, O'Carroll D (2013) Multiple epigenetic mechanisms and the piRNA pathway reinforce LINE1 silencing during adult spermatogenesis. *Mol Cell* 50: 601–608
- Diaspro A, Bianchini P (2020) Optical nanoscopy. *Riv Nuovo Cim* 43: 385–455
- Ding D, Liu J, Dong K, Midic U, Hess RA, Xie H, Demireva EY, Chen C (2017) PNLC1 is essential for piRNA 3' end trimming and transposon silencing during spermatogenesis in mice. *Nat Commun* 8: 2–11
- Doetsch F, Caille I, Lim DA, Garcia-Verdugo JM, Alvarez-Buylla A (1999) Subventricular zone astrocytes are neural stem cells in the adult mammalian brain. *Cell* 97: 703–716
- Eisen MB, Spellman PT, Brown PO, Botstein D (1999) Cluster analysis and display of genome-wide expression patterns. *Proc Natl Acad Sci USA* 95: 12930–12933
- Encinas JM, Michurina TV, Peunova N, Park JH, Tordo J, Peterson DA, Fishell G, Koulakov A, Enikolopov G (2011) Division-coupled astrocytic differentiation and age-related depletion of neural stem cells in the adult hippocampus. *Cell Stem Cell* 8: 566–579
- Escartin C, Galea E, Lakatos A, O'Callaghan JP, Petzold GC, Serrano-Pozo A, Steinhäuser C, Volterra A, Carmignoto G, Agarwal A et al (2021) Reactive astrocyte nomenclature, definitions, and future directions. *Nat Neurosci* 24: 312–325
- Gainetdinov I, Colpan C, Arif A, Cecchini K, Zamore PD (2018) A single mechanism of biogenesis, initiated and directed by PIWI proteins, explains piRNA production in most animals. *Mol Cell* 71: 775–790
- Ghosheh Y, Seridi L, Ryu T, Takahashi H, Orlando V, Carninci P, Ravasi T (2016) Characterization of piRNAs across postnatal development in mouse brain. *Sci Rep* 6: 1–7
- Girard A, Sachidanandam R, Hannon GJ, Carmell MA (2006) A germline-specific class of small RNAs binds mammalian Piwi proteins. *Nature* 442: 199–202
- Huang DW, Sherman BT, Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* 4: 44–57
- Jain G, Stüendl A, Rao P, Berulava T, Pena Centeno T, Kaurani L, Burkhardt S, Delalle I, Kornhuber J, Hüll M et al (2019) A combined miRNA–piRNA signature to detect Alzheimer's disease. *Transl Psychiatry* 9: 250
- Jin WN, Shi K, He W, Sun JH, Van Kaer L, Shi FD, Liu Q (2021) Neuroblast senescence in the aged brain augments natural killer cell cytotoxicity leading to impaired neurogenesis and cognition. *Nat Neurosci* 24: 61–73
- Keam SP, Young PE, McCorkindale AL, Dang THY, Clancy JL, Humphreys DT, Preiss T, Hutvagner G, Martin DIK, Cropley JE et al (2014) The human Piwi protein Hiwi2 associates with tRNA-derived piRNAs in somatic cells. *Nucleic Acids Res* 42: 8984–8995
- Kirino Y, Mourelatos Z (2007) Mouse Piwi-interacting RNAs are 2'-O-methylated at their 3' termini. *Nat Struct Mol Biol* 14: 347–348
- Krishan A (1975) Rapid flow cytofluorometric analysis of mammalian cell cycle by propidium iodide staining. *J Cell Biol* 66: 188–193
- Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. *Nat Methods* 9: 357–359
- Lee JH, Schütte D, Wulf G, Füzesi L, Radzun HJ, Schweyer S, Engel W, Nayernia K (2006) Stem-cell protein Piwi2 is widely expressed in tumors and inhibits apoptosis through activation of Stat3/Bcl-XL pathway. *Hum Mol Genet* 15: 201–211
- Lee EJ, Banerjee S, Zhou H, Jammalamadaka A, Arcila M, Manjunath BS, Kosik KS (2011) Identification of piRNAs in the central nervous system. *RNA* 17: 1090–1099
- Leighton LJ, Wei W, Marshall PR, Ratnu VS, Li X, Zajackowski EL, Spadaro PA, Khandelwal N, Kumar A, Bredy TW (2019) Disrupting the hippocampal Piwi pathway enhances contextual fear memory in mice. *Neurobiol Learn Mem* 161: 202–209
- Liddelow SA, Guttenplan KA, Clarke LE, Bennett FC, Bohlen CJ, Schirmer L, Bennett ML, Münch AE, Chung W-S, Peterson TC et al (2017) Neurotoxic reactive astrocytes are induced by activated microglia. *Nature* 541: 481–487
- Liu GY, Sabatini DM (2020) mTOR at the nexus of nutrition, growth, ageing and disease. *Nat Rev Mol Cell Biol* 21: 183–203
- Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15: 1–21

How the deposited data were processed for this re-analysis (not part of the article)

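RNA was measured in 36 samples of mouse aNPCs, 3 in each of 12 groups (3 genotype labels at DIF0, DIF4, DIF7 and DIF14), and each sample was sequenced on 2 flow cells with reads of 100 bp and 150 bp, giving 72 runs. The paper's methods describe total RNA depleted of ribosomal RNA, whereas the sample records give polyA RNA as the molecule. The authors removed adapters with Cutadapt and low-quality bases with a sliding window of 25 nt and a quality of 26, and quantified transcripts with Salmon, for which no versions are stated. The deposited files hold, for each of 88315 transcripts and each run, Salmon's estimated counts, which the authors did not pool or scale. The deposited files also hold TPM, which Salmon scaled to the same sum in every run. The authors then summed TPM per gene, left out values beyond 3 scaled mean absolute deviations from the mean, required at least 4 of 6 runs, and called genes by one-way ANOVA with multiple comparisons at a P of 0.05 or less.

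Transcripts were assigned to genes with the annotation of mm9 from Ensembl release 65, the release at hand, where the paper names release 67. Of the transcripts, 86239 were matched to 29532 genes and 2076 were left out, which held 0.67 to 0.931% of the reads of a run. The estimated counts of a sample's 2 runs were summed and rounded, and TPM was summed over the transcripts of a gene and averaged over the runs. Run depth was 8.06 to 26.4 M reads (median 13.7). Sample depth (lowest, median, highest, in M reads) was 27.9, 36.0 and 49.6 in set 1 at DIF0, 27.5, 32.9 and 35.3 at DIF4, 40.9, 46.6 and 50.5 at DIF7, and 19.3, 19.6 and 21.6 at DIF14. Set 2 had 19.1, 21.2 and 23.3 at DIF0, 23.5, 30.4 and 35.8 at DIF4, 23.4, 24.7 and 27.0 at DIF7, and 19.1, 23.7 and 29.3 at DIF14. Set 3 had 20.3, 21.7 and 27.6 at DIF0, 20.3, 29.2 and 33.0 at DIF4, 25.9, 28.7 and 30.3 at DIF7, and 25.9, 30.4 and 34.7 at DIF14. The median over all samples of a set was 34.1, 23.6 and 28.2 M reads in sets 1, 2 and 3.

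Samples were grouped by the deposited labels. Set 1 is titled wild type and named control, set 2 is titled scrambled and named Mili KD, and set 3 is titled Mili KD and named wild type. Each day was fitted with its 9 samples and each set with its 12. Genes were filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, at a Benjamini-Hochberg adjusted p of 0.05. Standard errors are the absolute log2 fold change divided by the root of F. The common biological coefficient of variation was 0.235 at DIF0, 0.089 at DIF4, 0.178 at DIF7 and 0.107 at DIF14. The difference of the contrasts between days was tested in 6 interaction tests with all samples. Gene lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01 and, as an alternative, an estimated one. Piwil2 TPM was compared by exact permutation tests, whose smallest possible p is 0.1 for 3 against 3 samples and 0.2 for 2 against 3. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.

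The edgeR procedure was tested on simulated data shaped on the 9 samples of DIF4, with 200 genes changed between set 2 and set 3 among 15930. In the real comparison of these sets at DIF4, 6693 of 16382 genes changed, and the simulation held no crossed runs. It therefore does not show the share of false calls in these data. It recovered 68, 76, 86 and 98% of the genes changed 1.5, 2, 4 and 8 fold, with 7 false calls. DESeq2 1.42.0 recovered 70, 80, 86 and 100%, with 37 false calls.

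Fixed at the start were 28 lists: Piwi genes, cell cycle genes shown by the paper, SASP heatmap genes of the paper, neural fate heatmap genes of the paper, neural stem and progenitor, proliferation, neuroblast and neuron, astrocyte, reactive astrocyte, oligodendrocyte lineage, microglia and macrophage, endothelial, mural and fibroblast, senescence and secretory phenotype, interferon-stimulated genes, p53 targets, apoptosis, antioxidant and Nrf2 response, unfolded protein and integrated stress response, hypoxia and glycolysis, core circadian clock, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, spliceosome, cholesterol synthesis, immediate-early genes, replication-dependent histones, mitochondria-encoded genes and sex-linked genes. From the supplement came 3 more, the piRNA pathway genes of Dataset EV1 and the circadian and ROS genes of Dataset EV4. In all, 26 lists were tested with camera. Genes named are the 5 largest rises and the 5 largest falls of each DIF4 and DIF7 comparison with groups apart and a CPM of at least 5, protein-coding and with an assigned gene name, the genes the paper names, up to 2 members each way of a list, and sex-linked genes as a check of identity. Beyond this rule, some genes such as Mki67 were added after the values were seen.

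Alternatives were DESeq2, RLE and upper-quartile scaling, no low-count filter, the compared groups alone, sample number as a block, each flow cell alone, length-scaled TPM counts, protein-coding genes alone, limma on log2 TPM with a pseudocount of 0.5 or 0.1, each sample left out, robust dispersion, the paper's procedure (with the median in place of the mean for left-out values, and p adjusted by Tukey's method over the groups of a gene but not over genes), all 36 samples in 1 fit and CPM in place of TPM. Added later were 4: samples 1 and 3 of set 2 at DIF4 as 1 sample, sample 3 of set 3 at DIF4 by its 100 bp run, the interaction tests without the doubted libraries (with both of these changes and without sample 2 of set 1 at DIF0), and TPM averaged over the transcripts of a gene. Similarity of runs was measured by the ratio of their spread to counting noise over 11749 genes with a mean of at least 50 counts. The gene ontology and KEGG enrichments of the paper, made with DAVID, were not repeated, and the targets of piRNAs were not analysed here.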

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

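The tests between days and the other splits of the samples were set at the start, whereas the pattern of the dividing cells, its explanations and the fit without the doubted libraries were chosen after the results were seen.

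The difference between set 3 and set 2 (Mili KD against scrambled by the titles) was not the same on all days in edgeR. Against DIF0, 1306 genes differed in this contrast at DIF4, 2115 at DIF7 and 1877 at DIF14. For example, Il12rb2, whose change between days was not tested alone, was at 0.533 TPM in set 3 at DIF0 and 4.81 at DIF7, with 0.680 and 0.654 in set 2. Of 25 splits of the same samples, 3 called as many genes at DIF4 (highest other 4281) and 2 at DIF7 (highest other 4725), so a result of the assignment of samples is not excluded there, and splits with several times the real count point to a structure of the samples. At DIF14 only 1 split, the real one, called as many (highest other 0). The splits mixed samples of all 3 sets within a day, also those with and without high Mki67, which would widen the spread. A count of 0 in them therefore does not exclude the assignment of samples at DIF14 either. Without the doubted libraries the counts were 2291, 3752 and 3499.

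For set 2 against set 1 (Mili KD against control by the library names), 2025 genes differed from DIF0 at DIF4, 1680 at DIF7 and 8466 at DIF14. At DIF14 set 1 no longer held high proliferation genes: Mki67 was at 183 TPM at DIF7 and 0.298 at DIF14, and Gfap at 3.25 and 273. Of 25 splits, 1 called as many genes at DIF4 (highest other 324) and 1 at DIF14 (highest other 0), while 2 did at DIF7 (highest other 3544), where the assignment of samples is not excluded. These splits mixed all sets of a day as well, so the counts at DIF4 and DIF14 do not exclude it either. Without the doubted libraries, 2467, 1891 and 10446 genes differed.

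Proliferation genes were high in set 1 at DIF0, DIF4 and DIF7 and low in all other groups. By the labels, the median proliferation gene at DIF0 lay at -6.0 on the log2 scale in set 2 against set 1 and at -6.18 in set 3 against set 1. Set 2 against set 1 holds no knockdown by the titles, and set 3 against set 1 holds none by the library names. The highest Mki67 of set 2 and set 3 at DIF0, 0.539 TPM, lay below the lowest of set 1 at DIF0 to DIF7, 97.5 TPM. These values speak against an effect of the Mili knockdown and against differentiation by day only if the labels hold, which are in doubt, so by the labels both stay open. By the matches to Dataset EV1, the wild-type table of DIF0 went with a group of high Mki67, set 1 at DIF7 (97.5 TPM or more). The wild-type tables of DIF4, DIF7 and DIF14 went with groups of at most 0.56 TPM. If these matches hold, a knockdown cannot account for the difference among these 4 groups, which goes with the day. By staining of undifferentiated cells, the paper reports that Mili KD did not alter proliferation (Fig EV3A). Exchanged group labels could bring the pattern about: 2 of the 4 day tables of Dataset EV1 lay nearest to a labelled group of another day.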

How the results depend on the processing

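The alternatives with merged samples, the single run and without the doubted libraries were chosen after the results were seen.

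With DESeq2, genes changed were 1147 for set 3 against 2 at DIF0, 110 for set 1 DIF0 to DIF4, 489 for set 1 DIF4 to DIF7, 783 for set 2 DIF7 to DIF14, 33 for set 3 DIF4 to DIF7 and 3 for set 3 DIF7 to DIF14, and the share higher was 49.6% for set 2 against 1 at DIF4. With RLE scaling, genes changed were 1 for set 1 DIF0 to DIF4, and the share higher was 49.7% for set 2 against 1 at DIF4. With upper-quartile scaling, genes changed were 3 for set 1 DIF0 to DIF4 and 24 for set 1 DIF4 to DIF7, and the share higher was 60.3% for set 3 against 2 at DIF4 and 58.9% for set 2 against 1 at DIF4. Without a low-count filter, genes changed were 2 for set 1 DIF0 to DIF4, and the share higher was 57.4% for set 3 against 2 at DIF4. With the compared groups alone, genes changed were 3363 for set 3 against 2 at DIF0, 4513 for set 3 against 1 at DIF0, 769 for set 2 against 1 at DIF14, 299 for set 1 DIF4 to DIF7, 6447 for set 2 DIF0 to DIF4, 889 for set 2 DIF4 to DIF7, 21 for set 2 DIF7 to DIF14, 4607 for set 3 DIF0 to DIF4 and 1 for set 3 DIF7 to DIF14, and the share higher was 60.7% for set 3 against 2 at DIF4 and 49.6% for set 2 against 1 at DIF4. Piwil2 passed at -0.91 for set 3 against 2 at DIF4.

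With sample number as a block, which paired no samples (the correlation passed 0.1 in 1 of 9 pairs at DIF0 and 0 of 9 on the other days, and in 3, 5 and 7 of 18 within sets 1, 2 and 3), genes changed were 184 for set 3 against 2 at DIF0, 921 for set 2 against 1 at DIF14, 12 for set 1 DIF4 to DIF7 and 2 for set 3 DIF4 to DIF7. With the 100 bp flow cell alone, genes changed were 1428 for set 3 against 2 at DIF7, 1533 for set 3 against 2 at DIF14, 39 for set 2 against 1 at DIF14, 3024 for set 3 against 1 at DIF14, 1 for set 1 DIF0 to DIF4, 10 for set 1 DIF4 to DIF7 and 137 for set 2 DIF7 to DIF14, and the share higher was 55.4% for set 3 against 2 at DIF4 and 48.4% for set 2 against 1 at DIF4. With the 150 bp flow cell alone, genes changed were 1487 for set 3 against 2 at DIF4, 1558 for set 3 against 2 at DIF14, 4 for set 2 against 1 at DIF14, 2743 for set 3 against 1 at DIF14, 4 for set 1 DIF4 to DIF7, 1295 for set 2 DIF4 to DIF7, 247 for set 2 DIF7 to DIF14 and 3568 for set 3 DIF0 to DIF4, and the share higher was 48.6% for set 2 against 1 at DIF4. With length-scaled TPM counts, genes changed were 967 for set 2 against 1 at DIF14, 1 for set 1 DIF0 to DIF4, 1304 for set 2 DIF4 to DIF7 and 159 for set 2 DIF7 to DIF14, Piwil2 passed at -1.62 for set 3 against 2 at DIF7.

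With protein-coding genes alone, genes changed were 1272 for set 3 against 2 at DIF7, and the share higher was 52.4% for set 3 against 2 at DIF4. With limma on TPM (pseudocount 0.5), genes changed were 4144 for set 3 against 2 at DIF7, 1081 for set 2 against 1 at DIF14, 4 for set 1 DIF0 to DIF4, 1317 for set 2 DIF4 to DIF7 and 153 for set 2 DIF7 to DIF14, and the share higher was 47.5% for set 3 against 2 at DIF4 and 66.2% for set 2 against 1 at DIF4. Piwil2 passed at -0.55 for set 3 against 2 at DIF4. With limma on TPM (pseudocount 0.1), genes changed were 3990 for set 3 against 2 at DIF7, 1064 for set 2 against 1 at DIF14, 1 for set 1 DIF0 to DIF4, 1303 for set 2 DIF4 to DIF7, 145 for set 2 DIF7 to DIF14 and 1 for set 3 DIF7 to DIF14, and the share higher was 47.1% for set 3 against 2 at DIF4 and 66.4% for set 2 against 1 at DIF4. Piwil2 passed at -0.98 for set 3 against 2 at DIF4 and -1.17 for set 3 against 2 at DIF7. With the paper's procedure, whose p is not adjusted over genes, genes changed were 5329 for set 3 against 2 at DIF0, 11405 for set 2 against 1 at DIF0, 11116 for set 3 against 1 at DIF0, 9900 for set 3 against 2 at DIF7, 7793 for set 3 against 2 at DIF14, 4621 for set 2 against 1 at DIF14, 2270 for set 1 DIF0 to DIF4, 3693 for set 1 DIF4 to DIF7, 4719 for set 2 DIF4 to DIF7, 4177 for set 2 DIF7 to DIF14, 1272 for set 3 DIF4 to DIF7 and 493 for set 3 DIF7 to DIF14, and the share higher was 48.1% for set 3 against 2 at DIF4 and 63.7% for set 2 against 1 at DIF4. Piwil2 passed at -0.54 for set 3 DIF0 to DIF4, -0.81 for set 3 DIF4 to DIF7, -0.67 for set 3 DIF4 to DIF14, -0.88 for set 3 against 2 at DIF0, -1.20 for set 3 against 2 at DIF4, -1.74 for set 3 against 2 at DIF7 and -1.05 for set 2 against 1 at DIF14.

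With all 36 samples in 1 fit, genes changed were 1778 for set 3 against 2 at DIF0, 4012 for set 3 against 2 at DIF4, 721 for set 2 against 1 at DIF14, 336 for set 1 DIF0 to DIF4, 1040 for set 1 DIF4 to DIF7, 2281 for set 2 DIF0 to DIF4, 888 for set 2 DIF4 to DIF7, 199 for set 2 DIF7 to DIF14 and 4781 for set 3 DIF0 to DIF4, and the share higher was 73.7% for set 3 against 2 at DIF4 and 49.1% for set 2 against 1 at DIF4. Piwil2 passed at -1.39 for set 3 against 2 at DIF7. With samples 1 and 3 of set 2 at DIF4 as 1, genes changed were 2427 for set 2 DIF0 to DIF4 and 1079 for set 2 DIF4 to DIF7, and the share higher was 57.5% for set 3 against 2 at DIF4. With sample 3 of set 3 at DIF4 by its 100 bp run, the share higher was 56% for set 3 against 2 at DIF4. Without the doubted libraries, genes differing between days were 2291 for set 3 against 2 DIF4, 3752 for set 3 against 2 DIF7 and 3499 for set 3 against 2 DIF14.

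With 1 sample left out in turn, genes changed ran from 69 to 290 for set 3 against 2 at DIF0, 5319 to 11351 for set 2 against 1 at DIF0, 4745 to 11093 for set 3 against 1 at DIF0, 5013 to 8520 for set 3 against 2 at DIF4, 11207 to 11498 for set 2 against 1 at DIF4, 12731 to 13679 for set 3 against 1 at DIF4, 1703 to 4615 for set 3 against 2 at DIF7, 10162 to 11346 for set 2 against 1 at DIF7, 11274 to 12650 for set 3 against 1 at DIF7, 2734 to 3602 for set 3 against 2 at DIF14, 809 to 1571 for set 2 against 1 at DIF14, 5135 to 6381 for set 3 against 1 at DIF14, 0 to 76 for set 1 DIF0 to DIF4, 0 to 879 for set 1 DIF4 to DIF7, 8836 to 9824 for set 1 DIF7 to DIF14, 2227 to 2921 for set 2 DIF0 to DIF4, 1042 to 3754 for set 2 DIF4 to DIF7, 106 to 3491 for set 2 DIF7 to DIF14, 5659 to 8333 for set 3 DIF0 to DIF4, 0 to 5 for set 3 DIF4 to DIF7 and 0 to 0 for set 3 DIF7 to DIF14. The lowest or the highest count lay more than 1.5 times from the main one for set 3 against 2 at DIF0 without set 2 sample 3 (69), set 2 against 1 at DIF0 without set 1 sample 2 (11351), set 3 against 1 at DIF0 without set 1 sample 2 (11093), set 3 against 2 at DIF7 without set 2 sample 3 (4615), set 2 against 1 at DIF14 without set 2 sample 2 (809), set 1 DIF0 to DIF4 without DIF0 sample 2 (76), set 1 DIF4 to DIF7 without DIF4 sample 1 (0) or DIF7 sample 1 (879), set 2 DIF0 to DIF4 without DIF0 sample 3 (2227), set 2 DIF4 to DIF7 without DIF4 sample 1 (1042) or DIF7 sample 3 (3754), set 2 DIF7 to DIF14 without DIF7 sample 2 (106) or DIF7 sample 3 (3491) and set 3 DIF4 to DIF7 without DIF7 sample 3 (5). Without DIF14 sample 2 or 3, set 2 DIF7 to DIF14 gave 155 and 178. The share higher ran from 53.9 to 58.3% for set 3 against 2 at DIF4 and 45.6 to 48.8% for set 2 against 1 at DIF4.

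With 1 sample left out, the log2 fold change of Piwil2 ran from -2.12 to -0.63 for set 1 DIF0 to DIF4, 0.09 to 1.59 for set 1 DIF4 to DIF7, 2.55 to 4.04 for set 1 DIF4 to DIF14, -0.29 to 0.08 for set 2 DIF0 to DIF4, -0.84 to -0.05 for set 2 DIF4 to DIF7, -1.20 to -0.49 for set 2 DIF4 to DIF14, -0.43 to 0.06 for set 3 DIF0 to DIF4, -1.10 to -0.66 for set 3 DIF4 to DIF7, -0.80 to -0.47 for set 3 DIF4 to DIF14, -1.13 to -0.65 for set 3 against 2 at DIF0, 1.64 to 2.23 for set 2 against 1 at DIF0, -1.08 to -0.86 for set 3 against 2 at DIF4, 2.37 to 3.84 for set 2 against 1 at DIF4, -1.75 to -0.92 for set 3 against 2 at DIF7, -1.04 to -0.33 for set 3 against 2 at DIF14 and -1.38 to -0.67 for set 2 against 1 at DIF14. For set 2 against 1 at DIF7 it was at least 1.42. It passed without sample 3 of set 2 in set 3 against set 2 at DIF7 and DIF14.

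Over the 4 days and 3 comparisons, 2484 of the camera results kept their call, 64 gained and 121 lost it, and of the counts of genes, shares higher and Piwil2 results 711 stayed the same, 136 moved, 15 gained a call and 7 turned direction. Of the TPM results, 2198 stayed the same and 538 moved. Of the results of single named genes, 2546 kept their call, 5 gained and 50 lost it. Scaling moved the median log2 fold change at DIF7 by -0.165 (limma, set 3 against set 2), 0.197 (upper quartile, set 2 against set 1) and 0.324 (limma). The cause of these differences was not tested.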

Differences from the paper's values

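The scale of TPM averaged over transcripts and the comparison of the paper's values with groups of other days were chosen after the results were seen. CPM is not scaled by transcript length as TPM is. Where CPM in place of TPM removed a difference, unlike units were compared, so the gap is not accounted for.

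Dataset EV1 gives wild-type TPM whose scale is the mean over the transcripts of a gene, and 4 of its values are negative. For Tdrkh at DIF7 it gives 16.6, against 10.8 in set 3 (by library name), where protein-coding genes alone and CPM in place of TPM removed this and the others of 8 did not. For Zic2, the dataset gives 18.9 at DIF4 where set 1 (by title) held 8.03, and none of 8 alternatives removed the difference. For Mybl1, the dataset gives 13.1 at DIF0 where set 3 (by library name) held 6.33, 5.45 at DIF4 where set 1 (by title) held 20.4, 7.27 at DIF7 where set 1 (by title) held 13.1 and 5.31 at DIF14 where set 1 (by title) held 9.16, and none of 8 alternatives removed the difference. For Meis1, the dataset gives 2.12 at DIF0 where set 3 (by library name) held 11.4 and 10.4 at DIF7 where set 1 (by title) held 3.45, and none of 8 alternatives removed the difference. For Meis1 at DIF0 it gives 2.12, against 6.86 in set 1 (by title), where the paper's procedure and leaving out sample 2 removed this and the others of 8 did not. For Meis1 at DIF4 it gives 11.4, against 4.82 in set 1 (by title), where CPM in place of TPM removed this and the others of 8 did not. The gaps were smaller against the groups that lay nearest: the table of DIF0 lay nearest to set 1 at DIF7 (10 of 14 genes within 1%), that of DIF4 to set 2 at DIF4 (12 of 14) and that of DIF7 to set 3 at DIF0 (7 of 13), while that of DIF14 lay nearest to set 3 at DIF14 (12 of 14). Meis1 at DIF0 still differed there (2.12 against 3.45). Set 2 is wild type by neither reading, so the match at DIF4 goes against both genotype readings.

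Mili reads about 1.1, about 2.8, about 2.2 and about 1.0 TPM at DIF0, DIF4, DIF7 and DIF14 in Fig 1A (read by eye). The wild-type libraries by title (set 1) held 0.163 at DIF0, 0.0768 at DIF4 and 0.107 at DIF7, and none of 8 alternatives removed the difference. The wild-type libraries by library name (set 3) held 0.257 at DIF4, 0.150 at DIF7 and 0.165 at DIF14, and none of 8 alternatives removed the difference. At DIF0 set 3 (by library name) held 0.375, where CPM in place of TPM removed this and the others of 8 did not. At DIF14, set 1 lay within 1.5 times of the figure. The paper states that Mili is the most abundant Piwi gene. It had the highest mean in 5 of 12 groups by the sum over transcripts and in 11 of 12 by their mean. The paper states a peak at DIF4, whereas Piwil2 was highest at DIF14 in set 1 and at DIF0 in set 3. In the groups nearest to the day tables of Dataset EV1, Piwil2 was highest at DIF4 (0.107, 0.618, 0.375 and 0.165 TPM from DIF0 to DIF14). By the library names, Piwil2 was not lower but higher in Mili KD than in control cells at DIF0 to DIF7.

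Fig 5F gives TPM at DIF4, read by eye, and the comparison is on the mean over the transcripts of a gene. Btg1 reads about 72 in Mili KD cells of Fig 5F against 41.8 in set 3 (by title), which none of 8 alternatives removed. Btg2 reads about 540 in control cells of Fig 5F against 98.9 in set 2 (by title), about 540 in control cells of Fig 5F against 66.1 in set 1 (by library name) and about 220 in Mili KD cells of Fig 5F against 98.9 in set 2 (by library name), which none of 8 alternatives removed. Btg3 reads about 13 in Mili KD cells of Fig 5F against 7.98 in set 3 (by title), where the 100 bp flow cell alone, protein-coding genes alone and leaving out sample 2 removed this and the others of 8 did not. Ppp1ca reads about 67 in control cells of Fig 5F against 121 in set 1 (by library name), where CPM in place of TPM removed this and the others of 8 did not. Ppp1ca reads about 50 in Mili KD cells of Fig 5F against 75.8 in set 3 (by title), where the 150 bp flow cell alone, CPM in place of TPM, leaving out sample 1 and leaving out sample 2 removed this and the others of 8 did not. Cdk1 reads about 0.77 in control cells of Fig 5F against 47.7 in set 1 (by library name) and about 0.51 in Mili KD cells of Fig 5F against 0.185 in set 3 (by title), which none of 8 alternatives removed. Against groups of other labels these differences were gone: 6 of 6 control values lay within 10% of set 1 at DIF14 and 6 of 6 Mili KD values within 10% of set 2 at DIF0.

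Fig 6D shows about 3900 genes up and about 1500 down (read by eye) at DIF4, protein-coding and at the paper's P of 0.05 or less, whereas the counts here hold all gene types at an adjusted p under 0.05. By title 3085 genes were lower (2721 with protein-coding genes alone, 5066 with the paper's procedure), and leaving out set 3 sample 1, leaving out set 3 sample 2 and all 36 samples in 1 fit removed the difference and the others of 21 did not. By library name 6288 were lower, and none of 21 alternatives removed the difference. Transcripts modulated at DIF4 are called mostly upregulated in the paper. By title 53.9% were higher, which turned to 47.5% with limma on TPM (pseudocount 0.5), 47.1% (pseudocount 0.1) and 48.1% with the paper's procedure and rose to 57.5% with samples 1 and 3 of set 2 as 1, 60.3% with upper-quartile scaling, 60.7% with the compared groups alone and 73.7% with all 36 samples in 1 fit, and by library name 46.8% were higher, which turned to 58.9% with upper-quartile scaling, 66.2 and 66.4% with limma and 63.7% with the paper's procedure.

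For Fig 5A, the paper states that several immune-modulatory and secretory genes were higher in Mili KD cells. Of 26 genes measured, 4 were higher by title and 9 by library name, and 9 and 11 were lower. For Fig EV3F it states more astrocyte-related expression and altered neuronal fate genes. By title none of the 23 genes passed at DIF7 in edgeR (4 at unadjusted p under 0.05, DESeq2 1), and by library name Itgb1, App, Eif4e and Calr were lower and Rb1, Id2, S100b and Gfap higher. By title, Gfap (0.87) and S100b (1.52) were higher with the paper's procedure, whose p is not adjusted over genes. They also passed in edgeR without sample 3 of set 2 (1.13 and 1.62). Ribosome and spliceosome terms lead the upregulated genes of Fig 7C, in an enrichment that was not repeated here. At DIF4 these genes did not shift by title (adjusted p = 0.41 and 0.89 in camera), were higher with the 150 bp flow cell alone (0.039 and 0.0021), and were lower by library name. As the values of Fig 5F lay nearest to groups of other labels, these comparisons need not hold the paper's groups.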

Other observations

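The rank of Piwi genes by mean over transcripts, the comparison of runs, the nearest groups of Dataset EV1 and Fig 5F, and the genes highest in set 3 were examined only after the results were seen.

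Of further gene groups at DIF4, immediate-early genes passed in camera in set 3 against set 2, and histones in set 2 against set 1. Neither passed with an estimated correlation. In set 3 against set 2, immediate-early genes gave 16 higher and 3 lower of 27 (16 and 3 adjusted over the list alone; camera, adjusted p = 0.015, adjusted p = 0.74 with an estimated correlation, 0.07 without sample 3 of set 3, range with the preset correlation 4.0e-04 to 0.07), with Cyr61 at 1.34 (adjusted p = 1.23e-05). Oligodendrocyte lineage genes gave 5 higher and 1 lower of 15 (5 and 1 adjusted over the list alone; camera, adjusted p = 0.051), hypoxia and glycolysis genes 6 higher and 9 lower of 29 (6 and 10 adjusted over the list alone; camera, adjusted p = 0.33), unfolded protein and integrated stress response genes 8 higher and 4 lower of 30 (8 and 4 adjusted over the list alone; camera, adjusted p = 0.67), histones 3 higher and 8 lower of 32 (3 and 8 adjusted over the list alone; camera, adjusted p = 0.12), and endothelial, mural and fibroblast genes 3 higher and 2 lower of 13 (3 and 2 adjusted over the list alone; camera, adjusted p = 0.8). Oligodendrocyte lineage genes passed in camera with the 150 bp flow cell alone (adjusted p = 0.021, range with the preset correlation 0.021 to 0.1). Histones passed in camera with the 100 bp flow cell alone (adjusted p = 0.011, range 0.011 to 0.98). Of the mitochondria-encoded genes, 1 of 12 were lower (0 adjusted over the list alone), mt-Co1 (camera, adjusted p = 0.99, 0.049 without sample 1 of set 3), and its call was lost in many alternatives, such as either flow cell alone (-0.20 and -0.36).

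In set 2 against set 1 at DIF4, of the histones, all 32 were lower (camera, adjusted p = 3.9e-13, adjusted p = 0.47 with an estimated correlation), which went with the fall of the proliferation genes. Immediate-early genes gave 14 higher and 7 lower of 27 (15 and 7 adjusted over the list alone; camera, adjusted p = 0.15), hypoxia and glycolysis genes 15 higher and 11 lower of 29 (15 and 11 adjusted over the list alone; camera, adjusted p = 0.65), stress response genes 9 higher and 19 lower of 30 (9 and 19 adjusted over the list alone; camera, adjusted p = 0.082, 0.024 without the low-count filter, range with the preset correlation 0.024 to 0.11), oligodendrocyte genes 3 higher and 8 lower of 15 (3 and 8 adjusted over the list alone; camera, adjusted p = 0.61) and endothelial, mural and fibroblast genes 5 higher and 6 lower of 13 (5 and 6 adjusted over the list alone; camera, adjusted p = 0.93). Of the mitochondria-encoded genes, 2 of 12 were lower (2 adjusted over the list alone; camera, adjusted p = 0.77).

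At DIF7 in set 3 against set 2, immediate-early genes fell, 4 of 27 were lower (7 adjusted over the list alone; camera, adjusted p = 1.4e-05, adjusted p = 0.53 with an estimated correlation), and mitochondria-encoded genes rose, 7 of 12 were higher (11 adjusted over the list alone; camera, adjusted p = 2.5e-05, adjusted p = 0.5 with an estimated correlation). Cytosolic ribosomal protein genes were lower as a group, 8 of 81 were lower (1 adjusted over the list alone; camera, adjusted p = 5.2e-06, adjusted p = 0.7 with an estimated correlation), as were spliceosome genes, 1 was higher and 2 lower of 99 (0 and 0 adjusted over the list alone; camera, adjusted p = 0.001, adjusted p = 0.77 with an estimated correlation), and the ROS genes of Dataset EV4, 5 were higher and 9 lower of 372 (0 and 0 adjusted over the list alone; camera, adjusted p = 0.0023, adjusted p = 0.5 with an estimated correlation). Cholesterol synthesis genes did not shift (camera, adjusted p = 0.12), but without sample 3 of set 2 they did (1.8e-06, range with the preset correlation 1.8e-06 to 0.75).

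In set 2 against set 1 at DIF7, cholesterol synthesis genes were lower, 22 of 23 were lower (22 adjusted over the list alone; camera, adjusted p = 3.9e-06, adjusted p = 0.55 with an estimated correlation), core clock genes higher, 14 were higher and 2 lower of 22 (14 and 2 adjusted over the list alone; camera, adjusted p = 9.0e-04, adjusted p = 0.2 with an estimated correlation), and p53 targets lower, 5 were higher and 18 lower of 26 (5 and 18 adjusted over the list alone; camera, adjusted p = 0.016, adjusted p = 0.55 with an estimated correlation). The senescence and secretory phenotype genes were lower as a group, 6 were higher and 20 lower of 37 (6 and 20 adjusted over the list alone; camera, adjusted p = 0.044, adjusted p = 0.51 with an estimated correlation, range with the preset correlation 0.021 to 0.08), which shared this direction with the proliferation genes.

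On the other days, 422 genes changed in set 3 against set 2 at DIF0 and 3675 at DIF14, and 7501 and 1766 in set 2 against set 1. These counts moved widely: the 422 fell to 69 without sample 3 of set 2 and the 7501 rose to 11351 without sample 2 of set 1, and with the 100 bp and the 150 bp flow cell alone the 3675 fell to 1533 and 1558 and the 1766 to 39 and 4. The runs of set 1 at DIF14 look crossed, since each matched a run of another sample at 1.32 to 1.37 times counting noise and its own pair at 2.79 to 14.4, as do those of set 2 at DIF0 (1.29 to 1.32 against 3.21 to 4.25). At DIF7, 2258 and 11060 changed. Set 3 against set 1 gave 6794, 13172, 12245 and 6595 at DIF0, DIF4, DIF7 and DIF14. Of 10 splits of the samples of a day, only the real one called as many genes in each of these comparisons (1 of 10, highest other 0), and 10 splits are too few to tell.

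Between days, set 1 changed at the last step, with 10082 genes from DIF7 to DIF14, 39 from DIF4 to DIF7 and 0 from DIF0 to DIF4 in edgeR (1124 at unadjusted p under 0.05, DESeq2 110). The small counts of set 1 were not stable: the 39 became 879 without sample 1 at DIF7 and the 0 became 76 without sample 2 at DIF0, and with all 36 samples in 1 fit they were 1040 and 336. Set 2 changed in 3839, 2027 and 380 genes from day to day, of which the first fell to 2227 without sample 3 at DIF0 and the next ran from 1042 to 3754 with 1 sample left out. Set 3 changed in 7219 genes from DIF0 to DIF4, and later in 0 (734 at unadjusted p under 0.05, DESeq2 33) and 0 (147, DESeq2 3), also with either flow cell alone. These steps cannot be read as no change, since the 13 runs nearest to a run of another group were all of set 3 at DIF4, DIF7 and DIF14 (3, 5 and 5), so samples of these days may be mixed (9 of the 13 lay within 2 times counting noise of that run). Splits of the same samples called as many in 1 of 10 (highest other 0) for the later steps of set 1, 1 of 10 (highest others 0 and 12) for the first steps of set 2, 1 of 10 (highest other 756) for the first step of set 3, and all 10 for the steps with 0 genes, too few to tell. For DIF7 to DIF14 in set 2, 2 of 10 did and another split called 2871, and without sample 3 of set 2 at DIF7 3491 genes changed.

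Runs did not all lie nearest to the other run of their own sample. Of 72 runs, 40 did (median ratio to counting noise 1.35), and 32 lay nearest to a run of another sample, 13 of them in another group. Runs assigned to the wrong sample could explain it, since 26 of these lay within 2 times counting noise of the other sample's run. In set 3, 1 run at DIF7 and 1 at DIF14 differed by 0.657 times counting noise. A difference between the flow cells is argued against for 13 runs that matched a run on the other flow cell within 2 times counting noise, while their own pair, also on the other flow cell, lay further than in any run nearest to its own pair. A difference common to all samples is argued against by the 40 runs that lay nearest to their own pair, which is always on the other flow cell. For the remaining 19 a difference particular to some samples stays open: 63.2% of them matched a run on the same flow cell against 49.3% by chance (binomial p = 0.257), and setting the 13 aside raised this share. Genotypes called from the reads would test the assignment of runs only between samples that differ in sequence, and the paper names no such difference within a set.

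Sample 2 of set 1 at DIF0 stood apart from its group, with lower Ccne2, Mcm2 and Cdc6 and higher Dapk2, Txnip, Fbxo32 and Apoe. Its Mki67 would need 55.7% of cells of the other groups, which would bring 54.3 TPM of Gfap where 7.46 was measured, so a mixture is argued against. The label of another group in these files is argued against as well, although sample 2 lay at 123 and 163 times counting noise from its own group and at 50.5 from the nearest sample of another (set 2 at DIF0). It lay at 93.0 or more from set 1 at DIF4 and DIF7, above the 41.4 of the widest of these groups, and its Mki67 (97.5 TPM) was far above the at most 0.56 TPM of all other groups. What set it apart stays open. Whether the cells were leaving the cell cycle was not tested.

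The TPM of Fig 5F point to other labels than DIF4. Averaged over transcripts, 6 of 6 control values lay within 10% of set 1 at DIF14 and 6 of 6 Mili KD values within 10% of set 2 at DIF0. For Dataset EV1, the nearest groups to DIF0, DIF4, DIF7 and DIF14 held 0.107, 0.618, 0.375 and 0.165 TPM of Piwil2, a course with its highest value at DIF4. The order of the original sample sheet would test whether labels were exchanged, as 2 day tables of Dataset EV1 lying nearest to groups of another day suggest.

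Some genes were highest in set 3 after DIF0. Gpat2, a piRNA pathway gene of the mitochondrial membrane, was at 0.944 ± 0.477, 1.36 ± 0.329 and 1.39 ± 0.0677 TPM there and at most 0.0146 in any other group, and Pld6, which encodes the nuclease Zucchini, at 1.35 ± 0.629, 1.61 ± 0.0609 and 1.45 ± 0.595 TPM, with at most 0.463 elsewhere. Runs of set 3 after DIF0 held reads of 19095 to 19756 genes, except 17004 in the 150 bp run of DIF4 sample 3. Those of the other groups held reads of at most 18211 genes. The cause of this difference was not tested. Sex-linked genes differed between groups, with Eif2s3y at 0.753 ± 0.495 TPM in set 1 at DIF4 and 3.48 ± 0.0556 in set 2, but not in 1 direction: in set 2 against set 1 all 4 were higher at DIF4, whereas 3 of 4 were lower (4 adjusted over the list alone) at DIF7.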
